# Lineage commitment of dermal fibroblast progenitors is controlled by Kdm6b‐mediated chromatin demethylation

**DOI:** 10.15252/embj.2023113880

**Published:** 2023-08-21

**Authors:** Quan M Phan, Lucia Salz, Sam S Kindl, Jayden S Lopez, Sean M Thompson, Jasson Makkar, Iwona M Driskell, Ryan R Driskell

**Keywords:** dermal papilla, epigenetics, fibroblast progenitor, Kdm6b, multiomics, Chromatin, Transcription & Genomics, Development, Skin

## Abstract

Dermal Fibroblast Progenitors (DFPs) differentiate into distinct fibroblast lineages during skin development. However, the epigenetic mechanisms that regulate DFP differentiation are not known. Our objective was to use multimodal single‐cell approaches, epigenetic assays, and allografting techniques to define a DFP state and the mechanism that governs its differentiation potential. Our initial results indicated that the overall transcription profile of DFPs is repressed by H3K27me3 and has inaccessible chromatin at lineage‐specific genes. Surprisingly, the repressive chromatin profile of DFPs renders them unable to reform the skin in allograft assays despite their multipotent potential. We hypothesized that chromatin derepression was modulated by the H3K27me3 demethylase, Kdm6b/Jmjd3. Dermal fibroblast–specific deletion of Kdm6b/Jmjd3 in mice resulted in adipocyte compartment ablation and inhibition of mature dermal papilla functions, confirmed by additional single‐cell RNA‐seq, ChIP‐seq, and allografting assays. We conclude that DFPs are functionally derepressed during murine skin development by Kdm6b/Jmjd3. Our studies therefore reveal a multimodal understanding of how DFPs differentiate into distinct fibroblast lineages and provide a novel publicly available multiomics search tool.

## Introduction

Fibroblasts are mesenchymal cells that create and maintain the extracellular matrix of the connective tissues supporting the functions of various organs (Watt & Fujiwara, 2011; Driskell & Watt, 2015; Plikus *et al*, 2021). They are distinct across different organs but are also diverse within the same tissue (Dhouailly & Sengel, 1975; Fernandes *et al*, 2004; Muhl *et al*, 2020; Buechler *et al*, 2021). Mammalian skin serves as a critical model to study development, homeostasis, and the role of fibroblast heterogeneity in tissue‐resident stem cell niche, tissue regeneration, fibrosis‐associated diseases, and the effects of chronic aging (Singer & Clark, 1999; Gurtner *et al*, 2008; Chen *et al*, 2013; Cole *et al*, 2018; Griffin *et al*, 2020; Gruber *et al*, 2020). Recent studies have demonstrated the distinct roles of dermal fibroblast subpopulations during embryonic development and skin wound healing. These studies have revealed that manipulations of specific fibroblast subpopulations lead to hair follicles and adipocytes regeneration in different wounding scenarios (Rinkevich *et al*, 2015; Plikus *et al*, 2017; Jiang *et al*, 2018; Correa‐Gallegos *et al*, 2019; Guerrero‐Juarez *et al*, 2019; Abbasi *et al*, 2020; Phan *et al*, 2020; Shook *et al*, 2020; Mascharak *et al*, 2021; Sinha *et al*, 2022). However, the establishment of fibroblast heterogeneity from a common progenitor during embryonic development remains poorly characterized.

During early embryonic development, mesenchymal stem cells migrate from different embryonic origins to subepidermal regions of the skin, where the dorsal dermis arises from the somite, and the facial dermal fibroblasts derive from the neural crest (Dhouailly, 1973; Fernandes *et al*, 2004; Atit *et al*, 2006; Wong *et al*, 2006; Tran *et al*, 2010; Thulabandu *et al*, 2018). Approximately E13.5–14.5 in murine skin, reciprocal signaling between the overlying epidermis and the Dermal Fibroblast Progenitors (DFPs) leads to condensation of upper fibroblasts to form the placodes (Kishimoto *et al*, 2000; Millar, 2002; Chen *et al*, 2012; Fu & Hsu, 2013). Between E14.5 and E16.5, the DFPs then differentiate and commit to distinct lineages of upper papillary and lower reticular fibroblasts (Driskell *et al*, 2013). Upper papillary fibroblasts differentiate into the dermal papilla, neonatal papillary fibroblast, and the arrector pili muscles postnatal. Lower reticular fibroblasts differentiate into collagen‐secreting reticular and the dermal white adipocyte (DWAT; Festa *et al*, 2011; Wojciechowicz *et al*, 2013). Moreover, classic chimeric skin grafting studies between avian and murine skin have shown that DFPs need to differentiate before responding to epidermal signals, and that fibroblast identity is also region‐specific (Dhouailly, 1973). Altogether, during embryonic development, we propose that DFPs must undergo an intrinsic reprogramming process to commit to fibroblast lineages and differentiate toward the terminal fates.

Epigenetic regulators have been extensively studied in the context of cellular differentiation (Boyer *et al*, 2006; Lee *et al*, 2006; Kang *et al*, 2019; Flora & Ezhkova, 2020; Plikus *et al*, 2021). A proposed mechanism of chromatin regulation is through the addition of methyl groups to Histone 3 Lysine 27 (H3K27), which is associated with condensed and silenced chromatin while the removal of methyl group is associated with accessible and active chromatin (Cao *et al*, 2002; Agger *et al*, 2007; Xiang *et al*, 2007; Kang *et al*, 2019). The most widely known regulators of methylation on H3K27 are part of the Polycomb repressive complex 2 (PRC2), EZH1 and EZH2. In the epidermis, the addition and removal of the trimethyl group (me3) on H3K27me3 were shown to be critical in controlling the differentiation process of epidermal stem cells during development (Sen *et al*, 2008; Ezhkova *et al*, 2009). Demethylases, such as KDM6A/UTX and KDM6B/JMJD3, specifically remove methyl group and derepress chromatin (Agger *et al*, 2007; Xiang *et al*, 2007). In dermal fibroblasts, EZH2 has been shown to act as an epigenetic rheostat to control the Wnt and Retinoic Acid signaling in DFPs (Thulabandu *et al*, 2021). However, a full understanding of how the methylation status of H3K27 regulates fibroblast differentiation has not been shown. In addition, other studies have also investigated the roles of different epigenetic marks in regulating and maintaining fibroblast lineages in developed the skin. Acetylation of H3K27 and HDAC2 activities are required for the maintenance of Papillary Fibroblast lineages postnatally (Kim *et al*, 2022). H3K4me3, H3K9me3, and H3K27me3 all display reduced methylation levels in hair follicle stem cells prior to hair growth, and inhibition of hypomethylation delays skin wound healing (Lee *et al*, 2016; Kang *et al*, 2020). Nonetheless, an epigenetic regulation that programs dermal fibroblast lineage commitment and differentiation during embryonic development remains unknown.

The recent emergence of single‐cell technology has advanced the study of fibroblast heterogeneity drastically (Plikus *et al*, 2017). The transcriptomic changes in restricted fibroblast lineages, specifically in the hair follicle–associated fibroblasts, have been characterized at different timepoints that regulate Dermal Papilla establishment (Biggs *et al*, 2018; Gupta *et al*, 2019; Mok *et al*, 2019). In our recent study of transcriptomic and chromatin landscapes at the single‐cell level, we showed that the transcriptomic profiles of fibroblast lineages could only reflect the cellular states, while the accessible chromatin profiles can predict the lineage restriction and terminal fate commitment (Thompson *et al*, 2022). Overall, we hypothesize that the differentiation of dermal fibroblast progenitors could be defined by incorporating chromatin accessibility profiles and epigenetic regulation.

To establish the multimodal reference point for dermal fibroblast progenitors, we compared the molecular states of dermal fibroblast progenitors (DFP) at E14.5 to late embryonic fibroblasts at E18.5 using single‐cell transcriptomics, single‐cell ATAC, ChIP‐seq, genetic ablation of epigenetic regulator Kdm6b/Jmjd3, and functional chamber allografting assays. We found that DFPs at E14.5 are predicted to differentiate into hair follicle–associated fibroblast, but they are not intrinsically programmed as they failed to support hair follicle formation *ex vivo*. E14.5 DFPs possess a closed‐off chromatin profile, marked by a high level of H3K27me3, and they require epigenetic programming mediated by Kdm6b/Jmjd3 to commit to specific fibroblast lineages. Finally, we share our processed data for all our experiments on our website skinregeneration.org.

## Results

### DFPs differentiate into distinct fibroblast lineages *in vivo* but fail to regenerate functional skin in grafting assays

Using lineage tracing assays, we have previously shown that DFPs are present throughout the dermis at E14.5 and that a DFP has the potential to contribute to the formation of all layers and fibroblast subtypes (Driskell *et al*, 2013; Rognoni *et al*, 2016). We hypothesized that E14.5 fibroblasts are multipotent DFP progenitors in developing murine skin. We performed scRNA‐seq from whole skin samples of E14.5, E18.5, and P5 mice (Fig 1A–E). Altogether, we captured and sequenced a total of 43,740 cells, of which 17,356 cells were classified as dermal fibroblasts (Fig EV1A and B). To evaluate DFP differentiation and developmental potential, we integrated all three time points together and embedded the single‐cell clusters as a PAGA map to improve interpretation but also to preserve the global topology of cells transition (Fig 1D–E; Materials and Methods) (Hie *et al*, 2019; Wolf *et al*, 2019). DFPs at E14.5 were classified into two distinct subsets based on their horizontal anatomical positions as previously published (Gupta *et al*, 2019; preprint: Jacob *et al*, 2022). Upper DFPs (clusters 0, 2, 11) expressing Crabp1, Cav1, Nkd1, and Lef1 resided closer to the epidermis, while lower DFPs expressed Thbs1, Ptn, and Mfap5 (clusters 1, 5, 6) (Figs 1A and D–F, and EV1A and B). Furthermore, fibroblast subsets in E18.5 and P5 populations were identified based on gene expression profiles that have been previously defined (Fig EV1A and B) (Guerrero‐Juarez *et al*, 2019; Phan *et al*, 2020; Thompson *et al*, 2022). We identified clusters of Dermal Papilla, Papillary Fibroblasts, Reticular Fibroblasts, Fascia, and Preadipocytes in both E18.5 and P5 skin. In addition, clusters of mature papillary and ECM‐producing fibroblasts were detected only in P5 skin, reflecting the maturation of postnatal dermal fibroblasts. Our PAGA integrated analysis revealed that most E18.5 fibroblasts were closely associated with E14.5 DFPs while P5 fibroblasts clustered distinctly based on their lineage functions, except in the lineage‐committed specialized fibroblasts such as Dermal Papilla and Preadipocytes, where E18.5 and P5 clustered together (Fig 1D–E).

**Figure 1:**
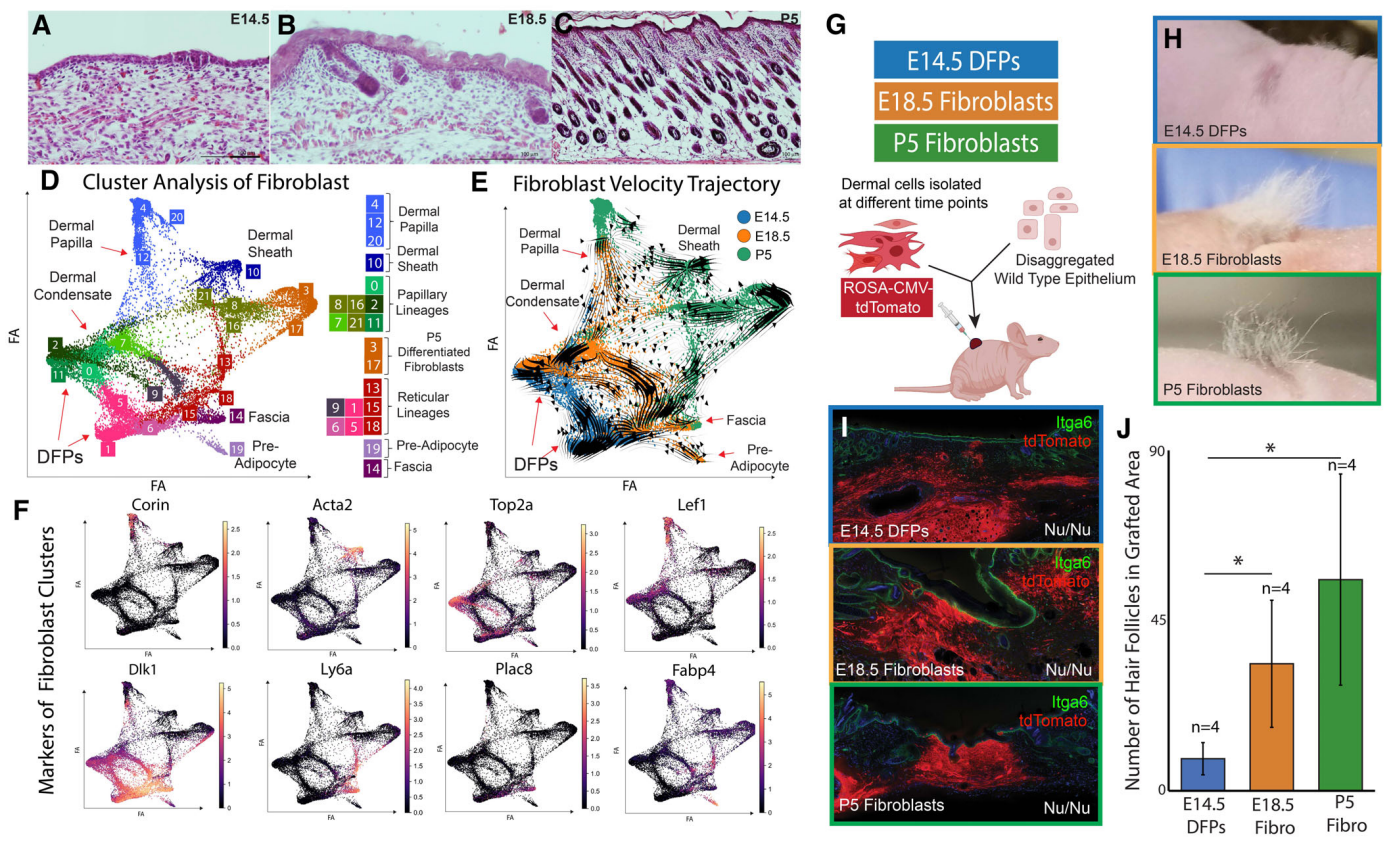
DFPs are not intrinsically programmed to support skin reformation A–C
H&E histology of murine skin sections at Embryonic Day E14.5 (A), E18.5 (B), and Post‐natal day 5 (P5) (C).D–E
PAGA‐initialized single‐cell embedding of fibroblasts of 3 timepoints integrated. (F) Expression of Fibroblast Marker Genes.G–J
(G) *Ex vivo* chamber grafting assay testing the ability of fibroblast populations at E14.5, E18.5, and P5 to support hair follicle formation. (H) Photographs of area of reconstituted skin. (I) Histology of reconstituted skin in chamber grafting assay. (J) Quantification of the number of hair formations in grafted area. Source data are available online for this figure.

**Figure EV1:**
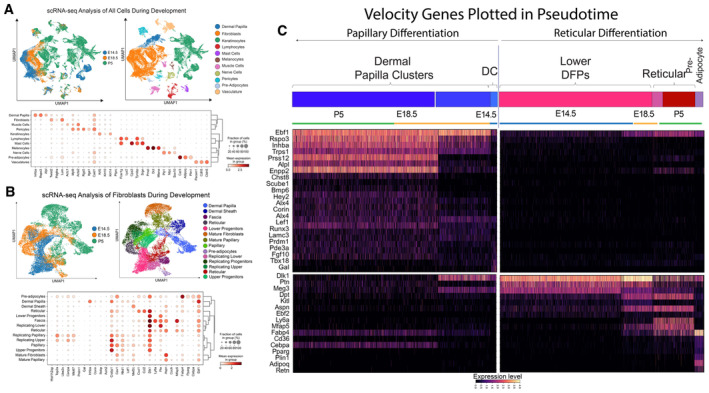
scRNA‐seq analysis scRNA‐seq analysis of all cells from E14.5, E18.5, and P5 skin.scRNA‐seq analysis of fibroblast subset re‐clustered from E14.5, E18.5, and P5 skin.Pseudotime‐heatmap depicting the differentiation projections of Upper Progenitors to Dermal Papilla and Lower Progenitors to Preadipocyte.

To further establish the continuous transition between DFPs and fibroblast lineages, we performed RNA velocity analysis on the PAGA‐embedded fibroblast subsets, which accounted for the transcriptional dynamics of splicing kinetics within each cell (Bergen *et al*, 2020). Upper DFPs are shown to differentiate into papillary fibroblasts (clusters 7, 8, 16, 21), dermal papillae (clusters 4, 12, 20), dermal sheath (clusters 10), and mature fibroblasts (clusters 3, 17), while lower DFPs are projected to become upper DFPs and reticular (clusters 9, 13, 15, 18; Fig 1D–E) (Driskell *et al*, 2014; Correa‐Gallegos *et al*, 2019; Guerrero‐Juarez *et al*, 2019; Joost *et al*, 2020; Shook *et al*, 2020). Unexpectedly, fascia and preadipocytes showed inverted RNA velocity trajectories toward replicating reticular fibroblasts. This observation could be due to the multiple rate kinetics genes (MURK) (Barile *et al*, 2021), which are associated with assumptions and caveats for velocity analysis in scRNA‐seq. For example, dynamical MURK genes can violate the assumptions that velocity analysis is based on (Barile *et al*, 2021). In addition, it has been proposed that current batch correction implementations may not be accurate (Bergen *et al*, 2021). Consequently, it is important to test in‐silico transcriptome‐based results through robust independent systems. Moreover, we have noticed that a large portion of fascia and preadipocytes is actively replicating and clustered closely with replicating lower reticular (cluster 15). The newly generated unspliced mRNA is higher in the replicating population, contributing to the inversion of RNA velocity trajectory. RNA velocity analysis also provided us with a list of putative driver genes that need to be activated for cells to differentiate toward a specific cluster. Using these genes, we generated a heatmap depicting the pseudotime transitions of upper and lower DFPs into two distinct lineages: Dermal Papilla and Preadipocytes (Fig EV1C). We found that multiple velocity driver genes of E18.5 and P5 Dermal Papilla were expressed as early as E14.5 Dermal Condensate (Fig EV1C). Overall, our results suggested that at E14.5, DPFs have the potential to differentiate into specialized cell types to support and maintain the different dermal niches in postnatal skin.

Grafting assays, in which cells are transplanted into host tissues and allowed to interact with the surrounding microenvironment, provide a powerful tool to assess the differentiation potential and lineage restrictions of stem cells *ex vivo* (Jensen *et al*, 2010; Driskell *et al*, 2013). To functionally challenge the potential of E14.5 DFPs to support the formation of fully functional skin, we performed a skin reconstitution experiment utilizing the chamber grafting technique. We collected whole, unsorted DFPs from E14.5 skin, and compared their ability to reform hair follicles and skin from fibroblasts from E18.5 and P5 ROSA‐CMV‐tdTomato‐positive mice to trace their contribution within grafted tissue. A combination of dermal cells and epidermal cells was injected into a silicone chamber grafted on top of an immunocompromised Foxn1^−/−^ mouse (Fig 1G). Skin from areas of the graft was collected at 28 days postsurgery to assess the reformation and development of the skin. The analysis and quantification of the grafting assay revealed that E18.5 and P5 differentiated fibroblast populations were able to support the reformation of fully functional hair follicles and hair fibers while E14.5 DFPs failed to regenerate and develop hair follicles despite their contribution to skin reformation (Fig 1H–J). This result suggests that, despite the potential trajectory and presence of early dermal papilla cells, DFPs from E14.5 skin are not intrinsically programmed to differentiate ex vivo to support fully functional skin reformation.

### DFP programming occurs by specifically increasing the accessibility of chromatin architecture in distinct lineages

The chromatin accessibility landscape regulates cellular gene expression and is highly informative of its states and fates of cells (Buenrostro *et al*, 2013, 2015; Cusanovich *et al*, 2015, 2018; Trapnell, 2015; Cao *et al*, 2017; Thompson *et al*, 2022). We hypothesized that the intrinsic differentiation program within E14.5 DFPs could be reflected in its chromatin accessibility profiles. We performed single‐cell ATAC‐seq assays on murine DFPs at E14.5 and differentiating fibroblasts at E18.5. After quality control, filtering, and preprocessing, 10,913 fibroblasts from both time points were used for downstream analyses including dimension reduction and unsupervised clustering (4,187 from E14.5 and 6,006 from E18.5) (Fig 2A and B). Standard quantification of the ATAC peak number per cell comparing E14.5 and E18.5 fibroblasts revealed a large increase in open chromatin regions during the differentiation process (Fig 2C). Differential peak analysis was performed using Wilcoxon testing between time identified 6,200 peaks in E14.5 and 13,566 peaks in E18.5 fibroblasts. Coverage plots depicting the significant changes in open chromatin regions between E14.5 and E18.5 highlighted the increase of accessible peaks during the differentiation process of DFPs (Fig 2D). Our results indicate that chromatin reprogramming of DFPs during differentiation is associated with a selective, derepression of the genome.

**Figure 2:**
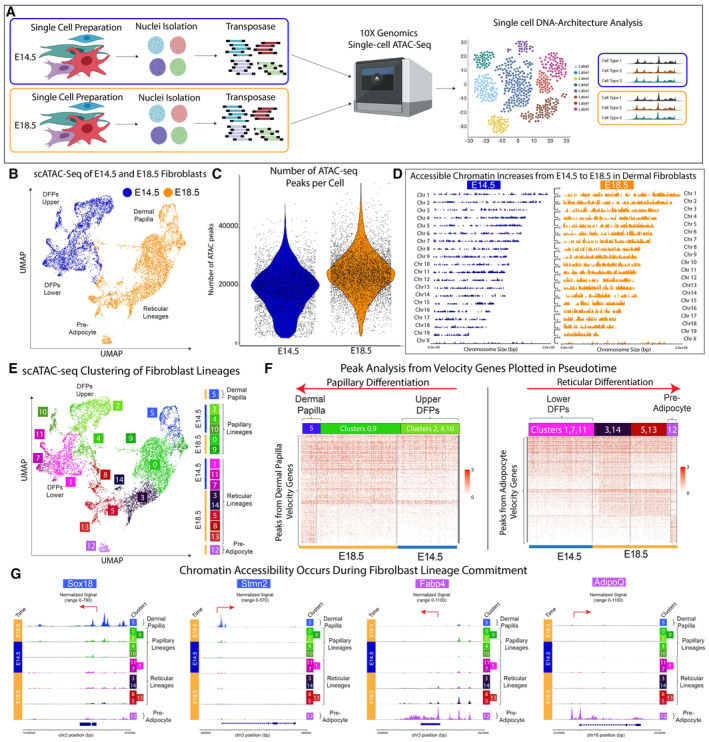
DFP differentiation is defined by inaccessible chromatin architecture Experimental design of scATAC‐seq experiments comparing E14.5 and E18.5 dermal fibroblasts.UMAP plot showing the distinct clustering of E14.5 and E18.5 fibroblasts.Coverage Plots highlighting the significant increase in open accessible chromatin regions from E14.5 to E18.5 fibroblasts.Quantification of Total ATAC Peaks per cell.UMAP plot showing the classification of fibroblast cell types in scATAC‐seq data.Pseudotime‐heatmap of scATAC‐seq peaks associated with RNA velocity genes required for Dermal Papilla and Preadipocyte differentiation. Dermal Papilla and Preadipocyte populations are flanking the E14.5 DFPs which are located in the centrally.Tracks‐plot arranged in pseudotime showing specific accessibility regions of Sox18 and Stmn2 in Dermal Papilla, Fabp4 and AdipoQ in Preadipocytes. Source data are available online for this figure.

To investigate the relationship between chromatin depression and the establishment of fibroblast heterogeneity from DFPs, unsupervised clustering of scATAC‐seq data was performed resulting in 15 distinct clusters from both time points (Figs 2E and EV2A). Cross‐modality integration and label transfer were used to integrate scATAC‐seq with scRNA‐seq data for cluster identification (Materials and Methods; Fig EV2A) (Stuart *et al*, 2021). Consistent with our transcriptomic analysis, DFPs at E14 were split into Upper DFPs and Lower DFPs, while E18 fibroblasts contained Dermal Papilla, Papillary, Reticular, and Preadipocytes clusters (Fig 2E). Interestingly, even though fascia fibroblasts were detected in our scRNA analysis, we did not detect them in our scATAC‐seq data (Fig 2E). Differential peak analysis revealed distinct chromatin landscapes among fibroblasts at E18.5, while the E14.5 Upper and Lower DFPs possessed less unique accessible peaks profiles, which was consistent with the opening of chromatin during DFPs differentiation processes (Fig EV2C). Similar to P0 fibroblasts (Thompson *et al*, 2022), E18.5 fibroblasts also shared a gradient of significant peaks within their respective lineages, with the differentiated Dermal Papilla and Preadipocytes fates possessing the most distinct chromatin profiles (Figs 2F and G and EV2B and C). Considering the predicted RNA velocity trajectories of DFPs to differentiate into Dermal Papilla and Preadipocyte, we hypothesized that the chromatin accessibility profiles of the equivalent cell types will also reflect a similar differentiation trajectory. We constructed a pseudotime heatmap based on our scATAC‐seq data but defined by RNA velocity driver genes for each fibroblast cell type from DFPs to Papillary to Dermal Papilla and DFPs to Reticular to Preadipocyte (Materials and Methods; Fig 2F). We found that as Upper DFPs differentiated toward Papillary and Dermal Papilla, the velocity driver genes of Papillary and Dermal Papilla became more accessible (Fig 2F). Notably, the driver genes of Upper DFPs were accessible across all fibroblast subtypes. Dermal Papilla had accessible chromatin regions for Papillary driver genes, but DP‐specific genes were not accessible in Papillary, indicating the differentiated fate of Dermal Papilla as previously reported (Fig 2F; REF). This finding confirmed the continuous transition of Upper DFPs to Papillary to Dermal Papilla, where Upper DFPs require making their chromatin landscape specifically accessible during their differentiation process. The closed chromatin profiles of DFPs at E14.5 without accessible regions for Dermal Papilla driver genes might help explain the inability of DFPs to reform hair in chamber grafting assays. Similarly, the Lower DFPs differentiation trajectory was also observed using Lower DFPs, Reticular, and Preadipocytes RNA velocity driver genes (Fig 2F). Overall, our analysis revealed that during differentiation, DFPs specifically make their chromatin accessible in regions associated with the specific driver genes at E18.5 in a stepwise manner (Fig 2F). We also concluded that the differentiated fibroblast fates of Dermal Papilla and Preadipocytes required unique reprogramming of dermal fibroblasts with specifically accessible regions such as Sox18, Stmn2 for Dermal Papilla and Fabp4, AdipoQ for Preadipocytes (Fig 2G).

**Figure EV2:**
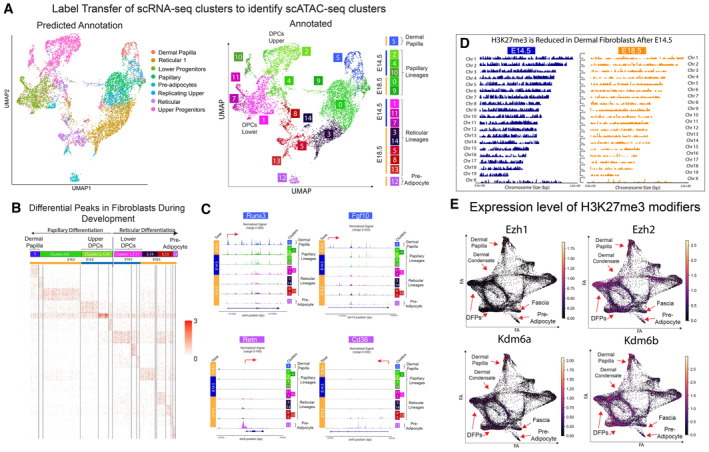
scATAC‐seq analysis and expression of epigenetic H3K27‐me3 modifiers in E14.5, E18.5, and P5 fibroblast populations Label transfer experiment of scRNA‐seq cluster to identify scATAC‐seq cluster in E14.5 and E18.5 skin.Differential peak analysis of scATAC‐seq clusters arranged in pseudotime.Trackplot of fibroblast clusters arranged in pseudotime for Runx3, Fgf10, Retn, and CD36.Coverage Plots highlighting the reduction of H3K27me3 from E14.5 to E18.5 dermal fibroblasts.Expression of epigenetic modifiers overlayed in scRNA‐seq UMAPs of fibroblasts during murine skin development.

### Chromatin programming of DFPs is associated by the removal of the repressive histone modification H3K27me3

Posttranslational modifications of histones can regulate gene accessibility and expression during the differentiation process in various tissue models (Boyer *et al*, 2006; Lee *et al*, 2006; Heintzman *et al*, 2009; Karlić *et al*, 2010). Specifically, the Histone 3 Lysine 27 trimethylation mark (H3K27me3), which is associated with the repression of gene transcription, plays a key role in the differentiation process of epidermal keratinocytes (Sen *et al*, 2008; Ezhkova *et al*, 2009; Kang *et al*, 2019). Our scATAC‐seq data suggested that the opening of chromatin regions at lineage‐specific genes was critical for fibroblast differentiation. To study the role of H3K27me3 in regulating open chromatin regions of DFPs during embryonic differentiation, we performed H3K27me3 ChIP‐seq comparing E14.5 and E18.5 Fibroblasts (Fig 3A). 

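ChIP-seq for H3K27me3 recovers chromatin fragments that carry the mark with an antibody, and a peak is a stretch of the genome where the recovered fragments pile up above the local background. The data analysed here are the peak lists of 4 libraries of wild-type dermal fibroblasts, 2 from E14.5 and 2 from E18.5 by the paper's staging. The sample labels give embryonic day 14 for the first pair and day 17 for the second, where the paper gives E14.5 and E18.5. The labels also name culture in DMEM with serum, shearing by sonication and an Ion Torrent library kit, where the methods name AmnioMAX medium, an enzymatic ChIP kit, the Kapa Hyper prep kit and Illumina sequencing. An input library shared by both stages is labelled too, and it was not analysed here.
The authors aligned the reads with bowtie2 and called broad peaks with MACS2 at a q-value threshold of 0.01, with a separate list for each library, so the replicates were not pooled. By the methods, E18.5 wild-type and Kdm6b-cKO samples were subsampled to a stated number of reads per sample, equivalent to the depth of other samples. The methods do not say whether this covers the E18.5 libraries compared with E14.5. The lists carry no read counts, so the depth of each library could not be read from them and the signal inside a peak could not be compared between libraries. For each peak, the lists give the authors' fold enrichment, −log10 p-value and −log10 q-value, which were used to describe, rank or filter peaks within a list and, for the question of depth alone, to compare −log10 p-values between lists at equal fold enrichment. The lowest −log10 q-value was 2.04 and 2.07 in the E14.5 lists and 2.08 and 2.09 in the E18.5 lists, just above the 2 that the threshold sets. Median peak widths were 1256 and 933 bp at E14.5 and 919 and 1007 bp at E18.5.
The methods name no genome build for the ChIP-seq. The peaks on chromosome 1 reach position 195372050, within the 195471971 bp of that chromosome in GRCm38, and gene positions were taken from the GENCODE annotation of that build. Peaks of the 4 lists that overlapped by at least 1 bp were merged into 25870 regions, and each region was scored for the presence of a peak in each library. A gene was counted as marked at a stage when a peak of each of the 2 replicates overlapped the 3000 bp either side of any of its transcription start sites. With 2 libraries per stage, an exact permutation test has 3 splits, so no difference between the stages can reach a p-value of 0.05.
Replicates overlapped unevenly. At E14.5, 80.7% of the peaks of replicate 2 overlapped a peak of replicate 1, and 48.9% of the peaks of replicate 1 overlapped a peak of replicate 2. At E18.5, the same shares were 80.3% and 51.2%. The length shared by 2 lists was 49.9% of their union for the E14.5 replicates and 56.3% for the E18.5 replicates. Between stages it ranged from 25.8% to 48.3%. The highest of these values, for E14.5 replicate 2 and E18.5 replicate 1, was close to the value for the E14.5 replicates. Unequal list lengths limit this share, so the range does not show that lists of different stages are less alike than replicates. Of the peaks of E18.5 replicates 1 and 2, 87.9% and 92.4% overlapped a peak of E14.5 replicate 1. For E14.5 replicate 2, these shares were 76.1% and 85.7%.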

In conformity with the increase in open chromatin regions between E14.5 and E18.5 fibroblasts, we found a sharp decrease of 52% in the number of H3K27me3 peaks (from 19,060 peaks at E14.5 to 8,768 peaks at E18.5, *n* = 2) by visualizing the heatmaps and coverage plots of peaks called at each time point (Figs 3B–D and EV2D). In addition, we also confirmed that the majority of the genes associated with H3K27me3 peaks at E18.5 were present at E14.5 (95%), indicating that there was a significant reduction in H3K27me3‐associated genes and not a dynamic change where undifferentiated genes were repressed and differentiated genes were derepressed (Fig 3D). 

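The E14.5 lists held 21546 and 16574 peaks and the E18.5 lists 10429 and 7107 peaks. The mean was 19060 ± 3516 peaks (SD, n = 2) at E14.5 and 8768 ± 2349 peaks (SD, n = 2) at E18.5, a decrease of 54.0%. Both E18.5 libraries had fewer peaks than both E14.5 libraries (exact permutation test, two-sided, p = 0.333, the smallest p that 2 libraries against 2 allow). Within a stage, replicate 2 had 23.1% fewer peaks than replicate 1 at E14.5 and 31.9% fewer at E18.5.
The length covered by peaks was 52.8 and 32.1 Mb in the E14.5 libraries and 20.0 and 14.3 Mb in the E18.5 libraries, or 1.94%, 1.18%, 0.734% and 0.526% of the assembled chromosomes. The mean fell from 42.4 ± 14.7 Mb (SD, n = 2) to 17.2 ± 4.00 Mb (SD, n = 2), a decrease of 59.6% (exact permutation test, two-sided, p = 0.333). Peaks of at least 10 kb numbered 694 and 364 at E14.5 and 222 and 180 at E18.5. With only peaks of a −log10 p-value of at least 5, 6 and 8, settings chosen after seeing the data, the decrease in the number of peaks was 44.8%, 45.9% and 57.0%.

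**Figure D1:**
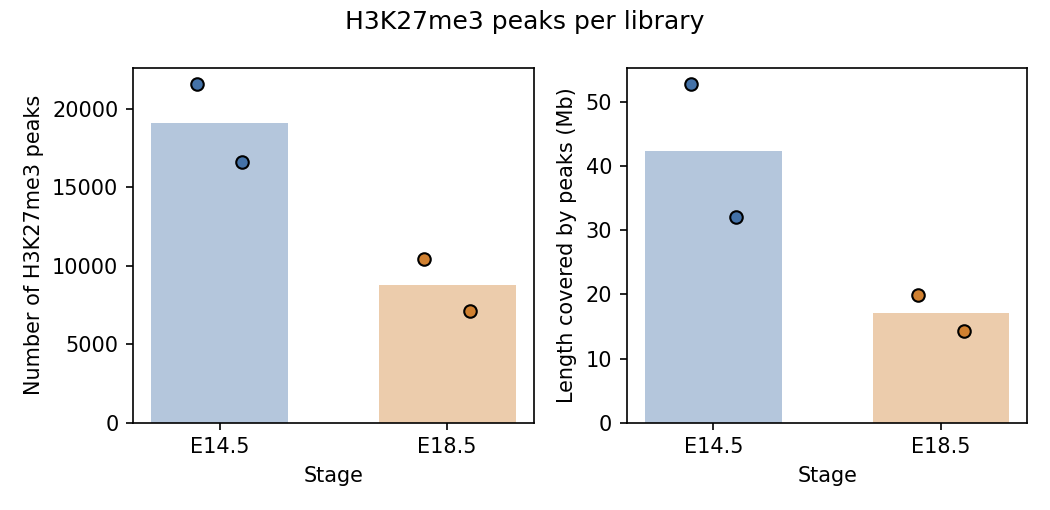
Number of H3K27me3 peaks and length covered by peaks in Mb, by stage. Each point is 1 library and each bar the mean of the 2 libraries of a stage. The E18.5 points, with at most 10429 peaks and 20.0 Mb, lie below the E14.5 points, with at least 16574 peaks and 32.1 Mb.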

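By the rule of a peak in each replicate near a start site, 6441 of 55536 annotated genes were marked at E14.5 and 3945 at E18.5. Of these, 3871 genes were marked at both stages, 2570 at E14.5 only and 74 at E18.5 only. Thus 98.1% of the genes marked at E18.5 were also marked at E14.5, and 60.1% of the genes marked at E14.5 were also marked at E18.5. Among the 22028 protein-coding genes, the counts were 2645 at both stages, 1625 at E14.5 only and 38 at E18.5 only, and the first share was 98.6%.
Single libraries marked 8449 and 6930 genes at E14.5 and 4999 and 4176 genes at E18.5. For each pair of an E14.5 and an E18.5 library, the share of E18.5 genes also marked at E14.5 was between 94.2% and 98.0%. The counts at one stage only moved with single libraries. Without E14.5 replicate 2, 4548 genes were marked at E14.5 only and 44 at E18.5 only. The genes marked at E18.5 only numbered 156 without E18.5 replicate 1 and 322 without E18.5 replicate 2. The other 2 ways of pairing the 4 libraries, which mix the stages, gave 981 against 167 genes and 223 against 836 genes marked in a single pair.
Intervals called in both replicates of a stage numbered 13505 (28.3 Mb) at E14.5 and 5978 (12.4 Mb) at E18.5. Of the E18.5 intervals, 91.8% overlapped an E14.5 interval by at least 1 bp. Random placement of the E18.5 intervals on the same chromosomes gave 2.19% ± 0.195 (SD over 100 placements). These shares depend on the length of the lists. When each library was reduced to as many top peaks by q-value as the shortest list holds, 94.1% of the E18.5 genes were marked at E14.5, with 1002 genes at E14.5 only and 220 at E18.5 only. These top peaks are wider at E14.5, so that the lists still cover 34.0 and 23.8 Mb at E14.5 against 17.7 and 14.3 Mb at E18.5, and an excess at E14.5 is in part built in. From the overlap of the gene sets (Fig 3D), the paper reasons that genes lost the mark between the stages and that repression did not shift from one group of genes to another.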

We next utilized DiffBind to identify the significant changes between E14.5 and E18.5 H3K27me3 peaks in DFs, which resulted in 4699 significant peaks that decreased from E14.5 to E18.5 and only 29 peaks that increased (Fig 3E). 

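DiffBind counts reads in peaks and could not be repeated on lists without reads, so the presence of peaks was compared instead. Among the merged regions, 4266 had a peak in all 4 libraries, 3964 had a peak in both E14.5 libraries and neither E18.5 library, and 139 had a peak in both E18.5 libraries and neither E14.5 library. A peak in a single library was found in 10074 regions for E14.5 replicate 1, 2999 for E14.5 replicate 2, 932 for E18.5 replicate 1 and 284 for E18.5 replicate 2. Pairing replicate 1 of both stages against replicate 2 of both stages gave 608 and 38 regions present in a single pair, and the remaining way of pairing the libraries gave 155 and 97. Requiring a peak in a single E14.5 library raised the regions present at E14.5 only to 8966 without replicate 1 and to 14158 without replicate 2. The regions present at E18.5 only numbered 303 without E14.5 replicate 1, 452 without E18.5 replicate 1 and 1083 without E18.5 replicate 2. With lists of an equal number of top peaks, which still cover more of the genome at E14.5, 718 regions were present at E14.5 only and 351 at E18.5 only.
The regions without an E18.5 peak were shorter and ranked lower in the E14.5 lists. Their median length was 1705 bp, against 5168 bp for regions with a peak in all 4 libraries. The 10384 regions with a peak in both E14.5 libraries were ranked by the authors' fold enrichment within each E14.5 list. No E18.5 peak was found for 73.3% of the regions in the lowest decile and 0.0962% in the highest. Any overlapping E18.5 peak counts, however short, so wide domains are scored as kept even where part of them is no longer covered. Among the regions present at E14.5 only, the 5 with the highest mean rank lay on chromosome X from 120206199 to 120206456, on chromosome 11 from 101077617 to 101080860, on chromosome 6 from 115358994 to 115363785, on chromosome 12 from 40170363 to 40170621 and on chromosome 14 from 44249584 to 44249877 (GRCm38). The second overlaps Hsd17b1 and Naglu, with start sites of Hsd17b1 and Coasy within 3000 bp, and the third covers a start site of Pparg. The fifth lies in the predicted gene Gm32857, and the first and the fourth overlap no annotated gene. In the fourth, 50% of the 100 bp pieces of its sequence matched 1 place in the genome, so reads there can come from another copy.

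**Figure D2:**
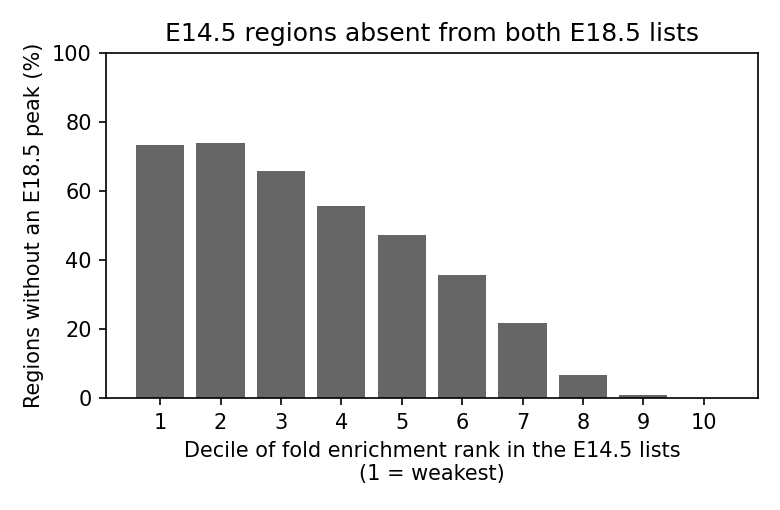
Share of regions (%) without a peak in either E18.5 library (vertical axis) by decile of the mean fold enrichment rank in the 2 E14.5 lists (horizontal axis, 1 is the weakest). The share is 73.3% in decile 1, 74.0% in decile 2, 35.8% in decile 6 and 0.0962% in decile 10.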

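Gene Ontology terms were not used here, so 14 gene families were fixed by gene symbol before the data were examined, and each was tested for the share of its genes that lost the mark. Of the genes with a peak near a start site in both E14.5 libraries, 1615 (25.1%) had none in either E18.5 library. By Fisher's exact test across genes, two-sided, with Benjamini-Hochberg adjustment over the 14 families, 4 families differed from the other marked genes. By this exact test, fewer genes lost the mark among potassium channels (5 of 71, adjusted p = 0.0021), Fox genes (0 of 29, adjusted p = 0.00244) and Sox genes (0 of 17, adjusted p = 0.0367). More lost it among protocadherins (9 of 15, adjusted p = 0.0198 by the exact test), some of which lie next to one another and share peaks. Genes are not independent replicates, and these tests describe the 4 libraries. Families fixed by symbol can include noncoding genes. With protein-coding genes only, 3 of these families still had an adjusted p below 0.05 by the exact test. Sox genes did not (0 of 14, adjusted p = 0.180 by the exact test).
None of the other 10 families passed the threshold of 0.05 after adjustment. Among them, 1 of 16 Wnt ligands lost the mark (Wnt9a), 3 of 5 Frizzled receptors (Fzd3, Fzd4 and Fzd8), 8 of 42 Hox genes, 3 of 12 Tbx genes (Tbx15, Tbx18 and Tbx22), 5 of 17 Fgf genes, 4 of 11 keratins, 11 of 37 Zfp zinc fingers, 1 of 6 neurogenic bHLH genes (Neurod6), and 0 of 10 Pax genes and 0 of 7 Bmp genes. The families differed in the strength of their peaks at E14.5. The median Fox gene stood at the 99.0 percentile of fold enrichment, against 84.8 for all marked genes, and genes of the same rank as the 29 Fox genes would lose 0.683 on average. With as many top peaks per library as the shortest list holds, none of the 14 families passed the threshold, and 2 had an unadjusted p below it. The family test was repeated in 5 other settings, of which the autosomal and the equal-number setting were chosen after seeing the data. By the exact test, the adjusted p ranged from 3.64e-07 to 0.209 for potassium channels and from 6.43e-04 to 0.575 for Fox genes, each past the threshold in 4 of the 5. It ranged from 0.0119 to 0.575 for Sox genes, past the threshold in 1 of the 5 by the exact test, and from 0.0133 to 0.212 for protocadherins, past it in 2. Of the other families, Pax genes passed it in 1 setting, with an adjusted p of 0.0271 by the exact test when a gene counted as lost unless both E18.5 libraries had a peak.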

To investigate their functions, Gene Ontology analysis of genes associated with the significantly derepressed peaks from E14.5 revealed the biological processes associated with skin differentiation and development such as multicellular organism development, cell differentiation, neuron differentiation, Canonical Wnt signaling pathway, hair follicle development, and glucose homeostasis (Fig 3F). 

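At Sox18 (chromosome 2 from 181669836 to 181671640, minus strand, GRCm38), every library had a peak over the start site. The peaks were 8051 and 6468 bp wide at E14.5 and 4290 and 3279 bp wide at E18.5. Within their lists, they ranked at the 96.6 and 94.4 percentile of fold enrichment at E14.5 and at the 82.6 and 82.4 percentile at E18.5. At Alpl (chromosome 4 from 137741733 to 137796384, minus strand), every library had a peak within 3000 bp of the upstream start site. Its width was 4083 and 4301 bp at E14.5 and 1939 and 432 bp at E18.5, and its percentile of fold enrichment was 92.1 and 86.3 at E14.5 and 87.8 and 94.1 at E18.5. E14.5 replicate 1 had a further peak of 559 bp inside Alpl.
Cebpa and Pparg had no peak within 3000 bp of a start site in either E18.5 list. At Cebpa (chromosome 7 from 35119293 to 35121928, plus strand), each E14.5 library had a peak on either side of the start of the gene. These peaks were 3908 and 2957 bp wide in replicate 1 and 2223 and 1245 bp wide in replicate 2, and the stronger stood at the 86.7 percentile in replicate 1 and the 84.6 percentile in replicate 2. At Pparg (chromosome 6 from 115360951 to 115490399, plus strand), replicate 1 had a peak of 4792 bp over the start of the gene, at the 90.0 percentile. Replicate 2 had peaks of 781 and 2329 bp on either side of it, the stronger at the 96.7 percentile. The absence of a peak means that the signal did not pass the threshold of that list, not that the mark was absent. For all 4 genes, the length covered within 3000 bp of the start sites was shorter in both E18.5 libraries than in both E14.5 libraries.

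**Figure D3:**
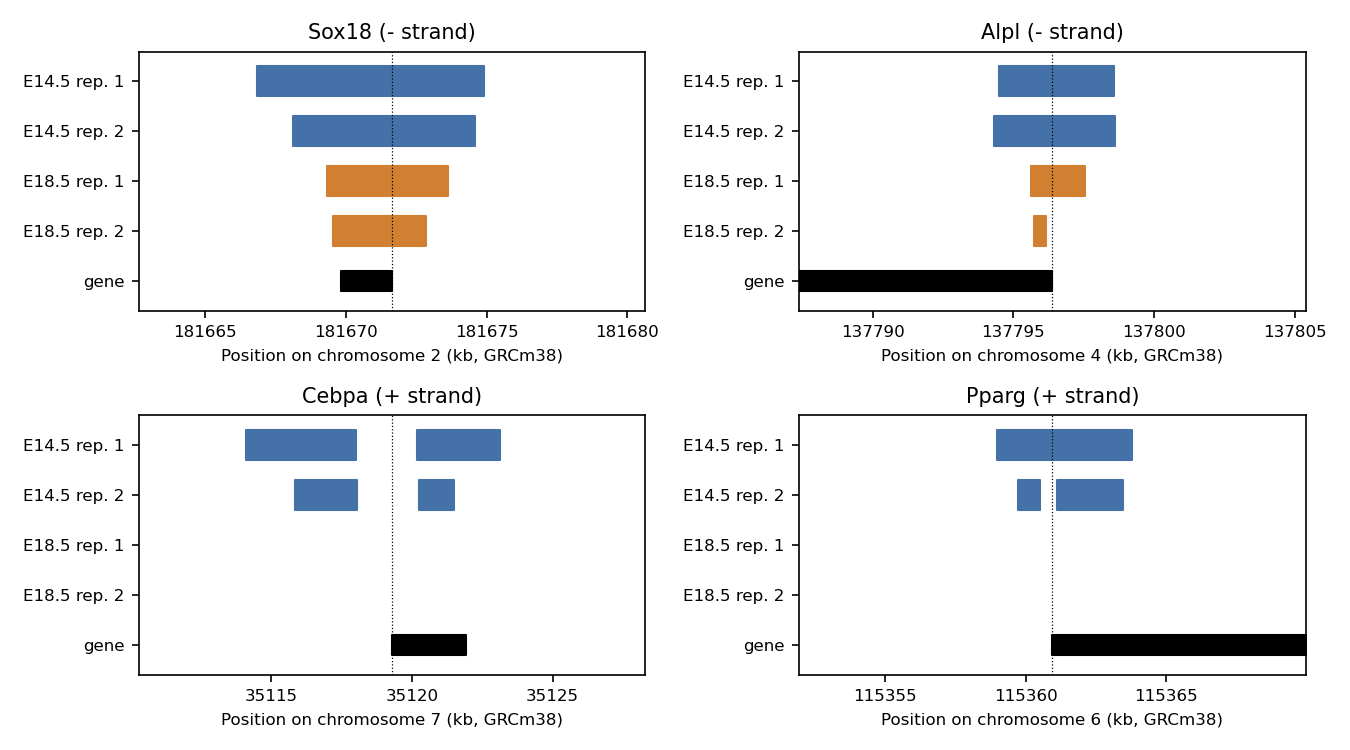
Peaks of the 4 libraries around the start sites of Sox18, Alpl, Cebpa and Pparg. The horizontal axis is the position in kb on GRCm38, each coloured bar is a peak (blue for E14.5, orange for E18.5), the black bar is the annotated gene and the dotted line its start. Sox18 and Alpl have a narrower peak at E18.5, such as 432 bp at Alpl in replicate 2, and Cebpa and Pparg have none.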

Within this list, we specifically found genes that played important roles in the establishment and differentiation of dermal niches such as Sox18 and Alpl for Dermal Papilla and Cebpa and Pparg for Preadipocytes (Fig 3G). 

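The other 19 genes that the paper shows in tracks, accessibility plots or modifier panels were examined in the same way. Of these, 7 had a peak near a start site in all 4 libraries, namely Stmn2, Runx3, Lamc3, Rspo1, Eya2, Hes5 and Zfp423. Fgf10 and Retn had one in both E14.5 libraries and neither E18.5 library. At Fgf10 the peaks covered 439 and 1128 bp of the windows around the start sites and stood at the 30.5 and 62.9 percentile of fold enrichment in the E14.5 lists. At Retn they covered 290 and 728 bp and stood at the 65.2 and 41.9 percentile. Med1 had a peak in E14.5 replicate 2 only and Ezh1 in E14.5 replicate 1 only. The remaining 8 genes, Fabp4, Adipoq, Cd36, Ebf1, Tcf7l2, Ezh2, Kdm6a and Kdm6b, had no peak near a start site in any library. Among the 7 genes marked throughout, the covered length was shorter in both E18.5 libraries than in both E14.5 libraries except at Eya2, where it was 7762 and 4579 bp at E14.5 and 5030 and 4772 bp at E18.5. At Stmn2 it was 3683 and 3405 bp at E14.5 and 2104 and 1173 bp at E18.5, and at Hes5 it was 5576 and 5554 bp at E14.5 and 5267 and 5331 bp at E18.5.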

Overall, our data revealed that the changes in chromatin landscapes in DFPs between E14 and E18 coincided with the demethylase of H3K27me3 markers within genes required for DFP differentiation. Furthermore, we also found an active, high level of expression for the H3K27me3 specific demethylase—Kdm6b/Jmjd3—in both E14 and E18 fibroblasts (Fig EV2E).

**Figure 3:**
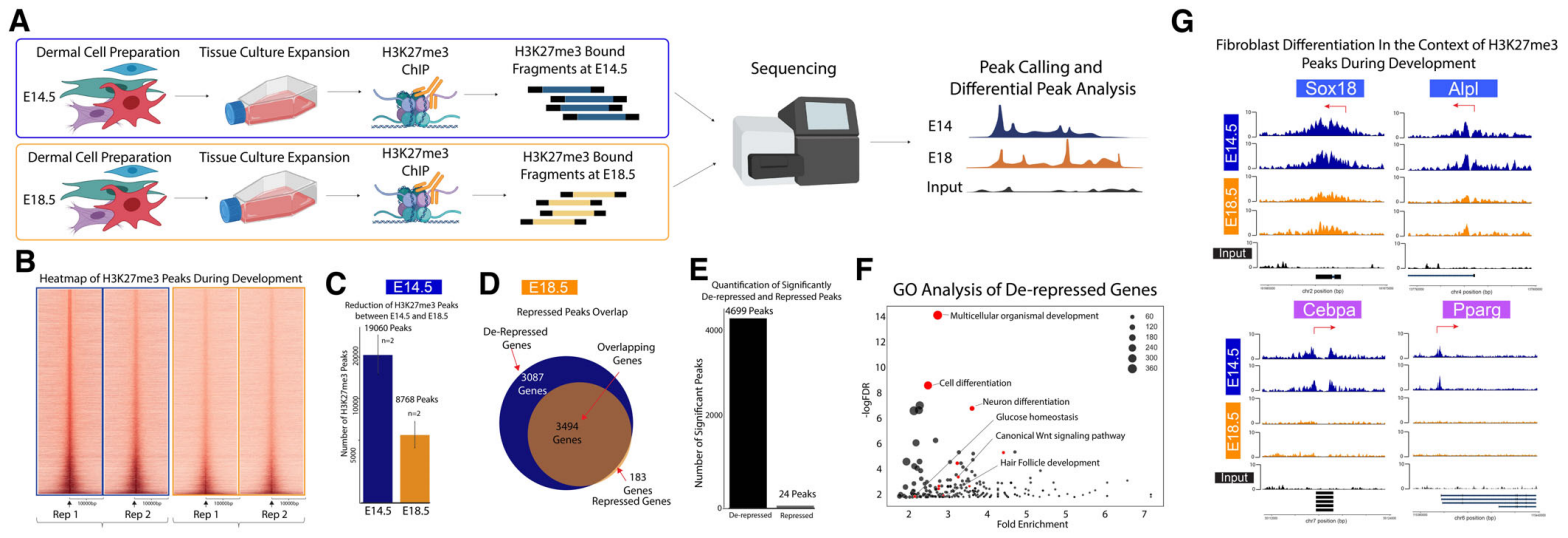
Differentiation of DFPs during embryonic development is coupled with demethylation of H3K27me3 Experimental design of H3K27me3 ChIP‐seq comparing E14.5 and E18.5 Fibroblasts.Heatmaps of H3K27me23 Peaks comparing E14.5 and E18.5 Fibroblasts.Quantification showing the decrease in H3K27me3 peaks (19,060 peaks at E14.5 and 8,768 peaks at E18.5, *n* = 2).Venn diagram revealing the distribution of genes associated with H3K27me3 peaks changes between fibroblasts from E14.5 to E18.5.Quantification of significantly differentiate H3K27me3 binding between E14.5 and E18.5 fibroblasts (4,699 peaks at E14.5 and 24 peaks at E18.5).GO Analysis of Significantly De‐repressed Genes revealed important Fibroblast differentiation processes.Track plot of important de‐repressed genes associated with fibroblast differentiation (Sox18 and Alpl for Dermal Papilla, Cebpa and Pparg for Preadipocyte). Source data are available online for this figure.

### Genetic ablation of histone demethylase Kdm6b/Jmjd3 inhibits DFP differentiation

Previous studies have identified the roles of Ezh2 and PRC2 complex in controlling epidermal differentiation by adding the H3K27me3 marker at specific genes to maintain the stemness of the progenitor cells. In contrast, the H3K27me3 demethylase Kdm6b/Jmjd3 has also been shown to be critical in epidermal stem cell differentiation, where ablation of Jmjd3 leads to inhibited differentiation of this cell type (Sen *et al*, 2008; Ezhkova *et al*, 2009). Based on the significant decrease in H3K27me3 markers of DFPs from E14 to E18, we hypothesize that Kdm6b/Jmjd3 demethylase activity is required for the differentiation of dermal fibroblasts. To test the role of Kdm6b/Jmdj3 in dermal differentiation, we generated a transgenic dermal‐specific knockout of Jmjd3 mouse model driven by activation of Dermo1 in dermal fibroblasts (Fig 4A). The Dermo1Cre‐Kdm6b^fl/fl^ (Kdm6b‐cKO) mice are neonatally lethal. Consequently, we focused our studies on the changes that occur between E14.5 and E18.5. Histological analysis of E14.5 skin showed similar stages of skin development between Kdm6b‐cKO skin and the WT control where a thin layer of the dermis was found in conjunction with the formation of dermal condensates (Fig 4B). However, at E18.5, we observed drastic changes as Kdm6b‐cKO skin appeared to be underdeveloped with smaller hair follicles and significantly thinner dermal layers (Fig 4C and D). We also found that the development of one differentiated cell type—Dermal Papilla—was also inhibited, with fewer Dermal Papilla per hair follicle (Fig 4E). Flow cytometry staining for CD133/Prom1, a surface marker of Dermal Papilla, confirmed a significant 20% decrease in their number from whole dermal preparation (Fig 4F).

**Figure 4:**
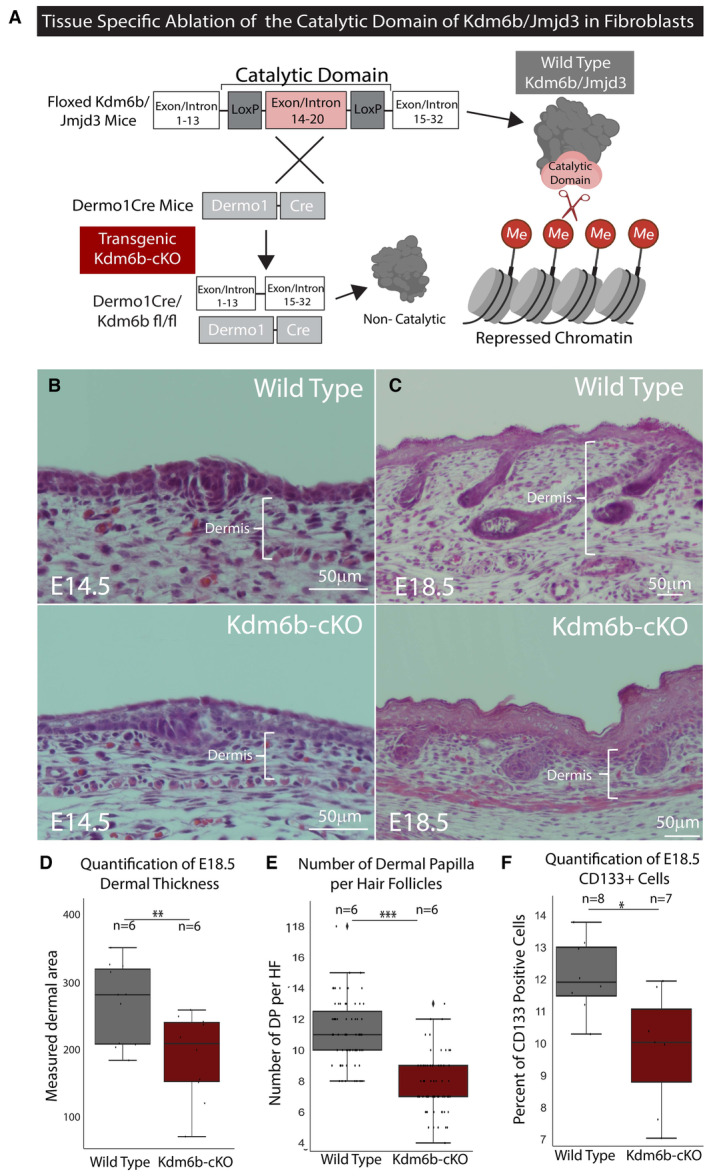
Kdm6b/Jmjd3 regulates DFP differentiation A
Transgenic approach to specifically knock‐out Jmjd3 in murine model.B, C
H&E staining for histological analysis of E14.5 and E18.5 WT and Kdm6b‐cKO skin.D
Quantification of E18.5 thickness comparing E18.5 WT and Kdm6b‐cKO skin (*P*‐value < 0.01).E
Changes in number of Dermal Papilla per Hair Follicle between WT and Kdm6b‐cKO.F
Quantification of flow cytometry comparing the percentages of CD133 positive cells between E18.5 WT and Kdm6b‐cKO dermal prep. Source data are available online for this figure.

To extensively characterize the changes induced by Jmjd3 ablation, we performed a scRNA‐seq experiment comparing the E18.5 dermis of Kdm6b‐cKO mice to the littermate genetic control (Fig 5A). After preprocessing and filtering steps, 12,947 fibroblasts were retrieved for downstream analysis (Fig 5B). PAGA embedding of single‐cell clusters was performed to visualize the trajectory and continuous transition among different fibroblast cell types. In addition, we performed cluster classification as in Fig 1D–F (Figs 5B and EV3A–C). Interestingly, we did not observe a significant change in the number of Dermal Papilla between WT (Kdm6b^fl/fl^) and Kdm6b‐cKO. Instead, we found that there was a dramatic reduction in number of preadipocytes detected in Kdm6b‐cKO skin compared to the WT control (1,081 in WT, 238 in Kdm6b‐cKO), along with a large decrease in the number of lymphatic vasculatures (Figs 5C and D, and EV3A and B). This observation coincides with previous studies reporting the relationship between dermal fibroblasts, dermal preadipocytes, and endothelial vasculature niche (François *et al*, 2008; Tang *et al*, 2008; Gupta *et al*, 2012; Jiang *et al*, 2014; Martinez‐Corral *et al*, 2015; Pichol‐Thievend *et al*, 2018; Stone & Stainier, 2019; Oliver *et al*, 2020). We next performed a differential gene expression analysis comparing the two conditions using Diffxpy, a more optimized package for statistical testing of single‐cell data (Materials and Methods). We found that there are 472 genes downregulated in Kdm6b‐cKO fibroblasts compared to WT. GO analysis of this list revealed that the differences in gene expression were related to the formation and differentiation of the Preadipocytes population, which revealed that biological processes such as Lipid metabolic process, Brown fat cell differentiation, Fatty acid metabolic process, and White fat cell differentiation were significantly enriched (Figs 5E and EV3D–I). These differences were driven by the significant changes in the number of Preadipocytes between the two conditions, so genes such as Fabp4, Adipoq are significantly downregulated in Kdm6b‐cKO fibroblasts (Fig 5F and G). In summary, our histological and scRNA‐seq analyses revealed that the ablation of Kdm6b/Jmdj3 demethylase activity in the dermis inhibited the differentiation of DFPs to specific fibroblasts cell fates, while the transient states of Papillary and Reticular were less impacted.

**Figure 5:**
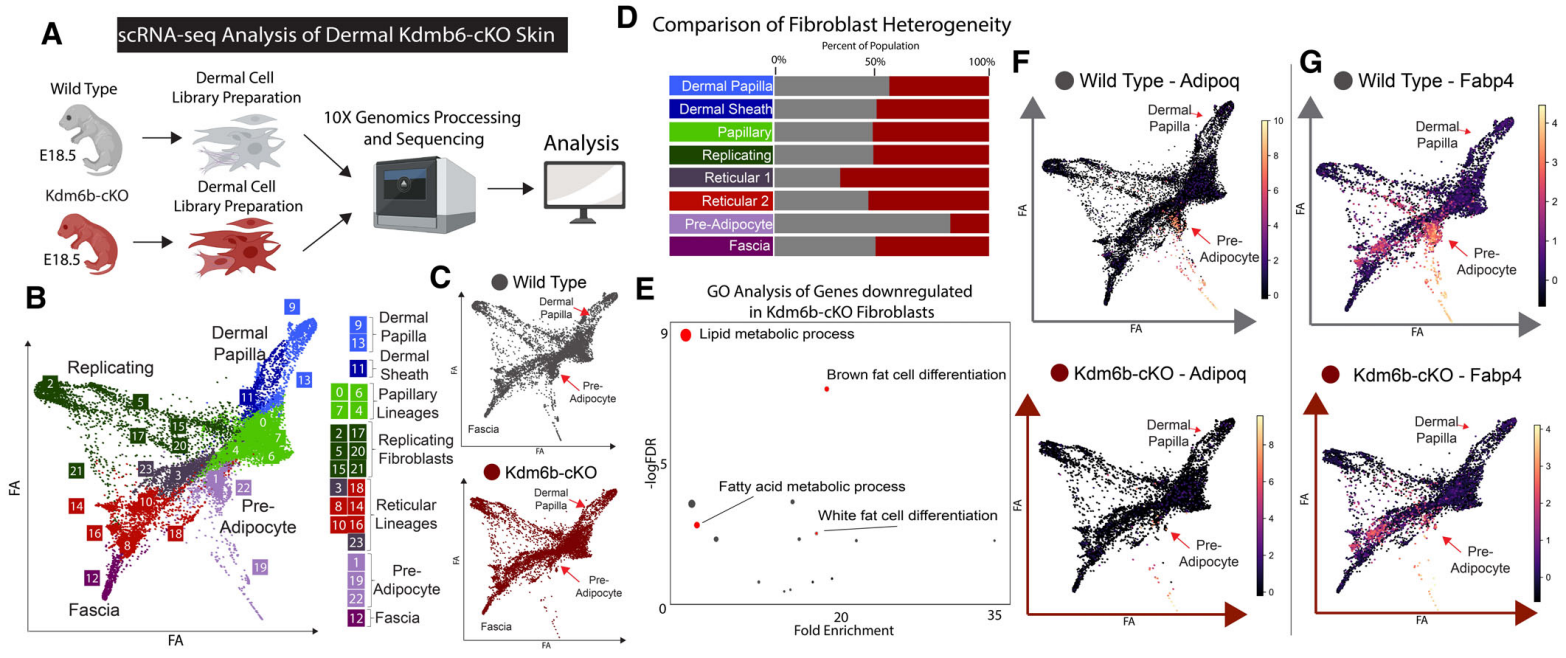
scRNA‐seq analysis of Wild Type and Kdmb6b‐cKO mouse fibroblasts A
Experimental strategy to generate single‐cell RNA‐seq data from E18.5 WT and Kdm6b‐cKO mice.B, C
PAGA embedded plots showing cell clusters of integrated E18.5 WT and Kdm6b‐cKO fibroblasts.D
Bar plots showing the contribution of each condition (WT and Kdm6b‐cKO) to each fibroblast sub‐cell types.E
GO analysis of Genes significantly downregulated in Kdm6b‐cKO fibroblasts.F, G
PAGA plots showing the expression levels of Adipogenic genes AdipoQ and Fabp4 between WT and Kdm6b‐cKO. Source data are available online for this figure.

**Figure EV3:**
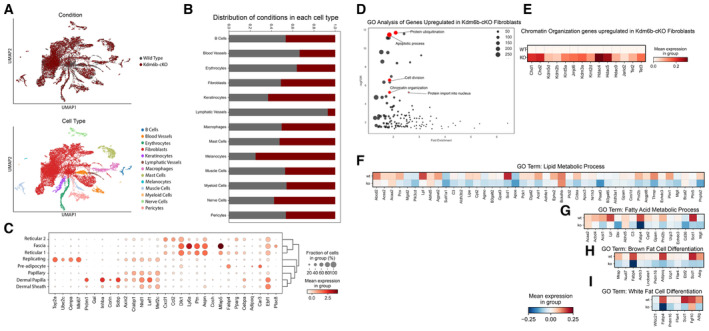
scRNA‐seq analysis of all cells in WT and Dermo1Cre‐Kdm6b^fl/fl^ skin and differential expression analysis of genes from GO Analysis of WT and Kdm6b‐cKO A
UMAP projections of WT and Dermo1Cre‐Kdm6b^fl/fl^ skin.B
Quantification of the number of cells within each cluster type based on genotype represented as a percentage in the cluster.C
Dotplot of gene utilized to identify cell clusters.D
GO analysis of differentially regulated genes comparing WT and Dermo1Cre‐Kdm6b^fl/fl^ skin.E
Gene expression of Chromatin Organization genes from GO Analysis.F–I
Differential expression of GO‐Terms genes from (F) Lipid Metabolic Process (G) Fatty Acid Metabolic Process (H) Brown Fat Cell Differentiation and (I) White Fat Cell Differentiation between WT and Kdm6b‐cKO fibroblasts.

### Kdm6b regulates the epigenetic programming of DFP differentiation into functional dermal papilla

Despite the significant impact on the development of the dermis and Dermal Papilla, scRNA‐seq data of Kdm6b‐cKO skin did not capture large changes in genes associated with dermal papilla function. We hypothesize that the dermal papilla transcriptomic profile reflects the specialized niche environment and epidermal signals, and that Kdm6b/Jmjd3 ablation will alter the intrinsic H3K27me3 epigenetic programs of Kdm6b‐cKO fibroblasts. To investigate the altered epigenetic profile, we performed H3K27me3 ChIP‐seq comparing E18.5 WT and Kdm6b‐cKO fibroblasts (Fig 6A). We found that E18.5 Kdm6b‐cKO fibroblasts have an increase in the number and level of H3K27me3 peaks (Fig 6B and C). Compared to the average of 26,228 peaks called in E18.5 WT, Kdm6b‐cKO fibroblasts had a large increase of peaks to 42,331 H3K27me3 peaks (Fig 6C). Visualizations of H3K27me3 peaks using heatmaps (Fig 6B) and coverage plots across the whole genome (Fig EV4D) highlighted the apparent increase in H3K27me3 repressive peaks of the same regions in Kdm6b‐cKO fibroblasts, since the majority of called peaks overlapped between WT and Kdm6b‐cKO (Fig EV4A). We next performed differential peaks analysis using DiffBind to identify significant changes between the two conditions, which resulted in 1916 Kdm6b‐cKO peaks compared to 29 peaks in WT fibroblasts (Fig EV4B). GO analysis of the Kdm6b‐cKO revealed significantly increased peaks for enrichment of biological processes such as Potassium ion transmembrane transport, Signal transduction, Cell differentiation, Multicellular organism development, Cell–cell signaling, and Neuron differentiation (Fig EV4C). We did not observe processes directly related to the skin, hair follicle, and dermal white adipocyte differentiation being enriched, even in the present of important genes for Dermal Papilla and Preadipocyte such as Cebpa, Hes5, Rspo1, and Eya2 (Fig 6E; Sennett *et al*, 2015; Mok *et al*, 2019). When comparing with the transcriptomic changes induced by Kdm6b ablation, we found an overlap of 38 genes between genes downregulated in Kdm6b‐cKO scRNA‐seq and increase in ChIP‐seq data, with many of them have been shown to be important in the development of Dermal Papilla (Fig EV4E). Our results confirmed that genes associated with dermal papilla function are regulated by Kdm6b/Jmjd3 demethylase at the epigenetic level, while other epigenetic modulators could compensate for Jmdj3 function.

**Figure 6:**
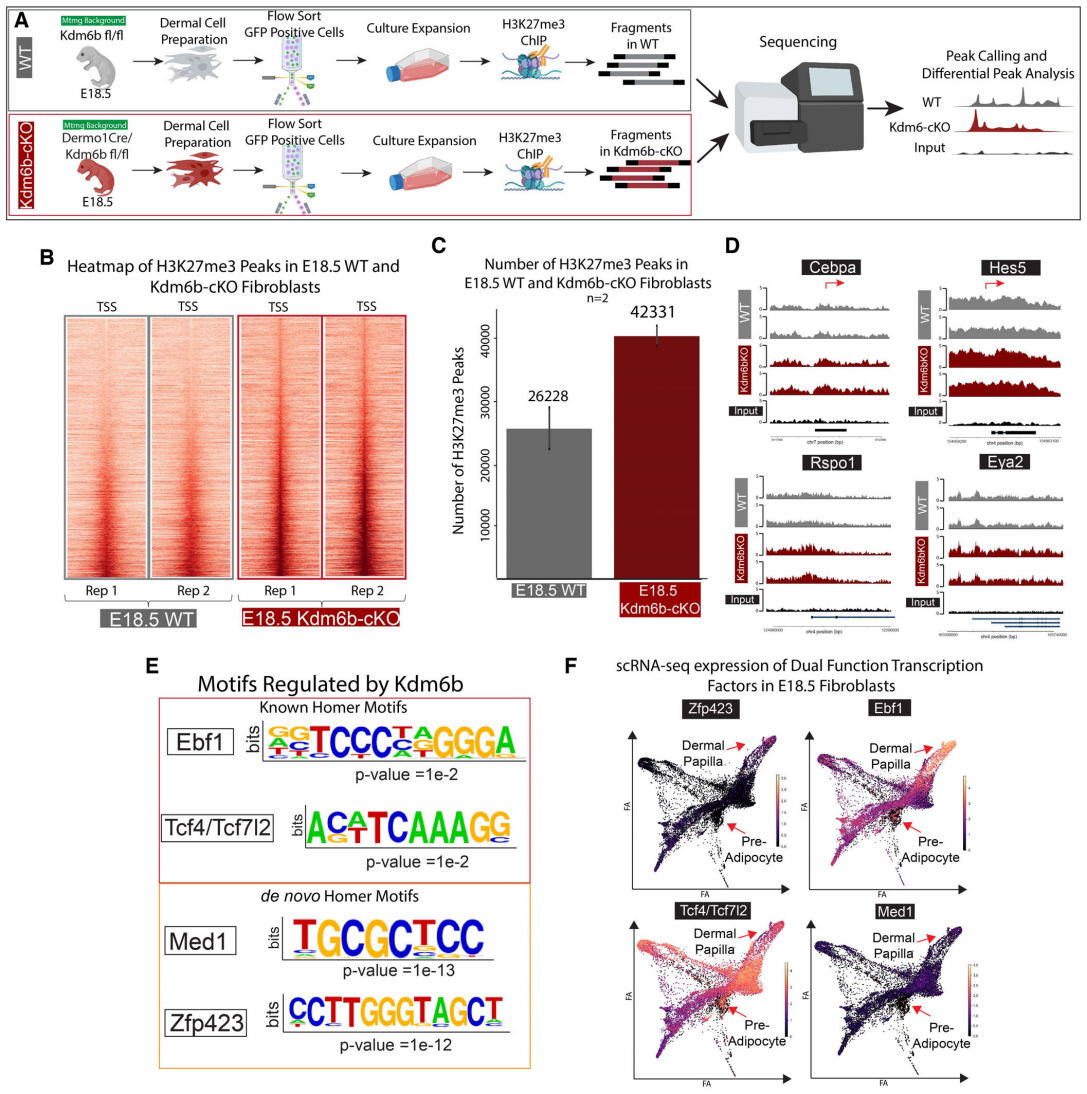
Kdm6b regulates epigenetic de‐repression of dual‐function Adipogenic and Dermal Papilla transcription factors Experimental design for H3K27me3 ChIP‐seq comparing E18.5 WT and Kdm6b‐cKO.Heatmaps depicting the changes in H3K27me3 peaks in Kdm6b‐cKO fibroblasts.Bar plots showing the number of H3K27me3 peaks called in E18.5 WT and Kdm6b‐cKO Fibroblasts.Track plots of relevant transcription factors loci for Dermal Papilla and Preadipocyte lineage commitment (Cebpa, Rspo1, Eya2, and Hes5).Homer motif analysis of significantly repressed peaks in Kdm6b‐cKO fibroblasts.scRNA‐seq expression levels of Motifs regulated by Kdm6b activity. Source data are available online for this figure.

**Figure EV4:**
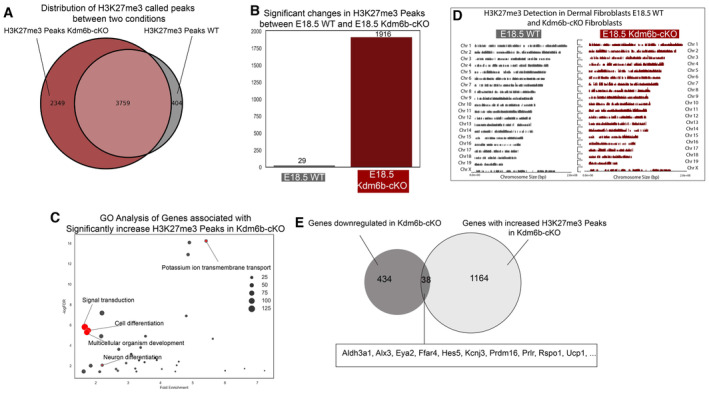
Integrative analysis of H3K27‐me3 peaks between WT and Dermo1Cre‐Kdm6b^fl/fl^ fibroblasts with integrated motif analysis in scATAC data and scRNA‐seq data Venn diagram comparing H3K27me3 peaks between WT and Dermo1Cre‐Kdm6b^fl/fl^ fibroblasts.Quantitation of significantly called peaks from WT and Dermo1Cre‐Kdm6b^fl/fl^ fibroblasts.GO Analysis of peaks significantly increased in Dermo1Cre‐Kdm6b^fl/fl^ fibroblastsCoverage plots highlighting the increase in H3K27me3 peaks in Kdm6b‐cKO.Venn diagram comparing downregulated genes in scRNA‐seq analysis and peaks in ChIPseq analysis.

To assess the role of epigenetic regulation in Dermal Papilla functions, we hypothesized that the ablation of Kdm6b/Jmjd3 in DFPs will lead to inaccessibility of transcription factor binding sites that regulate fibroblast lineage functions. To address this hypothesis, we utilized the motif finder Homer to screen for binding motif enrichment in the significant peaks regulated by Kdm6b (Fig 6F; Heinz *et al*, 2010). The known Homer motifs revealed an enrichment of Ebf1, Tcf4/Tcf7l2‐binding motifs in peaks that were increased in Kdm6b‐cKO fibroblasts, while the *de novo* Homer motifs detected the significant enrichment of dermal adipocyte differentiation transcription factors Med1 and Zfp423 (Fig 6F; Gupta *et al*, 2010, 2012; Harms *et al*, 2015; Shao *et al*, 2016; Biferali *et al*, 2021). Interestingly, the expression of these transcription factors was not specific to just Dermal Papilla or Preadipocyte, but these were expressed throughout fibroblasts populations (Fig 6G). This result suggested that they might have distinct roles in both Adipogenesis and Dermal Papilla functions.

Since Kdm6b‐cKO mice are neonatally lethal, we performed a chamber grafting assay to evaluate the postnatal potential of the mutant dermis to forming functional dermal papilla that support hair reformation. In order to confirm the contribution of mutant dermis within the grafting assay, we generated a triple transgenic mouse line that harbors the dermal‐specific Kdm6b deletion with the mTmG mouse line (Fig 7A). Wild‐type cell dermal populations were tracked utilizing the mTmG mouse line. Our analysis of the chamber grafting experiment after 28 days post surgery revealed that hair follicle reformation was robust when wild‐type E18.5 dermis was used to seed the dermal component of the graft (Fig 7B and D). However, when E18.5 Kdm6b‐cKO dermis was used to seed the chamber grafts (Fig 7C and D) hair follicle reformation was almost ablated despite significant contribution to the graft (Fig 7E and F). Overall, we concluded that DFPs differentiation into distinct cell fates and lineages was programmed by the establishment of unique open chromatin profiles, which is mediated by Kdm6b demethylase activity removing H3K27me3 markers as specific, functional genes loci.

**Figure 7:**
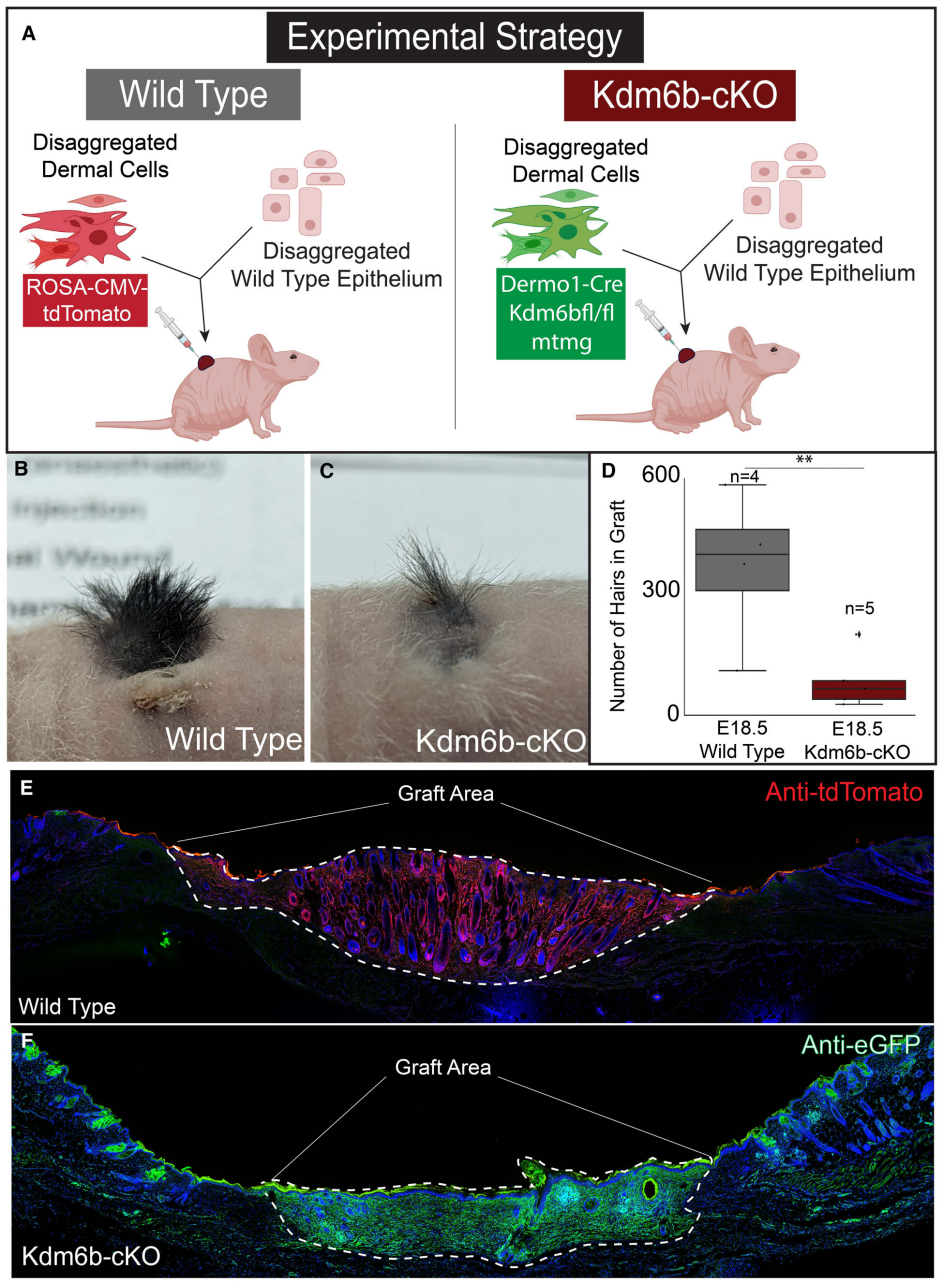
Kdm6b regulates DFP differentiation into fully functional Dermal Papilla A
Experimental strategy for skin reconstitution assay (chamber grafting assay) to analyze the hair forming potential of E18.5 Fibroblast of WT and Kdm6ab‐cKO dermis.B, C
Images of hair follicle formations within grafted area comparing WT and Kdm6b‐cKO Fibroblasts.D
Quantification of hair follicles reformed in chamber grafting assays.E, F
Immunofluorescence analysis of WT and Kdm6b‐cKO grafted area to verify contribution to skin reconstitution. Source data are available online for this figure.

## Discussion

### Defining the epigenetic state of a dermal fibroblast

Recent studies have demonstrated that stem cells require extensive chromatin accessibility priming prior to lineage commitment (Buenrostro *et al*, 2018; Ranzoni *et al*, 2021). The accessible chromatin profiles of dermal fibroblasts and other cell types could reflect their potential to differentiate into a terminal fate (Li *et al*, 2017; Adam *et al*, 2018; Ma *et al*, 2020; Kim *et al*, 2022; Thompson *et al*, 2022). Here, we discovered that DFPs possess inaccessible chromatin profiles at differentiation specific genes required for lineage commitment. The inaccessible and unprogrammed chromatin profiles of E14.5 DFPs compared to the differentiating fibroblasts helped explain the inability of E14.5 dermis to support HF reformation in the chamber grafting assay (Figs 1 and 2D). Moreover, our scATAC‐seq data confirmed the bifurcation of distinct fibroblast lineages during embryonic development (Sorrell & Caplan, 2004; Driskell *et al*, 2013). We found that Upper DFPs possessed the most stem‐like chromatin profiles with the least number of accessible peaks. Papillary and Dermal Papilla are closely associated with each other, where significant differential peak analysis and integration with RNA velocity driver genes showed the large overlapping regions between them (Figs 2F and EV1D). In addition, our integrative RNA velocity and scATAC‐seq analysis revealed a stepwise arrangement of accessible chromatin for DFP differentiation, where Dermal Papilla possess the most unique chromatin architecture, but genes specific for Papillary fibroblasts also remain accessible in the Dermal Papilla (Fig 2F). This result confirmed our previous finding of fibroblasts states and fates, with the Dermal Papilla and Preadipocytes being two defined terminal fates for DFP differentiation (Thompson *et al*, 2022).

Our investigation of the regulation of chromatin architecture by epigenetic histone modifications revealed that DFP differentiation occurs through specific derepression of chromatin to support fibroblast lineage function. We found that DFPs required a significant decrease in H3K27me3 levels in genes associated with differentiating fibroblasts functions such as Sox18, Alpl, Cebpa, and Pparg. Notably, during the differentiation process, we only observed a small increase in H3K27me3 markers (24 peaks) (Fig 3B–F). 

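The regions with a peak in both E18.5 libraries and neither E14.5 library had a median length of 1295 bp. Of these regions, 25.2% lay within 3000 bp of a start site, against 39.5% of the regions present at E14.5 only and 72.0% of those with a peak in all 4 libraries. On chromosome 5 there were 61, or 43.9% of the total, although this chromosome makes up 5.57% of the assembled chromosomes. Within it, 56 lay between positions 14902799 and 17468961 (GRCm38), a stretch of 2.57 Mb with 5 genes of the Speer family, where the E14.5 lists had 8 and 4 peaks and the E18.5 lists 101 and 69. Part of the sequence there is repeated in the reference genome. Of the 100 bp pieces of the chromosome 5 regions, 45.2% matched 1 place in the genome, against 94.0% for the regions gained on other autosomes.
The 5 regions with the highest mean rank of fold enrichment in the E18.5 lists included 2 on chromosome 5, from 15653198 to 15653553 (in the predicted genes 4930572O03Rik and Gm21847) and from 15051630 to 15052611, and 2 on chromosome Y, from 21198590 to 21198825 and from 37910752 to 37910979. The other lies on chromosome 1 from 35530645 to 35531627. None of the 5 lies within 3000 bp of an annotated start site. All pieces of the chromosome 1 region (100%) matched 1 place, compared with 44.4% for the second chromosome 5 region and 0% for the remaining 3.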

Our result suggested that the opening of chromatin accessibility profiles is correlated with the demethylation of H3K27me3 from E14.5 and during fibroblast lineage commitment. This finding confirms the epigenetic regulation of stem cell differentiation where the PRC2 complex is needed to tri‐methylate H3K27 and repress genes required for cellular differentiation (Boyer *et al*, 2006; Lee *et al*, 2006; Ezhkova *et al*, 2009; Wang *et al*, 2010; Thulabandu *et al*, 2018). Our model suggests that after Ezh2 establishes an epigenetic profile of early dermal fibroblast progenitors that requires Kdm6b/Jmjd3 activity to initiate chromatin derepression at differentiation genes.

### Mechanisms regulating adipogenesis and dermal papilla lineage commitment

Lineage tracing and single‐cell studies have demonstrated the importance of fibroblast lineages commitment of DFPs in skin development and homeostasis (Driskell & Watt, 2015; Griffin *et al*, 2020; Plikus *et al*, 2021). Genetic ablation of Jmdj3/Kmd6b in dermal fibroblasts revealed an inhibition of DFPs to differentiate into terminal fates such as functional Dermal Papilla and Adipocytes. Interestingly, the fibroblast states of papillary and reticular lineages appeared to be unaffected. We found that even though hair follicle morphogenesis was initiated and that Dermal Papilla were observed, Kdm6b‐cKO hair follicles appeared stunted and underdeveloped (Fig 4C). Our single‐cell RNA‐seq experiment comparing WT and Kdm6b‐cKO skin revealed a major decrease of Preadipocytes in Kdm6b‐cKObut not Dermal Papilla (Fig 4I). It is possible that the existence of other epigenetic regulators and histone marks such as bivalency with H3K4me3, or the acetylation of H3K27me3, may regulate the formation but not the function of Dermal Papilla. Our scRNA‐seq comparing WT and Kdm6b‐cKO skin also detected the significant upregulation of Chromatin Modification GO process, indicating a compensation mechanism to remodel and program the chromatin profile bypassing H3K27me3 demethylation (Fig EV4D and E). Our H3K27me3 ChIP‐seq evaluating E18.5 WT and Kdm6b‐cKOfibroblasts validated the ablation of Kdm6b/Jmdj3 which led to the increase in H3K27me3 levels across the genome. Motif analysis of significantly increased H3K27me3 peaks in Kdm6b‐cKOfibroblasts revealed an array of transcription factors that might possess dual‐functions. These transcription factors such as Ebf1, Zfp423, Tcf7l2 are not distinctly expressed across fibroblast lineages, even though they have been shown to play important roles in adipogenesis and Dermal Papilla function (Fig EV5A–D; Gupta *et al*, 2010; Festa *et al*, 2011; Lien *et al*, 2014). After the integration of scATAC‐seq data with our ChIPseq data, we discovered that these transcription factors might regulate different sets of downstream genes in different cell types (Fig EV5B). Overall, our data suggested that the chromatin accessibility profiles can dictate the potential of fibroblast commitment to the terminal fates, and that Kdm6b/Jmdj3 demethylation regulates this process. The differential activity of Kdm6b/Jmjd3 in diverse fibroblast lineages acts as a mechanism to regulate the dual‐function of non‐unique transcription factors. Finally, we have also reconstructed a high‐resolution molecular blueprint of dermal fibroblast differentiation processes across multiple modalities including transcriptomic, accessible chromatin profiles, and epigenetic markers to define DFPs and distinct fibroblast fates, freely accessible at our webtool.

**Figure EV5:**
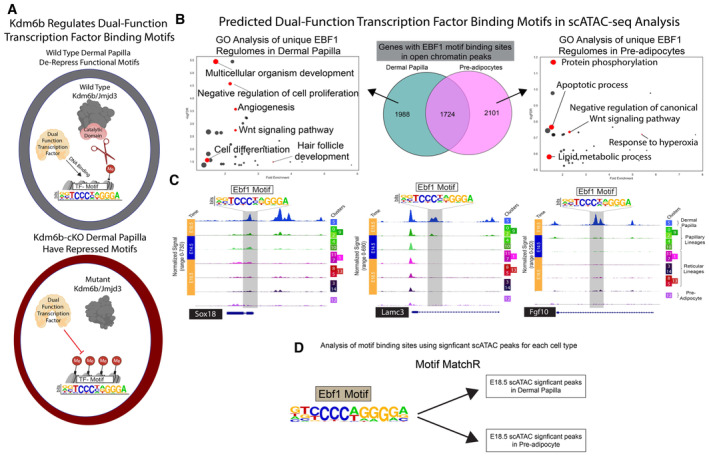
Kdm6b regulates dual function transcription factor bindings sites Model for Dual‐Function Transcription Factor regulation of Dermal Papilla activity regulated by Kdm6b/Jmjd3 de‐repression.Dual‐Function Transcription Factor, Ebf1, binding activities represented by a GO‐analysis of Ebf1 motifs in scATAC‐seq peaks from Dermal Papilla and Preadipocytes fibroblast populations.scATAC‐seq track‐plot of Dermal Papilla genes, Sox18, Lamc3, and Fgf10. Predicted Ebf1 motifs are highlighted in a gray box on top of the peak that is predicted to have the motif.Motif analysis of scATAC peaks for GO analysis.

### scATAC‐seq provides insights into the regulation of progenitor cell differentiation and adult tissue homeostasis

Recent studies have characterized the single‐cell chromatin profiles of fibroblasts in murine skin wound healing. In regular scarring wounds, Foster *et al* (2021) found different populations of fibroblasts with distinct putative roles (Foster *et al*, 2021). While comparing large WIHN and small scarring wounds, another study defined the distinct chromatin landscapes of regenerative and scarring fibroblasts (Abbasi *et al*, 2020), although the competent regenerative fibroblasts might arise from the periphery regenerative fibroblasts (Phan *et al*, 2021). Biernaskie and colleagues have also discovered the inaccessible inflammatory regulome in reindeer fibroblasts which could lead to the regenerative states found in reindeer's velvet (Sinha *et al*, 2022). Altogether, these studies indicated that the dynamic cellular state of dermal fibroblasts is defined by accessible chromatin profiles, and that manipulation of distinct regulatory mechanisms to achieve a regenerative fibroblast state might hold the key to promoting scarless wound healing. Alternatively, there may not be an advantage for achieving a ‘stem‐like’ fibroblast state but to utilize and achieve optimal populations of different committed fibroblast populations that arise from their distinct lineages. Our current study provides an in‐depth analysis looking at the changes in chromatin architecture happening during embryonic development while establishing the ground state of accessible chromatin, transcriptomic, and epigenetic profiles for DFPs and differentiating fibroblasts.

In the context of aging, dermal fibroblasts have been shown to have lost their cellular identity at transcriptomic and epigenetic levels (López‐Otín *et al*, 2013; Salzer *et al*, 2018; Yang *et al*, 2023). Future studies will require the identification of the homeostatic chromatin states in different fibroblast populations to activate fibroblasts to resist the effect of chronic aging. Our molecular blueprint will provide the reference points of differentiating fibroblasts in embryogenesis and postnatal dermis to help determine the chromatin profiles of how fibroblast heterogeneity was established.

## Materials and Methods

### Reagent Tools table

**Table:** 

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
C57BL/6J (M. musculus)	Jackson Lab	RRID:IMSR_JAX:000664
Twist2‐Cre C67BL/6J (M. musculus)	Jackson Lab	B6.129X1; RRID: IMSR_JAX:008712
Kdm6bf/f (M. musculus)	Jackson Lab	B6.Cg; RRID: IMSR_JAX:029615
**Antibodies**		
Rabbit anti RFP	Rockland/ThermoFisher	600‐401‐379
Rat anti Itga6	BD Biosciences	555735
Rabbit anti H3K27me3	Active Motif	AB_2561020
Rat anti CD133	ThermoFisher	H34477
Rabbit anti Lef1	Cell Signaling	#2230
Sheep anti MKi67	R&D systems	AF7649
Goat anti Sox2	R&D systems	AF2018
Rabbit anti CEBPa	Cell Signaling	#8178
Chicken anti GFP	Rockland/ThermoFisher	600‐901‐215
**Sequencing reagents**		
Chromium Next GEM Single Cell ATAC kit v2	10× Genomics	1000406
Chromium Next GEM Single Cell 3' Kit v3.1	10× Genomics	1000269
SimpleChIP Enzymatic Chromatin IP Kit (Magnetic Beads)	Cell Signaling	9003
**Chemicals, enzymes and other reagents**		
Dispase	Corning	CB‐40235
Trypsin	Gibco	25200114
**Software**		
scanpy 1.9.1	https://scanpy.readthedocs.io/en/stable/	
scVelo 0.2.5	https://scvelo.readthedocs.io/en/stable/	
Seurat 4.1.1	https://satijalab.org/seurat/	
Signac 1.8.0	https://stuartlab.org/signac/	
Scanorama	https://github.com/brianhie/scanorama	
DiffBind 3.6.3	https://bioconductor.org/packages/release/bioc/html/DiffBind.html	
ChIPSeeker 1.32.0	https://guangchuangyu.github.io/software/ChIPseeker/	
HOMER 4.11	http://homer.ucsd.edu/homer/	
cellranger 6.0.0	https://www.10xgenomics.com/support	
cellranger‐atac 2.1.0	https://www.10xgenomics.com/support	
MACS2 2.2.7.1	https://pypi.org/project/MACS2/	
bowtie2	https://github.com/BenLangmead/bowtie2	
scikit‐learn 1.2.2	https://scikit‐learn.org/stable/	
**Other**		
Illumina NovaSeq 600	Illumina	
Illumina HiSeq 4000	Illumina	

### Methods and Protocols

#### Mouse models

All animal procedures in this study were in accordance with protocols approved by Washington State University Institutional Animal Care and Use Committee ASAF #6723, #6724, #6726. Mice were derived from C57BL/6 background. The following transgenic mouse lines were used in this study: Twist2‐Cre (RRID:MGI:3840442), Kdm6b^fl/fl^ (RRID:IMSR_JAX:029615), ROSA26^mT/mG^ (RRID:IMSR_JAX:037456).

#### Single‐cell suspension digestion

Tissues were collected from embryonic E14.5, E18.5, and P5 mice skins. Cells isolation procedure described previously was followed to obtain single‐cell suspension from tissues (Jensen *et al*, 2010).

#### Histological analysis

Tissues were collected from mice back skins. For formalin‐fixed paraffin‐embedded, tissues were fixed with 4% paraformaldehyde in 1× PBS overnight. Hematoxylin and Eosin staining were done with 5 μm‐thick sections. Colored images were taken with Nikon E600 and Nikon DS‐Fi3 camera. Horizontal wholemount preparation was done as previously published (Salz & Driskell, 2017). Immunofluorescent images were taken with Leica SP8 confocal microscope at 20× objective. Analysis and quantification of H&E images were given unique ID and scored by a blinded researcher.

#### Chamber allografting assay

This procedure was performed as previously described (Jensen *et al*, 2010). A 8 × 10^6^ WT neonatal epidermal cells were combined with 10^6^ dermal cells from different timepoints or from different transgenic lines. Combination of cells were injected into silicone chambers grafted on 6 mm circular dorsal wounds in Foxn1^−/−^ mice. Collection of grafted areas were done 28 days post‐surgery.

#### Single‐cell gene expression

Single‐cell suspensions from E14.5, E18.5, P5 were processed separately for 10× Genomics Single Cell 3’ Gene Expression (v2) PN‐120237, targeting 10,000 cells per library. Libraries were sequenced on Illumina HiSeq 4000 (100 bp Paired‐End). Fastq files were aligned to mm10 reference genome using CellRanger version 6.0.0.

Single‐cell suspensions of E18.5 WT and Kdm6b‐cKO dermal preparations were processed separately for 10× Genomics Single Cell 3’ Gene Expression kit (V3.1) PN‐1000128, targeting 10,000 cells per library (3 mice each, pooled into 1 library for each condition). Libraries were sequenced on Illumina NovaSeq6000 (100 Paired‐End). Fastq files were aligned to mm10 reference genome using CellRanger version 6.0.0. Loom files were generated from CellRanger alignment outputs via velocyto packages for RNA velocity analysis (La Manno *et al*, 2018). Analysis of scRNA‐seq data were done using Scanpy and ScVelo (Wolf *et al*, 2019; Bergen *et al*, 2020).

Low‐quality and doublet cells were filtered by larger than 5,000 genes or less than 700 genes, less than 10 percent mitochondrial genes. Data were normalized to 10,000 reads per cells, log transformed, then scaled to maximum standard deviation 10. Integration and batch‐correction by Time were done using Scanorama (Hie *et al*, 2019). Differential gene expression was calculated using Diffxpy (https://github.com/theislab/diffxpy).

Partition‐based graph abstraction (PAGA) was used to infer the trajectory of continuous cell transitions while preserving the global topology of data (Wolf *et al*, 2019). RNA velocity analysis was done using dynamical model to retrieve latent time (Bergen *et al*, 2020).

For the time points scRNA‐seq in Fig 1, we aimed to investigate the differentiation trajectories of dermal progenitor fibroblasts across three different time points that were sequenced separately. To establish the continuous transition states of fibroblasts among these development time points, Scanorama was used to integrate and correct for batch effect. We next utilized PAGA to provide.

All codes used to analyze this data is available on our github page.

#### Single‐cell assay for transposase‐accessible chromatin

Dermal cells were collected and digested into the single cell suspension from 3 individual mouse embryos pooled together for each sample. Nuclei isolation from single cell suspension were prepared targeting 10,000 nuclei per library. Isolated nuclei were processed using 10× Genomics Single Cell ATAC v2 (CG000496). Libraries were sequenced on Illumina NovaSeq 6000 (100 bp Paired‐end). Fastq files were aligned to mm10 reference genome using Cellranger‐atac version 2.1.0. Cellranger outputs including Peaks called, Fragments, and metadata were used for downstream analysis with Signac in R (Stuart *et al*, 2021). Basic filtering and preprocessing were done screening for Peak region fragment < 100,000 and Percent reads in peaks > 40%. Clustering analysis was done using latent semantic indexing (LSI) (Cusanovich *et al*, 2015), dimension reduction was carried out by UMAP (McInnes *et al*, 2018). scRNA‐seq integration with scATAC‐seq data for cell type classification was done by Signac Label Transferred methods using scRNA‐seq fibroblasts object and scATAC‐seq fibroblast object (Stuart *et al*, 2021).To improve the peaks calling sensitivity and accuracy, we performed Peak Call within Signac using MACS2 function (Zhang *et al*, 2008). Differential accessible peaks between clusters were calculated using FindMarkers() function within Signac. Motif binding sites analysis of specific cell type was done using MotifMatchR (https://greenleaflab.github.io/motifmatchr/).

To generate the peaks heatmap in Fig 2, we performed the differential peaks analysis to isolate the list of peaks associated with distinct fibroblast clusters in scATAC‐seq data in Signac. Within each cluster, we filtered and retained the list of peaks that are associated with genes found in the velocity driver genes of the same cell type from scRNA‐seq analysis.

Codes used to analyze this data is available on our github page.

#### Chromatin immunoprecipitation sequencing (ChIP‐Seq)

Dermal preparation of E14.5, E18.5 WT; E18.5 WT and Kdm6b‐cKO murine skins (*n* = 2 for each sample) were expanded in culture to reach 2 × 10^7^ cells in AmnioMAX complete medium. ChIP assay was done using SimpleChIP Plus Enzymatic Chromatin IP kit (magnetic beads) #9005 from CellSignalling and H3K27me3 antibody (Active Motif RRID:AB_2561020). ChIP samples were prepared with Kapa Hyper prep kit. Libraries were sequenced on Illumina NovaSeq 6000 (100 bp Paired‐End). Fastq ChIP‐seq files were aligned using bowtie2 and converted to sorted bam files and BED files. E18.5 WT and Kdm6b‐cKO samples were subsampled to equivalent read depths as other samples (6 × 10^7^ reads per sample). Peak called was done using MACS2 with ‐‐broad option and –broad‐cutoff *q*‐value = 0.01. Visualization of ChIP‐seq data was done using ChIPseeker for CoveragePlot (Wang *et al*, 2022), Easeq for Tracksplot (Lerdrup & Hansen, 2020). Differential ChIP‐seq calculation was done using DiffBind (Ross‐Innes *et al*, 2012; Stark & Brown, 2016).

Motif Analysis was done using HOMER findMotifs function (Heinz *et al*, 2010).

#### Flow cytometry

E18.5 single‐cell suspension from WT and Kdm6bcKO mice were stained with primary antibody and secondary antibody for 1 h each with 3× PBS washes in between and after. Flow sorting of cells were done on Sony SH800 Flow Sorter. Flow analysis were done on ThermoFisher Attune Flow Cytometer.

#### Statistical analysis

Histology data comparing two groups were tested for normality using Shapiro–Wilk, equal distribution using Levene, and *t*‐test for independent samples if assumptions are met, otherwise we used Wilcoxon Rank Sum test. Single‐cell RNA and ATAC data statistical tests were done using nonparametric Wilcoxon Rank Sum test.

## Author contributions

**Quan M Phan:** Conceptualization; resources; software; supervision; funding acquisition; validation; methodology; writing – original draft; writing – review and editing. **Lucia Salz:** Conceptualization; methodology. **Sam S Kindl:** Resources; software; validation. **Jayden S Lopez:** Resources. **Sean M Thompson:** Writing – review and editing. **Jasson Makkar:** Writing – review and editing. **Iwona M Driskell:** Conceptualization; supervision; validation; methodology; writing – review and editing. **Ryan R Driskell:** Conceptualization; resources; software; supervision; funding acquisition; validation; methodology; writing – original draft.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

PDF+ Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

## Data Availability

We have uploaded the sequencing data to NCBI GEO‐datasets. The files can be found according to the following GSE numbers: GSE227257 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227257) – scRNA‐seq of E14.5, E18.5, and P5 murine skin; GSE227262 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227262) – H3K27me3 ChIP‐seq of E14.5 and E18.5 murine dermis; GSE233161 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233161) – scATAC‐seq of E14.5 and E18.5 murine skin; GSE227256 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227256) – scRNA‐seq of E18.5 WT and Kdm6b‐cKO murine skin; GSE227262 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226567) – H3K27me3 ChIP‐seq of E18.5 WT and Kdm6b‐cKO murine skin.

# Supplementary material for: Lineage commitment of dermal fibroblast progenitors is controlled by Kdm6b‐mediated chromatin demethylation
**Source:** EMBO J. 2023 Aug 21;42(19):e113880. doi: 10.15252/embj.2023113880
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

## Expanded View Figures

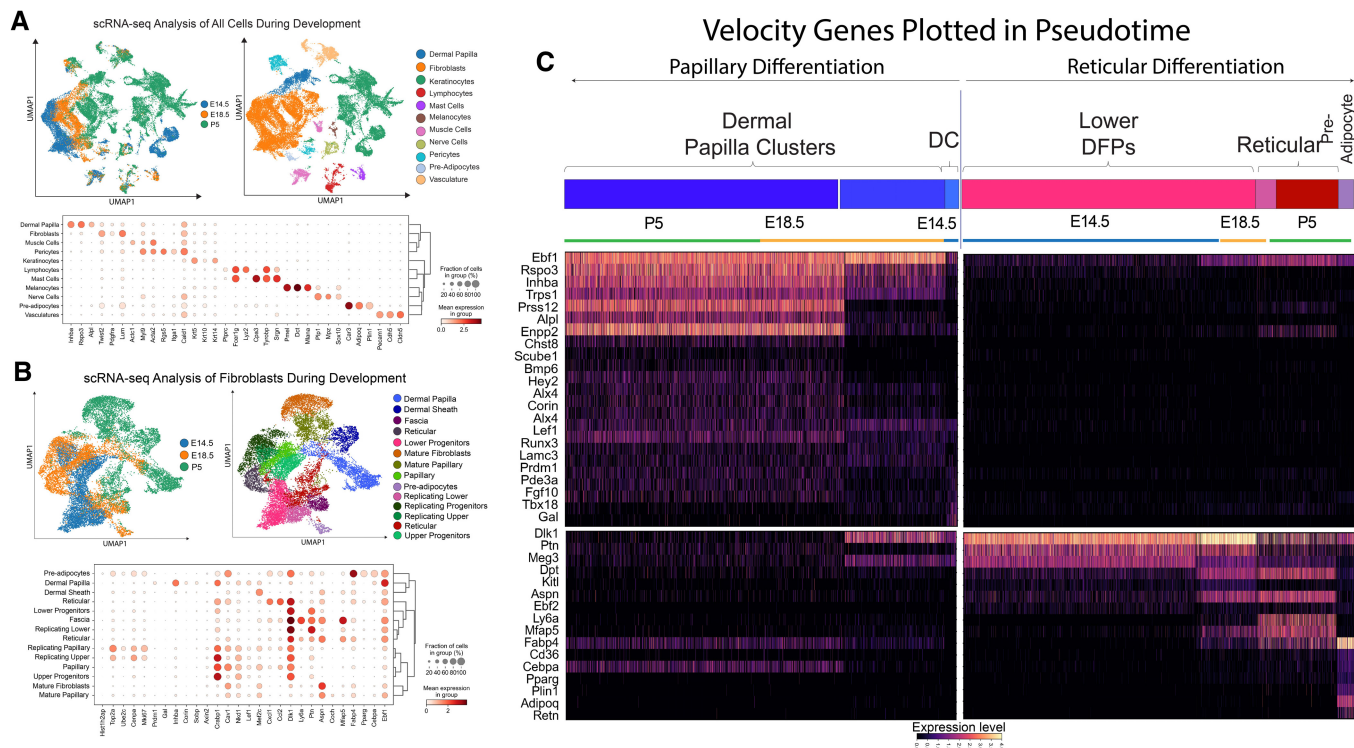

**Figure EV1. scRNA-seq analysis.**

A scRNA-seq analysis of all cells from E14.5, E18.5, and P5 skin.

B scRNA-seq analysis of fibroblast subset re-clustered from E14.5, E18.5, and P5 skin.

C Pseudotime-heatmap depicting the differentiation projections of Upper Progenitors to Dermal Papilla and Lower Progenitors to Preadipocyte.

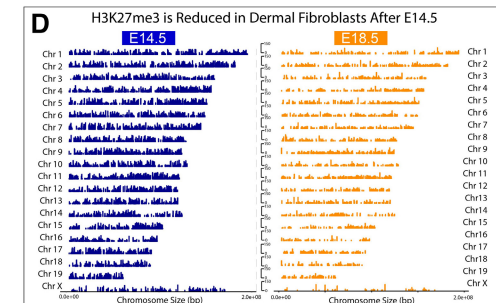

A Label transfer experiment of scRNA-seq cluster to identify scATAC-seq cluster in E14.5 and E18.5 skin.  
B Differential peak analysis of scATAC-seq clusters arranged in pseudotime.  
C Trackplot of fibroblast clusters arranged in pseudotime for Runx3, Fgf10, Retn, and CD36.  
D Coverage Plots highlighting the reduction of H3K27me3 from E14.5 to E18.5 dermal fibroblasts.  

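On each of the 19 autosomes, both E18.5 libraries had fewer peaks and a shorter covered length than both E14.5 libraries. The decrease in the mean number of peaks was 53.9% on the median autosome and ranged from 44.5% on chromosome 19 to 61.5% on chromosome 18. The decrease in covered length ranged from 52.6% on chromosome 19 to 65.7% on chromosome 16. On the X chromosome the number of peaks fell by 89.5%, from 179 and 1035 at E14.5 to 69 and 58 at E18.5, and the size of that decrease rests on E14.5 replicate 2. On the Y chromosome there were 11 and 2 peaks at E14.5 and 20 and 13 at E18.5.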

E Expression of epigenetic modifiers overlaid in scRNA-seq UMAPPs of fibroblasts during murine skin development.

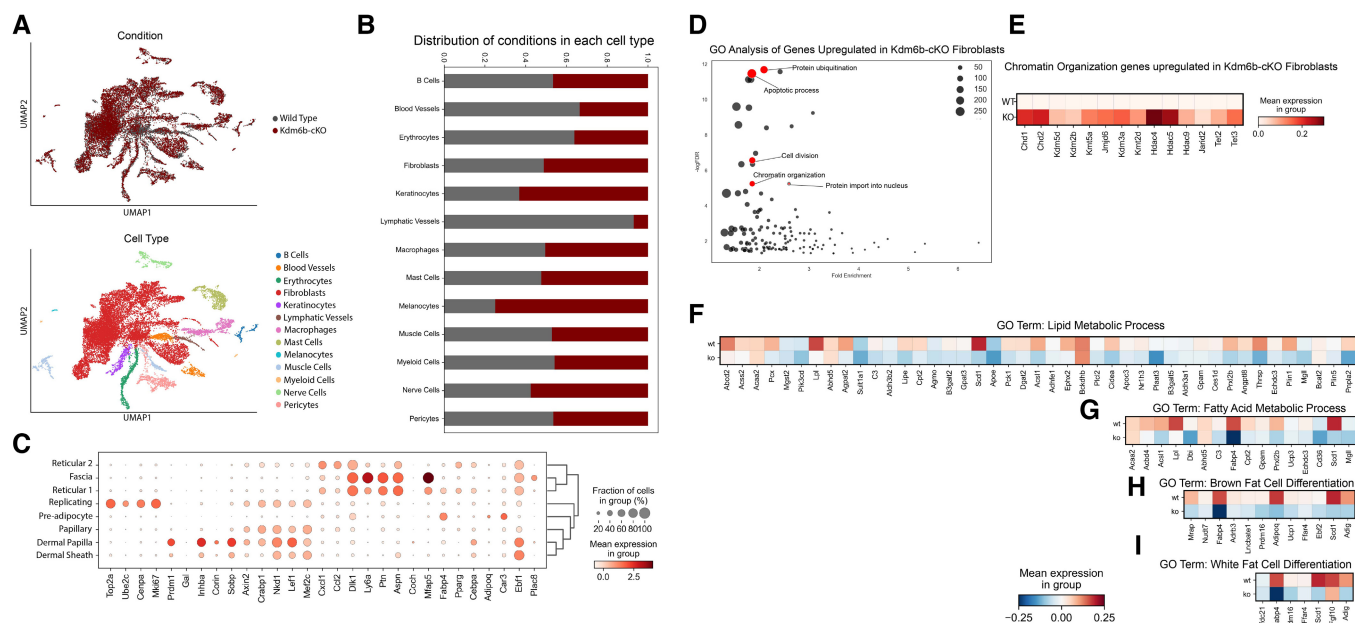

**Figure EV3.** scRNA-seq analysis of all cells in WT and Dermo1Cre-Kdm6b<sup>fl/fl</sup> skin and differential expression analysis of genes from GO Analysis of WT and Kdm6b-cKO.

- A UMAP projections of WT and Dermo1Cre-Kdm6b<sup>fl/fl</sup> skin.  
 B Quantification of the number of cells within each cluster type based on genotype represented as a percentage in the cluster.  
 C Dotplot of gene utilized to identify cell clusters.  
 D GO analysis of differentially regulated genes comparing WT and Dermo1Cre-Kdm6b<sup>fl/fl</sup> skin.  
 E Gene expression of Chromatin Organization genes from GO Analysis.  
 F–I Differential expression of GO-Terms genes from (F) Lipid Metabolic Process (G) Fatty Acid Metabolic Process (H) Brown Fat Cell Differentiation and (I) White Fat Cell Differentiation between WT and Kdm6b-cKO fibroblasts.

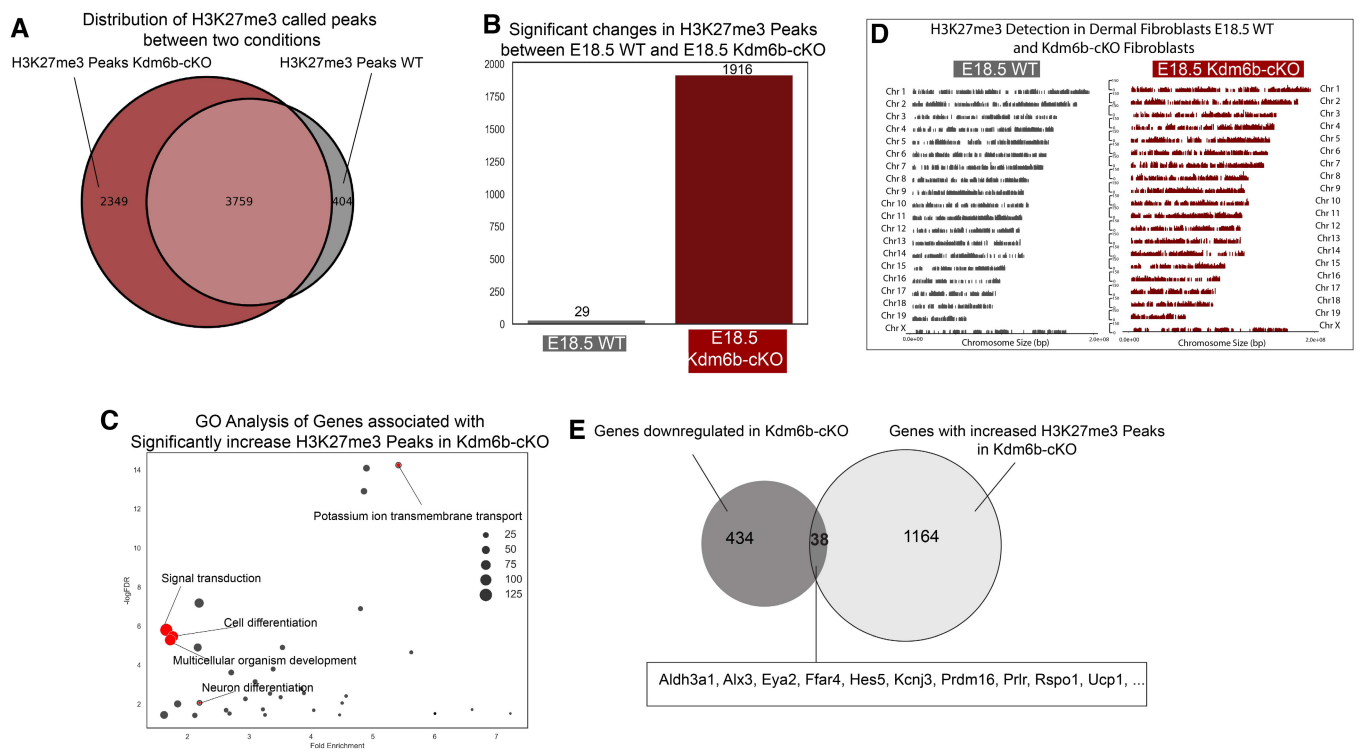

**Figure EV4. Integrative analysis of H3K27-me3 peaks between WT and Dermo1Cre-Kdm6b<sup>fl/fl</sup> fibroblasts with integrated motif analysis in scATAC data and scRNA-seq data.**

A Venn diagram comparing H3K27me3 peaks between WT and Dermo1Cre-Kdm6b<sup>fl/fl</sup> fibroblasts.

B Quantitation of significantly called peaks from WT and Dermo1Cre-Kdm6b<sup>fl/fl</sup> fibroblasts.

C GO Analysis of peaks significantly increased in Dermo1Cre-Kdm6b<sup>fl/fl</sup> fibroblasts

D Coverage plots highlighting the increase in H3K27me3 peaks in Kdm6b-cKO.

E Venn diagram comparing downregulated genes in scRNA-seq analysis and peaks in ChIPseq analysis.

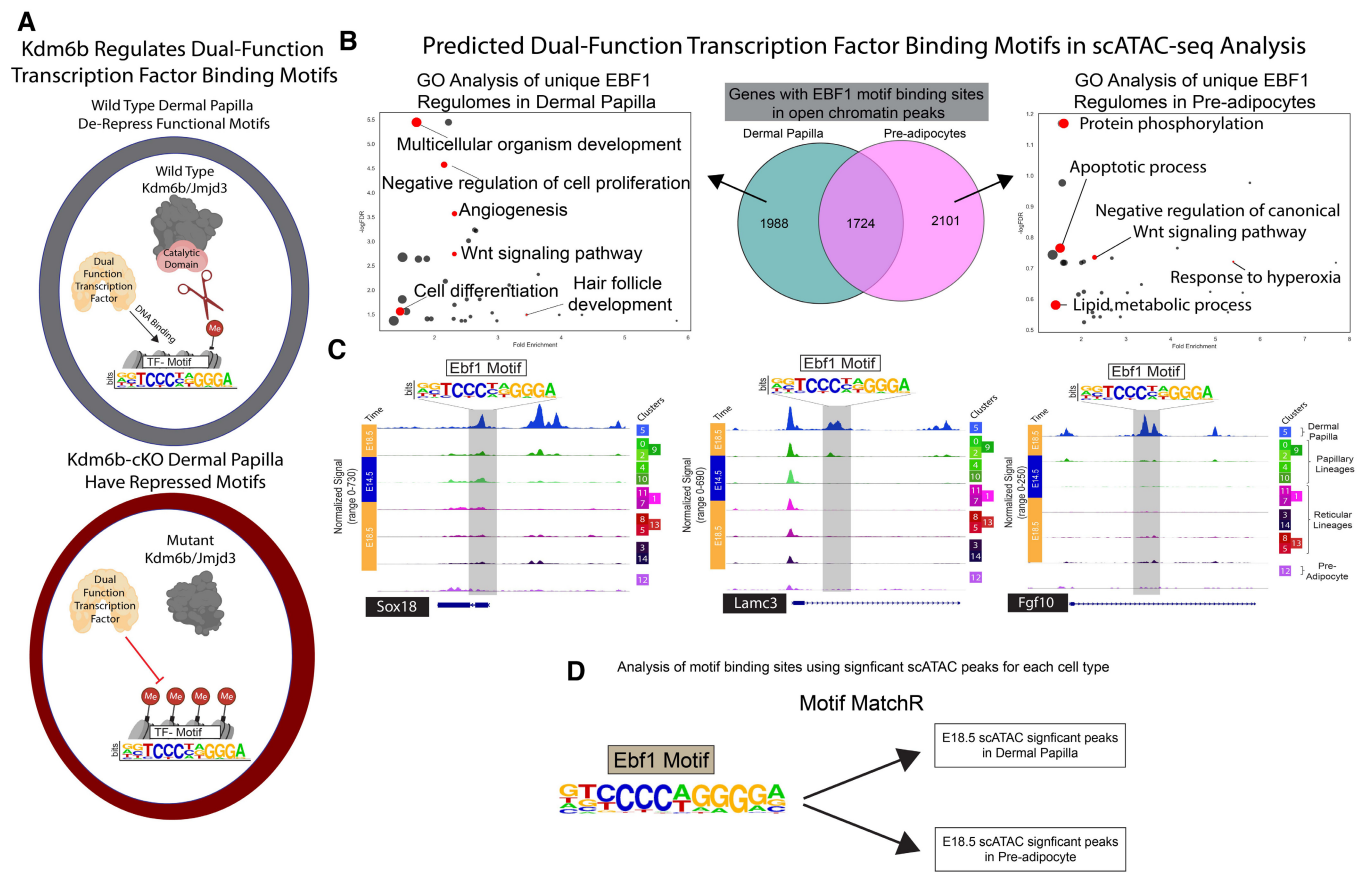

**Figure EV5. Kdm6b regulates dual function transcription factor bindings sites.**

- A Model for Dual-Function Transcription Factor regulation of Dermal Papilla activity regulated by Kdm6b/Jmjd3 de-repression.
- B Dual-Function Transcription Factor, Ebf1, binding activities represented by a GO-analysis of Ebf1 motifs in scATAC-seq peaks from Dermal Papilla and Preadipocytes fibroblast populations.
- C scATAC-seq track-plot of Dermal Papilla genes, Sox18, Lamc3, and Fgf10. Predicted Ebf1 motifs are highlighted in a gray box on top of the peak that is predicted to have the motif.
- D Motif analysis of scATAC peaks for GO analysis.

# Supplementary material for: Lineage commitment of dermal fibroblast progenitors is controlled by Kdm6b‐mediated chromatin demethylation
**Source:** EMBO J. 2023 Aug 21;42(19):e113880. doi: 10.15252/embj.2023113880
**Supplement:** Supplementary file 2 — PDF+

# Lineage commitment of dermal fibroblast progenitors is controlled by Kdm6b-mediated chromatin demethylation

Quan M Phan<sup>1</sup> , Lucia Salz<sup>2</sup> , Sam S Kindl<sup>1</sup> 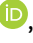, Jayden S Lopez<sup>1</sup>, Sean M Thompson<sup>1</sup> , Jasson Makkar<sup>1</sup>, Iwona M Driskell<sup>1</sup> & Ryan R Driskell<sup>1,3,\*</sup> ## Abstract

Dermal Fibroblast Progenitors (DFPs) differentiate into distinct fibroblast lineages during skin development. However, the epigenetic mechanisms that regulate DFP differentiation are not known. Our objective was to use multimodal single-cell approaches, epigenetic assays, and allografting techniques to define a DFP state and the mechanism that governs its differentiation potential. Our initial results indicated that the overall transcription profile of DFPS is repressed by H3K27me3 and has inaccessible chromatin at lineage-specific genes. Surprisingly, the repressive chromatin profile of DFPS renders them unable to reform the skin in allograft assays despite their multipotent potential. We hypothesized that chromatin derepression was modulated by the H3K27me3 demethylase, Kdm6b/Jmjd3. Dermal fibroblast-specific deletion of Kdm6b/Jmjd3 in mice resulted in adipocyte compartment ablation and inhibition of mature dermal papilla functions, confirmed by additional single-cell RNA-seq, ChIP-seq, and allografting assays. We conclude that DFPS are functionally derepressed during murine skin development by Kdm6b/Jmjd3. Our studies therefore reveal a multimodal understanding of how DFPS differentiate into distinct fibroblast lineages and provide a novel publicly available multiomics search tool.

**Keywords** dermal papilla; epigenetics; fibroblast progenitor; Kdm6b; multiomics

**Subject Categories** Chromatin, Transcription & Genomics; Development; Skin

**DOI** 10.15252/embj.2023113880 | Received 2 March 2023 | Revised 26 July 2023 | Accepted 1 August 2023 | Published online 21 August 2023

**The EMBO Journal (2023) 42: e113880**

## Introduction

Fibroblasts are mesenchymal cells that create and maintain the extracellular matrix of the connective tissues supporting

the functions of various organs (Watt & Fujiwara, 2011; Driskell & Watt, 2015; Plikus *et al*, 2021). They are distinct across different organs but are also diverse within the same tissue (Dhouailly & Sengel, 1975; Fernandes *et al*, 2004; Muhl *et al*, 2020; Buechler *et al*, 2021). Mammalian skin serves as a critical model to study development, homeostasis, and the role of fibroblast heterogeneity in tissue-resident stem cell niche, tissue regeneration, fibrosis-associated diseases, and the effects of chronic aging (Singer & Clark, 1999; Gurtner *et al*, 2008; Chen *et al*, 2013; Cole *et al*, 2018; Griffin *et al*, 2020; Gruber *et al*, 2020). Recent studies have demonstrated the distinct roles of dermal fibroblast subpopulations during embryonic development and skin wound healing. These studies have revealed that manipulations of specific fibroblast subpopulations lead to hair follicles and adipocytes regeneration in different wounding scenarios (Rinkevich *et al*, 2015; Plikus *et al*, 2017; Jiang *et al*, 2018; Correa-Gallegos *et al*, 2019; Guerrero-Juarez *et al*, 2019; Abbasi *et al*, 2020; Phan *et al*, 2020; Shook *et al*, 2020; Mascharak *et al*, 2021; Sinha *et al*, 2022). However, the establishment of fibroblast heterogeneity from a common progenitor during embryonic development remains poorly characterized.

During early embryonic development, mesenchymal stem cells migrate from different embryonic origins to subepidermal regions of the skin, where the dorsal dermis arises from the somite, and the facial dermal fibroblasts derive from the neural crest (Dhouailly, 1973; Fernandes *et al*, 2004; Atit *et al*, 2006; Wong *et al*, 2006; Tran *et al*, 2010; Thulabandu *et al*, 2018). Approximately E13.5–14.5 in murine skin, reciprocal signaling between the overlying epidermis and the Dermal Fibroblast Progenitors (DFPs) leads to condensation of upper fibroblasts to form the placodes (Kishimoto *et al*, 2000; Millar, 2002; Chen *et al*, 2012; Fu & Hsu, 2013). Between E14.5 and E16.5, the DFPS then differentiate and commit to distinct lineages of upper papillary and lower reticular fibroblasts (Driskell *et al*, 2013). Upper papillary fibroblasts differentiate into the dermal papilla, neonatal papillary fibroblast, and the arrector pili muscles postnatal. Lower reticular fibroblasts differentiate into collagen-secreting reticular and the dermal white adipocyte (DWAT; Festa *et al*, 2011; Wojciechowicz *et al*, 2013). Moreover, classic chimeric skin grafting

<sup>1</sup> School of Molecular Biosciences, Washington State University, Pullman, WA, USA

studies between avian and murine skin have shown that DFPs need to differentiate before responding to epidermal signals, and that fibroblast identity is also region-specific (Dhouailly, 1973). Altogether, during embryonic development, we propose that DFPs must undergo an intrinsic reprogramming process to commit to fibroblast lineages and differentiate toward the terminal fates.

Epigenetic regulators have been extensively studied in the context of cellular differentiation (Boyer *et al*, 2006; Lee *et al*, 2006; Kang *et al*, 2019; Flora & Ezhkova, 2020; Plikus *et al*, 2021). A proposed mechanism of chromatin regulation is through the addition of methyl groups to Histone 3 Lysine 27 (H3K27), which is associated with condensed and silenced chromatin while the removal of methyl group is associated with accessible and active chromatin (Cao *et al*, 2002; Agger *et al*, 2007; Xiang *et al*, 2007; Kang *et al*, 2019). The most widely known regulators of methylation on H3K27 are part of the Polycomb repressive complex 2 (PRC2), EZH1 and EZH2. In the epidermis, the addition and removal of the trimethyl group (me3) on H3K27me3 were shown to be critical in controlling the differentiation process of epidermal stem cells during development (Sen *et al*, 2008; Ezhkova *et al*, 2009). Demethylases, such as KDM6A/UTX and KDM6B/JMJD3, specifically remove methyl group and derepress chromatin (Agger *et al*, 2007; Xiang *et al*, 2007). In dermal fibroblasts, EZH2 has been shown to act as an epigenetic rheostat to control the Wnt and Retinoic Acid signaling in DFPs (Thulabandu *et al*, 2021). However, a full understanding of how the methylation status of H3K27 regulates fibroblast differentiation has not been shown. In addition, other studies have also investigated the roles of different epigenetic marks in regulating and maintaining fibroblast lineages in developed the skin. Acetylation of H3K27 and HDAC2 activities are required for the maintenance of Papillary Fibroblast lineages postnatally (Kim *et al*, 2022). H3K4me3, H3K9me3, and H3K27me3 all display reduced methylation levels in hair follicle stem cells prior to hair growth, and inhibition of hypomethylation delays skin wound healing (Lee *et al*, 2016; Kang *et al*, 2020). Nonetheless, an epigenetic regulation that programs dermal fibroblast lineage commitment and differentiation during embryonic development remains unknown.

The recent emergence of single-cell technology has advanced the study of fibroblast heterogeneity drastically (Plikus *et al*, 2017). The transcriptomic changes in restricted fibroblast lineages, specifically in the hair follicle-associated fibroblasts, have been characterized at different timepoints that regulate Dermal Papilla establishment (Biggs *et al*, 2018; Gupta *et al*, 2019; Mok *et al*, 2019). In our recent study of transcriptomic and chromatin landscapes at the single-cell level, we showed that the transcriptomic profiles of fibroblast lineages could only reflect the cellular states, while the accessible chromatin profiles can predict the lineage restriction and terminal fate commitment (Thompson *et al*, 2022). Overall, we hypothesize that the differentiation of dermal fibroblast progenitors could be defined by incorporating chromatin accessibility profiles and epigenetic regulation.

To establish the multimodal reference point for dermal fibroblast progenitors, we compared the molecular states of dermal fibroblast progenitors (DFP) at E14.5 to late embryonic fibroblasts at E18.5 using single-cell transcriptomics, single-cell ATAC, ChIP-seq, genetic ablation of epigenetic regulator Kdm6b/Jmjd3, and functional chamber allografting assays. We found that DFPs at E14.5 are predicted to differentiate into hair follicle-associated fibroblast, but

they are not intrinsically programmed as they failed to support hair follicle formation *ex vivo*. E14.5 DFPs possess a closed-off chromatin profile, marked by a high level of H3K27me3, and they require epigenetic programming mediated by Kdm6b/Jmjd3 to commit to specific fibroblast lineages. Finally, we share our processed data for all our experiments on our website [skinregeneration.org](http://skinregeneration.org).

## Results

### DFPs differentiate into distinct fibroblast lineages *in vivo* but fail to regenerate functional skin in grafting assays

Using lineage tracing assays, we have previously shown that DFPs are present throughout the dermis at E14.5 and that a DFP has the potential to contribute to the formation of all layers and fibroblast subtypes (Driskell *et al*, 2013; Rognoni *et al*, 2016). We hypothesized that E14.5 fibroblasts are multipotent DFP progenitors in developing murine skin. We performed scRNA-seq from whole skin samples of E14.5, E18.5, and P5 mice (Fig 1A–E). Altogether, we captured and sequenced a total of 43,740 cells, of which 17,356 cells were classified as dermal fibroblasts (Fig EV1A and B). To evaluate DFP differentiation and developmental potential, we integrated all three time points together and embedded the single-cell clusters as a PAGA map to improve interpretation but also to preserve the global topology of cells transition (Fig 1D–E; Materials and Methods) (Hie *et al*, 2019; Wolf *et al*, 2019). DFPs at E14.5 were classified into two distinct subsets based on their horizontal anatomical positions as previously published (Gupta *et al*, 2019; preprint: Jacob *et al*, 2022). Upper DFPs (clusters 0, 2, 11) expressing Crabp1, Cav1, Nkd1, and Lef1 resided closer to the epidermis, while lower DFPs expressed Thbs1, Ptn, and Mfap5 (clusters 1, 5, 6) (Figs 1A and D–F, and EV1A and B). Furthermore, fibroblast subsets in E18.5 and P5 populations were identified based on gene expression profiles that have been previously defined (Fig EV1A and B) (Guerrero-Juarez *et al*, 2019; Phan *et al*, 2020; Thompson *et al*, 2022). We identified clusters of Dermal Papilla, Papillary Fibroblasts, Reticular Fibroblasts, Fascia, and Preadipocytes in both E18.5 and P5 skin. In addition, clusters of mature papillary and ECM-producing fibroblasts were detected only in P5 skin, reflecting the maturation of postnatal dermal fibroblasts. Our PAGA integrated analysis revealed that most E18.5 fibroblasts were closely associated with E14.5 DFPs while P5 fibroblasts clustered distinctly based on their lineage functions, except in the lineage-committed specialized fibroblasts such as Dermal Papilla and Preadipocytes, where E18.5 and P5 clustered together (Fig 1D–E).

To further establish the continuous transition between DFPs and fibroblast lineages, we performed RNA velocity analysis on the PAGA-embedded fibroblast subsets, which accounted for the transcriptional dynamics of splicing kinetics within each cell (Bergen *et al*, 2020). Upper DFPs are shown to differentiate into papillary fibroblasts (clusters 7, 8, 16, 21), dermal papillae (clusters 4, 12, 20), dermal sheath (clusters 10), and mature fibroblasts (clusters 3, 17), while lower DFPs are projected to become upper DFPs and reticular (clusters 9, 13, 15, 18; Fig 1D–E) (Driskell *et al*, 2014; Correa-Gallegos *et al*, 2019; Guerrero-Juarez *et al*, 2019; Joost *et al*, 2020; Shook *et al*, 2020). Unexpectedly, fascia and preadipocytes showed inverted RNA velocity trajectories toward replicating

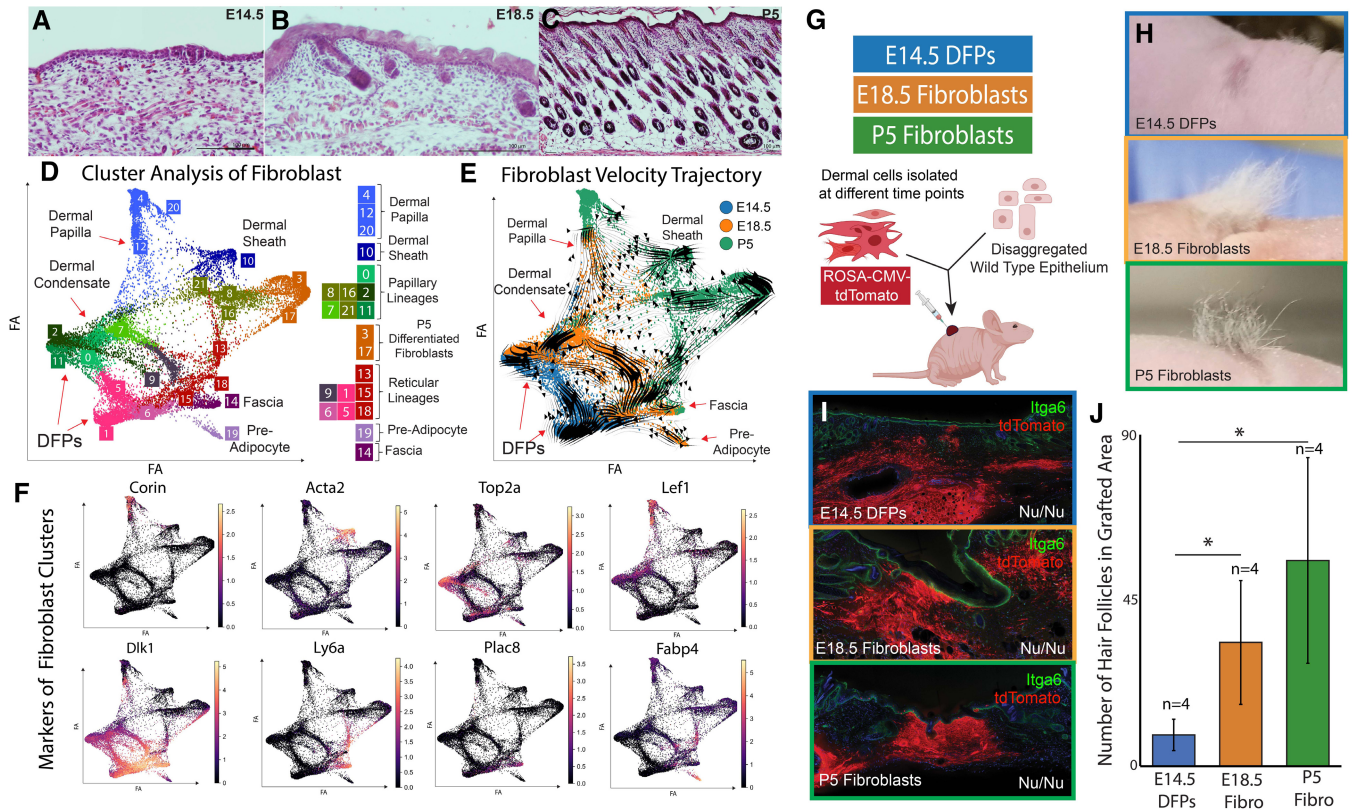

reticular fibroblasts. This observation could be due to the multiple rate kinetics genes (MURK) (Barile *et al*, 2021), which are associated with assumptions and caveats for velocity analysis in scRNA-seq. For example, dynamical MURK genes can violate the assumptions that velocity analysis is based on (Barile *et al*, 2021). In addition, it has been proposed that current batch correction implementations may not be accurate (Bergen *et al*, 2021). Consequently, it is important to test in-silico transcriptome-based results through robust independent systems. Moreover, we have noticed that a large portion of fascia and preadipocytes is actively replicating and clustered closely with replicating lower reticular (cluster 15). The newly generated unspliced mRNA is higher in the replicating population, contributing to the inversion of RNA velocity trajectory. RNA velocity analysis also provided us with a list of putative driver genes that need to be activated for cells to differentiate toward a specific cluster. Using these genes, we generated a heatmap depicting the pseudotime transitions of upper and lower DFPs into two distinct lineages: Dermal Papilla and Preadipocytes (Fig EV1C). We found that multiple velocity driver genes of E18.5 and P5 Dermal Papilla were expressed as early as E14.5 Dermal Condensate (Fig EV1C). Overall, our results suggested that at E14.5, DFPs have the potential to differentiate into

specialized cell types to support and maintain the different dermal niches in postnatal skin.

Grafting assays, in which cells are transplanted into host tissues and allowed to interact with the surrounding microenvironment, provide a powerful tool to assess the differentiation potential and lineage restrictions of stem cells *ex vivo* (Jensen *et al*, 2010; Driskell *et al*, 2013). To functionally challenge the potential of E14.5 DFPs to support the formation of fully functional skin, we performed a skin reconstitution experiment utilizing the chamber grafting technique. We collected whole, unsorted DFPs from E14.5 skin, and compared their ability to reform hair follicles and skin from fibroblasts from E18.5 and P5 ROSA-CMV-tdTomato-positive mice to trace their contribution within grafted tissue. A combination of dermal cells and epidermal cells was injected into a silicone chamber grafted on top of an immunocompromised *Foxn1*<sup>−/−</sup> mouse (Fig 1G). Skin from areas of the graft was collected at 28 days postsurgery to assess the reformation and development of the skin. The analysis and quantification of the grafting assay revealed that E18.5 and P5 differentiated fibroblast populations were able to support the reformation of fully functional hair follicles and hair fibers while E14.5 DFPs failed to regenerate and develop hair follicles despite their contribution to

skin reformation (Fig 1H–J). This result suggests that, despite the potential trajectory and presence of early dermal papilla cells, DFPs from E14.5 skin are not intrinsically programmed to differentiate *ex vivo* to support fully functional skin reformation.

### DFP programming occurs by specifically increasing the accessibility of chromatin architecture in distinct lineages

The chromatin accessibility landscape regulates cellular gene expression and is highly informative of its states and fates of cells (Buenrostro *et al*, 2013, 2015; Cusanovich *et al*, 2015, 2018; Trapnell, 2015; Cao *et al*, 2017; Thompson *et al*, 2022). We hypothesized that the intrinsic differentiation program within E14.5 DFPs could be reflected in its chromatin accessibility profiles. We performed single-cell ATAC-seq assays on murine DFPs at E14.5 and differentiating fibroblasts at E18.5. After quality control, filtering, and preprocessing, 10,913 fibroblasts from both time points were used for downstream analyses including dimension reduction and unsupervised clustering (4,187 from E14.5 and 6,006 from E18.5) (Fig 2A and B). Standard quantification of the ATAC peak number per cell comparing E14.5 and E18.5 fibroblasts revealed a large increase in open chromatin regions during the differentiation process (Fig 2C). Differential peak analysis was performed using Wilcoxon testing between time identified 6,200 peaks in E14.5 and 13,566 peaks in E18.5 fibroblasts. Coverage plots depicting the significant changes in open chromatin regions between E14.5 and E18.5 highlighted the increase of accessible peaks during the differentiation process of DFPs (Fig 2D). Our results indicate that chromatin reprogramming of DFPs during differentiation is associated with a selective, derepression of the genome.

To investigate the relationship between chromatin depression and the establishment of fibroblast heterogeneity from DFPs, unsupervised clustering of scATAC-seq data was performed resulting in 15 distinct clusters from both time points (Figs 2E and EV2A). Cross-modality integration and label transfer were used to integrate scATAC-seq with scRNA-seq data for cluster identification (Materials and Methods; Fig EV2A) (Stuart *et al*, 2021). Consistent with our transcriptomic analysis, DFPs at E14 were split into Upper DFPs and Lower DFPs, while E18 fibroblasts contained Dermal Papilla, Papillary, Reticular, and Preadipocytes clusters (Fig 2E). Interestingly, even though fascia fibroblasts were detected in our scRNA analysis, we did not detect them in our scATAC-seq data (Fig 2E). Differential peak analysis revealed distinct chromatin landscapes among fibroblasts at E18.5, while the E14.5 Upper and Lower DFPs possessed less unique accessible peaks profiles, which was consistent with the opening of chromatin during DFPs differentiation processes (Fig EV2C). Similar to P0 fibroblasts (Thompson *et al*, 2022), E18.5 fibroblasts also shared a gradient of significant peaks within their respective lineages, with the differentiated Dermal Papilla and Preadipocytes fates possessing the most distinct chromatin profiles (Figs 2F and G and EV2B and C). Considering the predicted RNA velocity trajectories of DFPs to differentiate into Dermal Papilla and Preadipocyte, we hypothesized that the chromatin accessibility profiles of the equivalent cell types will also reflect a similar differentiation trajectory. We constructed a pseudotime heatmap based on our scATAC-seq data but defined by RNA velocity driver genes for each fibroblast cell type from DFPs to Papillary to Dermal Papilla and DFPs to Reticular to Preadipocyte (Materials and Methods; Fig 2F). We found that as Upper DFPs differentiated toward Papillary and

Dermal Papilla, the velocity driver genes of Papillary and Dermal Papilla became more accessible (Fig 2F). Notably, the driver genes of Upper DFPs were accessible across all fibroblast subtypes. Dermal Papilla had accessible chromatin regions for Papillary driver genes, but DP-specific genes were not accessible in Papillary, indicating the differentiated fate of Dermal Papilla as previously reported (Fig 2F; REF). This finding confirmed the continuous transition of Upper DFPs to Papillary to Dermal Papilla, where Upper DFPs require making their chromatin landscape specifically accessible during their differentiation process. The closed chromatin profiles of DFPs at E14.5 without accessible regions for Dermal Papilla driver genes might help explain the inability of DFPs to reform hair in chamber grafting assays. Similarly, the Lower DFPs differentiation trajectory was also observed using Lower DFPs, Reticular, and Preadipocytes RNA velocity driver genes (Fig 2F). Overall, our analysis revealed that during differentiation, DFPs specifically make their chromatin accessible in regions associated with the specific driver genes at E18.5 in a stepwise manner (Fig 2F). We also concluded that the differentiated fibroblast fates of Dermal Papilla and Preadipocytes required unique reprogramming of dermal fibroblasts with specifically accessible regions such as Sox18, Stmn2 for Dermal Papilla and Fabp4, AdipoQ for Preadipocytes (Fig 2G).

### Chromatin programming of DFPs is associated by the removal of the repressive histone modification H3K27me3

Posttranslational modifications of histones can regulate gene accessibility and expression during the differentiation process in various tissue models (Boyer *et al*, 2006; Lee *et al*, 2006; Heintzman *et al*, 2009; Karlič *et al*, 2010). Specifically, the Histone 3 Lysine 27 trimethylation mark (H3K27me3), which is associated with the repression of gene transcription, plays a key role in the differentiation process of epidermal keratinocytes (Sen *et al*, 2008; Ezhkova *et al*, 2009; Kang *et al*, 2019). Our scATAC-seq data suggested that the opening of chromatin regions at lineage-specific genes was critical for fibroblast differentiation. To study the role of H3K27me3 in regulating open chromatin regions of DFPs during embryonic differentiation, we performed H3K27me3 ChIP-seq comparing E14.5 and E18.5 Fibroblasts (Fig 3A). In conformity with the increase in open chromatin regions between E14.5 and E18.5 fibroblasts, we found a sharp decrease of 52% in the number of H3K27me3 peaks (from 19,060 peaks at E14.5 to 8,768 peaks at E18.5,  $n = 2$ ) by visualizing the heatmaps and coverage plots of peaks called at each time point (Figs 3B–D and EV2D). In addition, we also confirmed that the majority of the genes associated with H3K27me3 peaks at E18.5 were present at E14.5 (95%), indicating that there was a significant reduction in H3K27me3-associated genes and not a dynamic change where undifferentiated genes were repressed and differentiated genes were derepressed (Fig 3D). We next utilized DiffBind to identify the significant changes between E14.5 and E18.5 H3K27me3 peaks in DFs, which resulted in 4699 significant peaks that decreased from E14.5 to E18.5 and only 29 peaks that increased (Fig 3E). To investigate their functions, Gene Ontology analysis of genes associated with the significantly derepressed peaks from E14.5 revealed the biological processes associated with skin differentiation and development such as multicellular organism development, cell differentiation, neuron differentiation, Canonical Wnt signaling pathway, hair follicle development, and glucose homeostasis (Fig 3F). Within this list, we

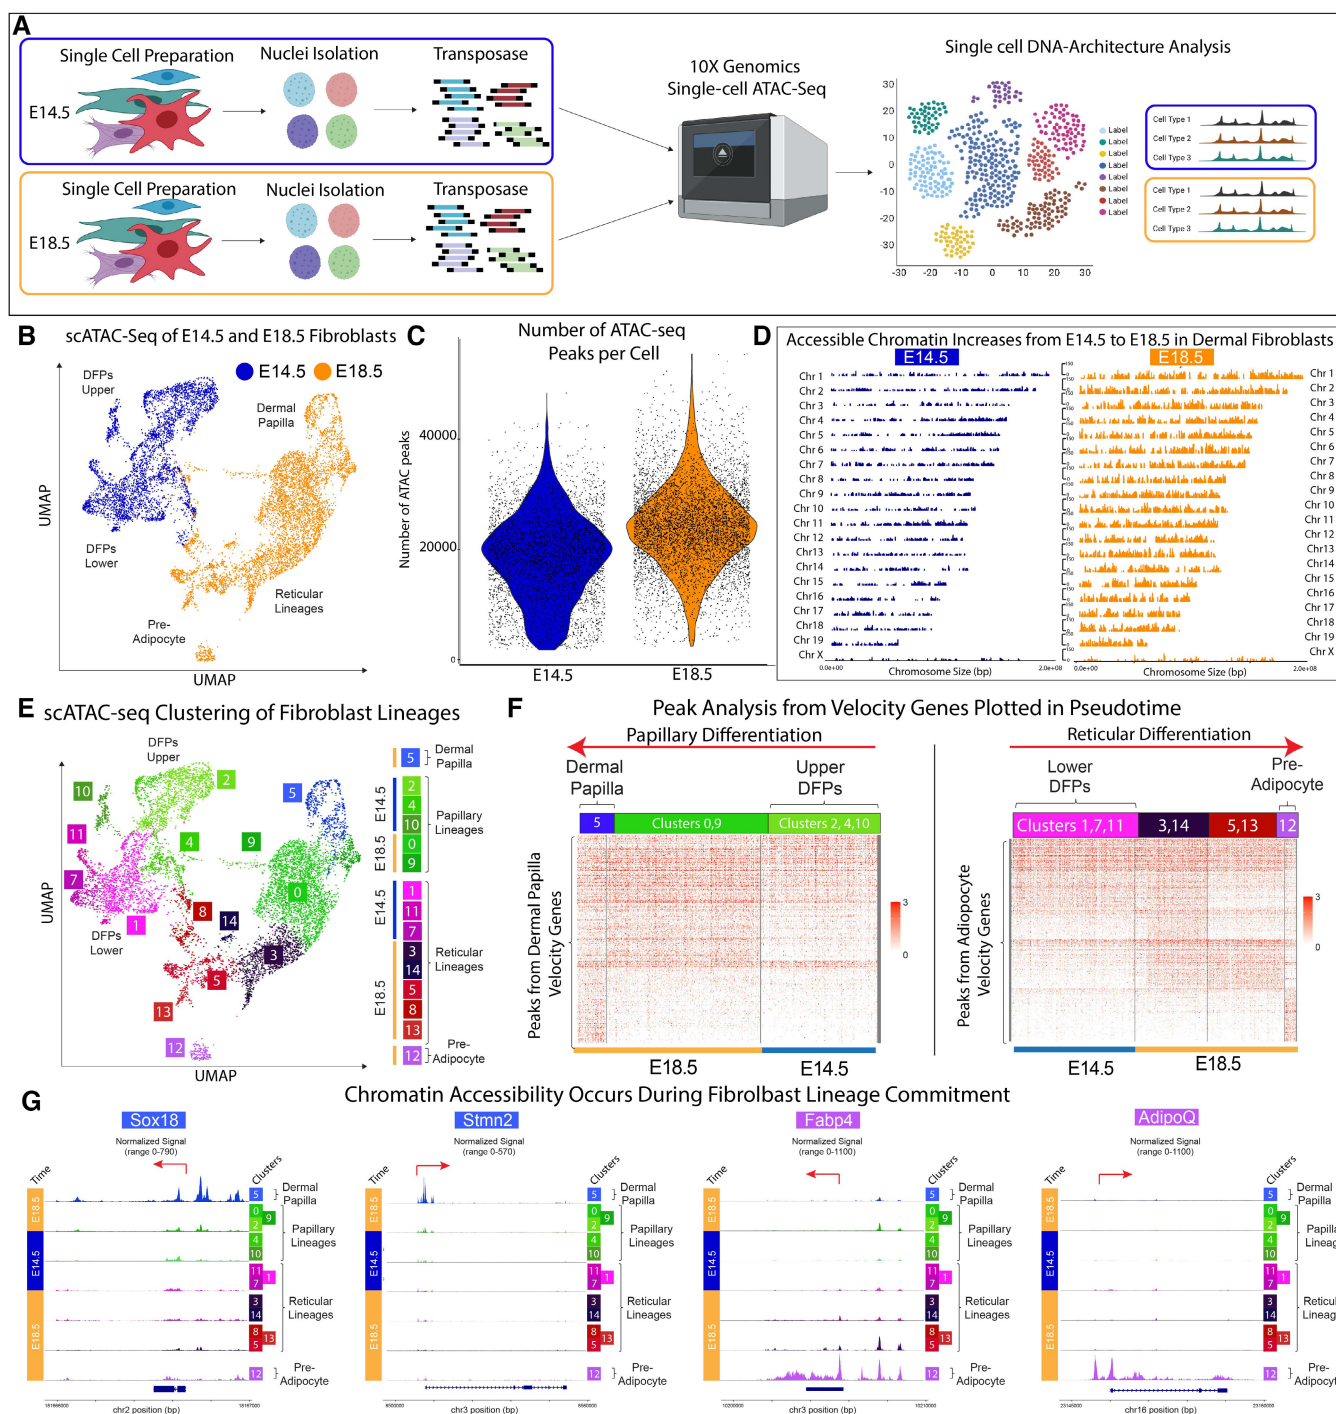

**Figure 2. DFP differentiation is defined by inaccessible chromatin architecture.**

**A** Experimental design of scATAC-seq experiments comparing E14.5 and E18.5 dermal fibroblasts.

**B** UMAP plot showing the distinct clustering of E14.5 and E18.5 fibroblasts.

**C** Coverage Plots highlighting the significant increase in open accessible chromatin regions from E14.5 to E18.5 fibroblasts.

**D** Quantification of Total ATAC Peaks per cell.

**E** UMAP plot showing the classification of fibroblast cell types in scATAC-seq data.

**F** Pseudotime-heatmap of scATAC-seq peaks associated with RNA velocity genes required for Dermal Papilla and Preadipocyte differentiation. Dermal Papilla and Preadipocyte populations are flanking the E14.5 DFPs which are located in the centrally.

**G** Tracks-plot arranged in pseudotime showing specific accessibility regions of Sox18 and Stmn2 in Dermal Papilla, Fabp4 and AdipoQ in Preadipocytes.

Source data are available online for this figure.

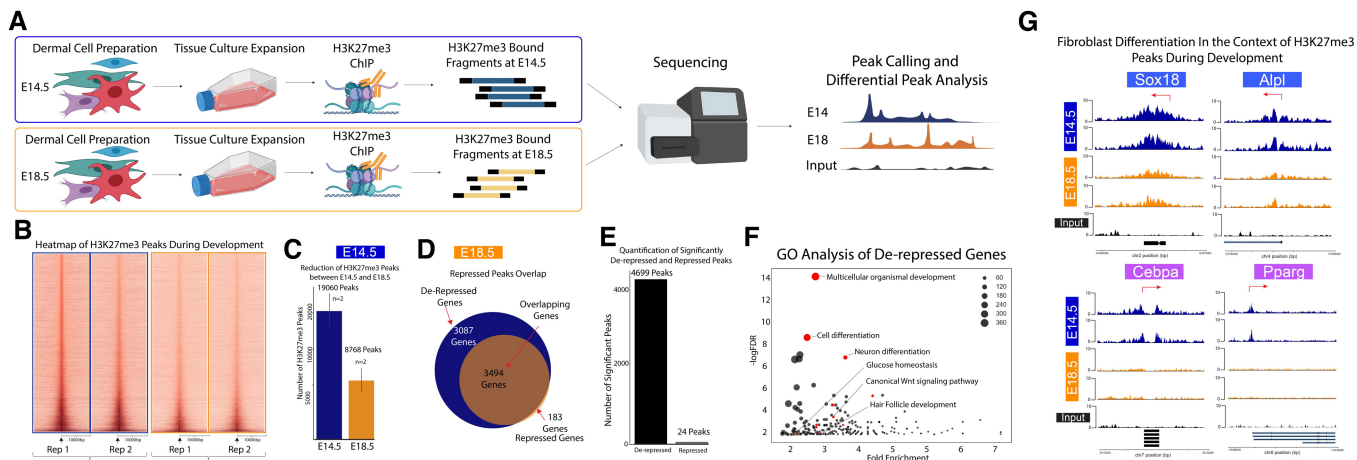

**Figure 3. Differentiation of DFPs during embryonic development is coupled with demethylation of H3K27me3.**

**A** Experimental design of H3K27me3 ChIP-seq comparing E14.5 and E18.5 Fibroblasts.  
**B** Heatmaps of H3K27me3 Peaks comparing E14.5 and E18.5 Fibroblasts.  
**C** Quantification showing the decrease in H3K27me3 peaks (19,060 peaks at E14.5 and 8,768 peaks at E18.5,  $n = 2$ ).  
**D** Venn diagram revealing the distribution of genes associated with H3K27me3 peaks changes between fibroblasts from E14.5 to E18.5.  
**E** Quantification of significantly differentiate H3K27me3 binding between E14.5 and E18.5 fibroblasts (4,699 peaks at E14.5 and 24 peaks at E18.5).  
**F** GO Analysis of Significantly De-repressed Genes revealed important Fibroblast differentiation processes.  
**G** Track plot of important de-repressed genes associated with fibroblast differentiation (Sox18 and Alpl for Dermal Papilla, Cebpa and Pparg for Preadipocyte).

Source data are available online for this figure.

specifically found genes that played important roles in the establishment and differentiation of dermal niches such as Sox18 and Alpl for Dermal Papilla and Cebpa and Pparg for Preadipocytes (Fig 3G). Overall, our data revealed that the changes in chromatin landscapes in DFPs between E14 and E18 coincided with the demethylation of H3K27me3 markers within genes required for DFP differentiation. Furthermore, we also found an active, high level of expression for the H3K27me3 specific demethylase—Kdm6b/Jmjd3—in both E14 and E18 fibroblasts (Fig EV2E).

### Genetic ablation of histone demethylase Kdm6b/Jmjd3 inhibits DFP differentiation

Previous studies have identified the roles of Ezh2 and PRC2 complex in controlling epidermal differentiation by adding the H3K27me3 marker at specific genes to maintain the stemness of the progenitor cells. In contrast, the H3K27me3 demethylase Kdm6b/Jmjd3 has also been shown to be critical in epidermal stem cell differentiation, where ablation of Jmjd3 leads to inhibited differentiation of this cell type (Sen *et al*, 2008; Ezhkova *et al*, 2009). Based on the significant decrease in H3K27me3 markers of DFPs from E14 to E18, we hypothesize that Kdm6b/Jmjd3 demethylase activity is required for the differentiation of dermal fibroblasts. To test the role of Kdm6b/Jmjd3 in dermal differentiation, we generated a transgenic dermal-specific knockout of Jmjd3 mouse model driven by activation of Dermo1 in dermal fibroblasts (Fig 4A). The Dermo1Cre-Kdm6b<sup>fl/fl</sup> (Kdm6b-cKO) mice are neonatally lethal. Consequently, we focused our studies on the changes that occur between E14.5 and E18.5. Histological analysis of E14.5 skin showed similar stages of skin development between Kdm6b-cKO skin and the WT control where a thin layer of the dermis was found in conjunction with the formation of

dermal condensates (Fig 4B). However, at E18.5, we observed drastic changes as Kdm6b-cKO skin appeared to be underdeveloped with smaller hair follicles and significantly thinner dermal layers (Fig 4C and D). We also found that the development of one differentiated cell type—Dermal Papilla—was also inhibited, with fewer Dermal Papilla per hair follicle (Fig 4E). Flow cytometry staining for CD133/Prom1, a surface marker of Dermal Papilla, confirmed a significant 20% decrease in their number from whole dermal preparation (Fig 4F).

To extensively characterize the changes induced by Jmjd3 ablation, we performed a scRNA-seq experiment comparing the E18.5 dermis of Kdm6b-cKO mice to the littermate genetic control (Fig 5A). After preprocessing and filtering steps, 12,947 fibroblasts were retrieved for downstream analysis (Fig 5B). PAGA embedding of single-cell clusters was performed to visualize the trajectory and continuous transition among different fibroblast cell types. In addition, we performed cluster classification as in Fig 1D–F (Figs 5B and EV3A–C). Interestingly, we did not observe a significant change in the number of Dermal Papilla between WT (Kdm6b<sup>fl/fl</sup>) and Kdm6b-cKO. Instead, we found that there was a dramatic reduction in number of preadipocytes detected in Kdm6b-cKO skin compared to the WT control (1,081 in WT, 238 in Kdm6b-cKO), along with a large decrease in the number of lymphatic vasculatures (Figs 5C and D, and EV3A and B). This observation coincides with previous studies reporting the relationship between dermal fibroblasts, dermal preadipocytes, and endothelial vasculature niche (François *et al*, 2008; Tang *et al*, 2008; Gupta *et al*, 2012; Jiang *et al*, 2014; Martinez-Corral *et al*, 2015; Pichol-Thievend *et al*, 2018; Stone & Stainier, 2019; Oliver *et al*, 2020). We next performed a differential gene expression analysis comparing the two conditions using Diffxpy, a more optimized package for statistical testing of single-cell

# A Tissue Specific Ablation of the Catalytic Domain of Kdm6b/Jmjd3 in Fibroblasts

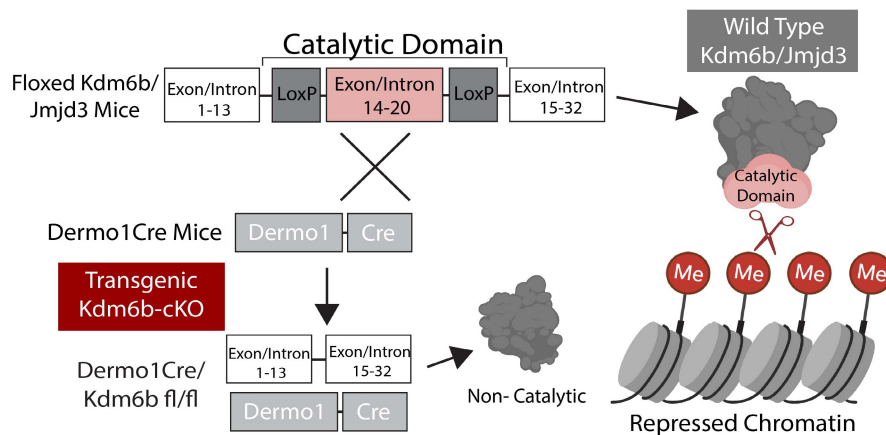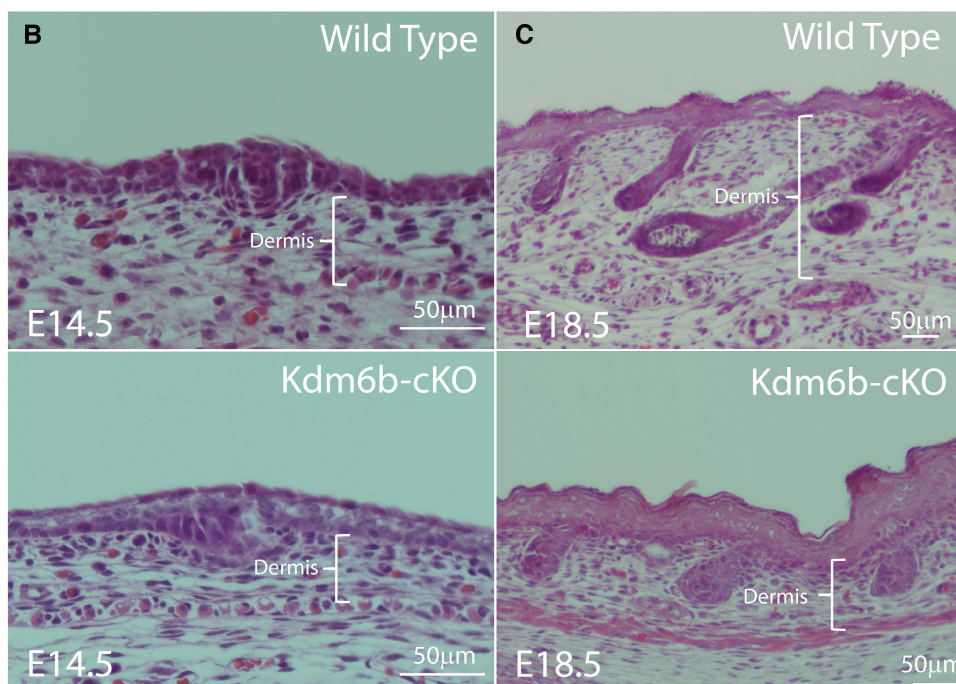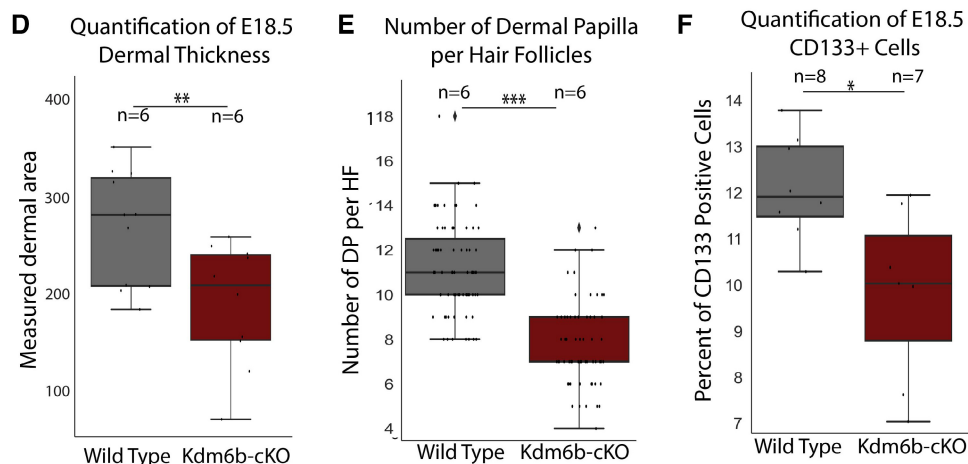

Figure 4.

**Figure 4. Kdm6b/Jmjd3 regulates DFP differentiation.**

- A Transgenic approach to specifically knock-out Jmjd3 in murine model.  
 B, C H&E staining for histological analysis of E14.5 and E18.5 WT and Kdm6b-cKO skin.  
 D Quantification of E18.5 thickness comparing E18.5 WT and Kdm6b-cKO skin ( $P$ -value < 0.01).  
 E Changes in number of Dermal Papilla per Hair Follicle between WT and Kdm6b-cKO.  
 F Quantification of flow cytometry comparing the percentages of CD133 positive cells between E18.5 WT and Kdm6b-cKO dermal prep.  
 Source data are available online for this figure.

data (Materials and Methods). We found that there are 472 genes downregulated in Kdm6b-cKO fibroblasts compared to WT. GO analysis of this list revealed that the differences in gene expression were related to the formation and differentiation of the Preadipocytes population, which revealed that biological processes such as Lipid metabolic process, Brown fat cell differentiation, Fatty acid metabolic process, and White fat cell differentiation were significantly enriched (Figs 5E and EV3D–I). These differences were driven by the significant changes in the number of Preadipocytes between the two conditions, so genes such as *Fabp4*, *Adipoq* are significantly downregulated in Kdm6b-cKO fibroblasts (Fig 5F and G). In summary, our histological and scRNA-seq analyses revealed that the ablation of Kdm6b/Jmjd3 demethylase activity in the dermis inhibited the differentiation of DFPs to specific fibroblasts cell fates, while the transient states of Papillary and Reticular were less impacted.

#### Kdm6b regulates the epigenetic programming of DFP differentiation into functional dermal papilla

Despite the significant impact on the development of the dermis and Dermal Papilla, scRNA-seq data of Kdm6b-cKO skin did not capture

large changes in genes associated with dermal papilla function. We hypothesize that the dermal papilla transcriptomic profile reflects the specialized niche environment and epidermal signals, and that Kdm6b/Jmjd3 ablation will alter the intrinsic H3K27me3 epigenetic programs of Kdm6b-cKO fibroblasts. To investigate the altered epigenetic profile, we performed H3K27me3 ChIP-seq comparing E18.5 WT and Kdm6b-cKO fibroblasts (Fig 6A). We found that E18.5 Kdm6b-cKO fibroblasts have an increase in the number and level of H3K27me3 peaks (Fig 6B and C). Compared to the average of 26,228 peaks called in E18.5 WT, Kdm6b-cKO fibroblasts had a large increase of peaks to 42,331 H3K27me3 peaks (Fig 6C). Visualizations of H3K27me3 peaks using heatmaps (Fig 6B) and coverage plots across the whole genome (Fig EV4D) highlighted the apparent increase in H3K27me3 repressive peaks of the same regions in Kdm6b-cKO fibroblasts, since the majority of called peaks overlapped between WT and Kdm6b-cKO (Fig EV4A). We next performed differential peaks analysis using DiffBind to identify significant changes between the two conditions, which resulted in 1916 Kdm6b-cKO peaks compared to 29 peaks in WT fibroblasts (Fig EV4B). GO analysis of the Kdm6b-cKO revealed significantly increased peaks for enrichment of biological processes such as Potassium ion transmembrane transport, Signal

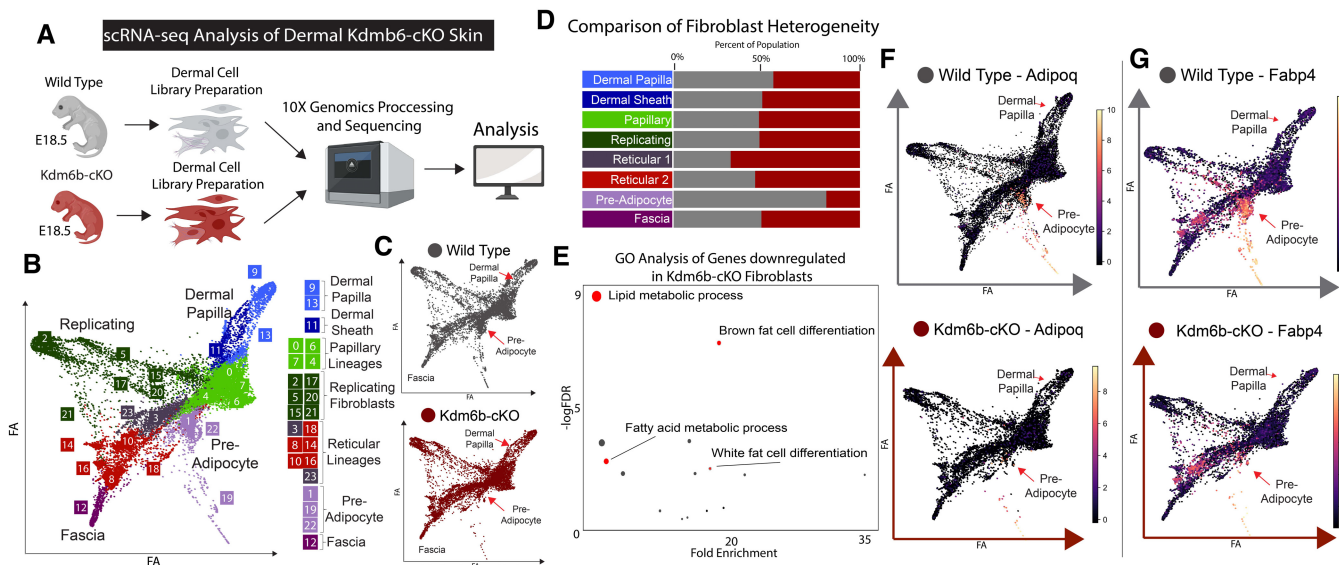**Figure 5. scRNA-seq analysis of Wild Type and Kdm6b-cKO mouse fibroblasts.**

- A Experimental strategy to generate single-cell RNA-seq data from E18.5 WT and Kdm6b-cKO mice.  
 B, C PAGA embedded plots showing cell clusters of integrated E18.5 WT and Kdm6b-cKO fibroblasts.  
 D Bar plots showing the contribution of each condition (WT and Kdm6b-cKO) to each fibroblast sub-cell types.  
 E GO analysis of Genes significantly downregulated in Kdm6b-cKO fibroblasts.  
 F, G PAGA plots showing the expression levels of Adipogenic genes *AdipoQ* and *Fabp4* between WT and Kdm6b-cKO.  
 Source data are available online for this figure.

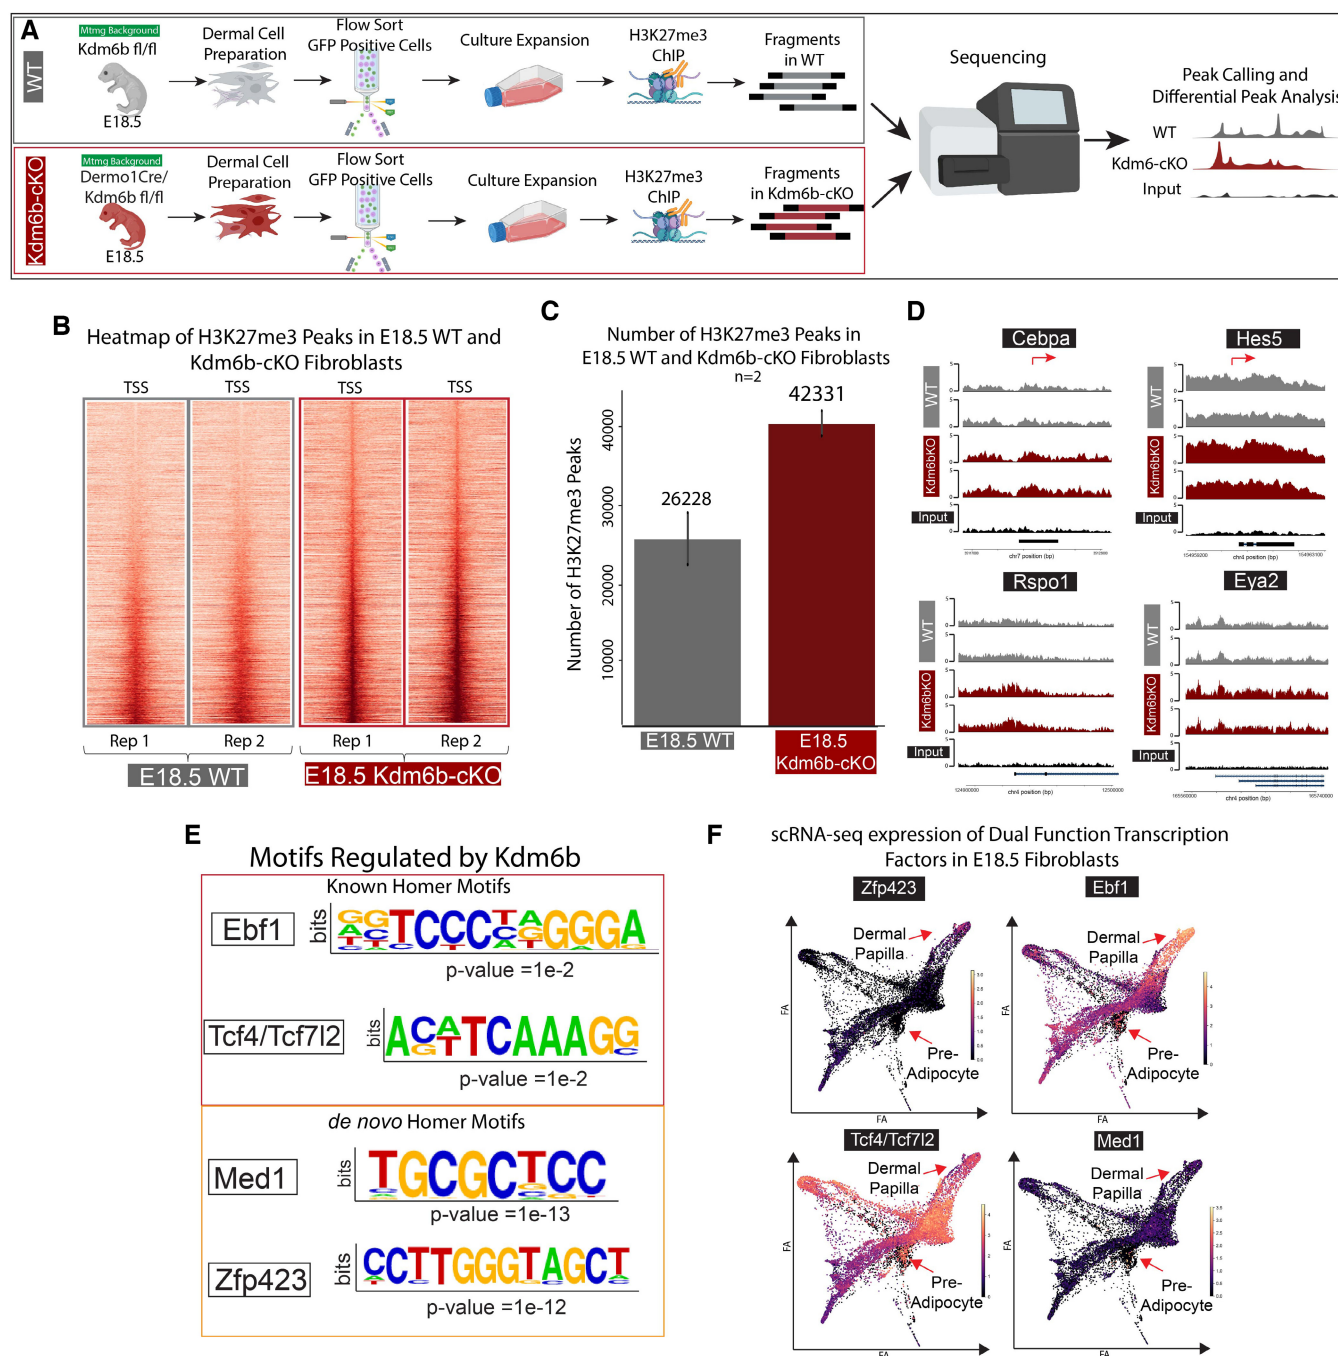

**Figure 6. Kdm6b regulates epigenetic de-repression of dual-function Adipogenic and Dermal Papilla transcription factors.**

A Experimental design for H3K27me3 ChIP-seq comparing E18.5 WT and Kdm6b-cKO.

B Heatmaps depicting the changes in H3K27me3 peaks in Kdm6b-cKO fibroblasts.

C Bar plots showing the number of H3K27me3 peaks called in E18.5 WT and Kdm6b-cKO Fibroblasts.

D Track plots of relevant transcription factors loci for Dermal Papilla and Preadipocyte lineage commitment (Cebpa, Rspo1, Eya2, and Hes5).

E Homer motif analysis of significantly repressed peaks in Kdm6b-cKO fibroblasts.

F scRNA-seq expression levels of Motifs regulated by Kdm6b activity.

Source data are available online for this figure.

transduction, Cell differentiation, Multicellular organism development, Cell-cell signaling, and Neuron differentiation (Fig EV4C). We did not observe processes directly related to the skin, hair follicle, and

dermal white adipocyte differentiation being enriched, even in the present of important genes for Dermal Papilla and Preadipocyte such as Cebpa, Hes5, Rspo1, and Eya2 (Fig 6E; Sennett *et al*, 2015; Mok

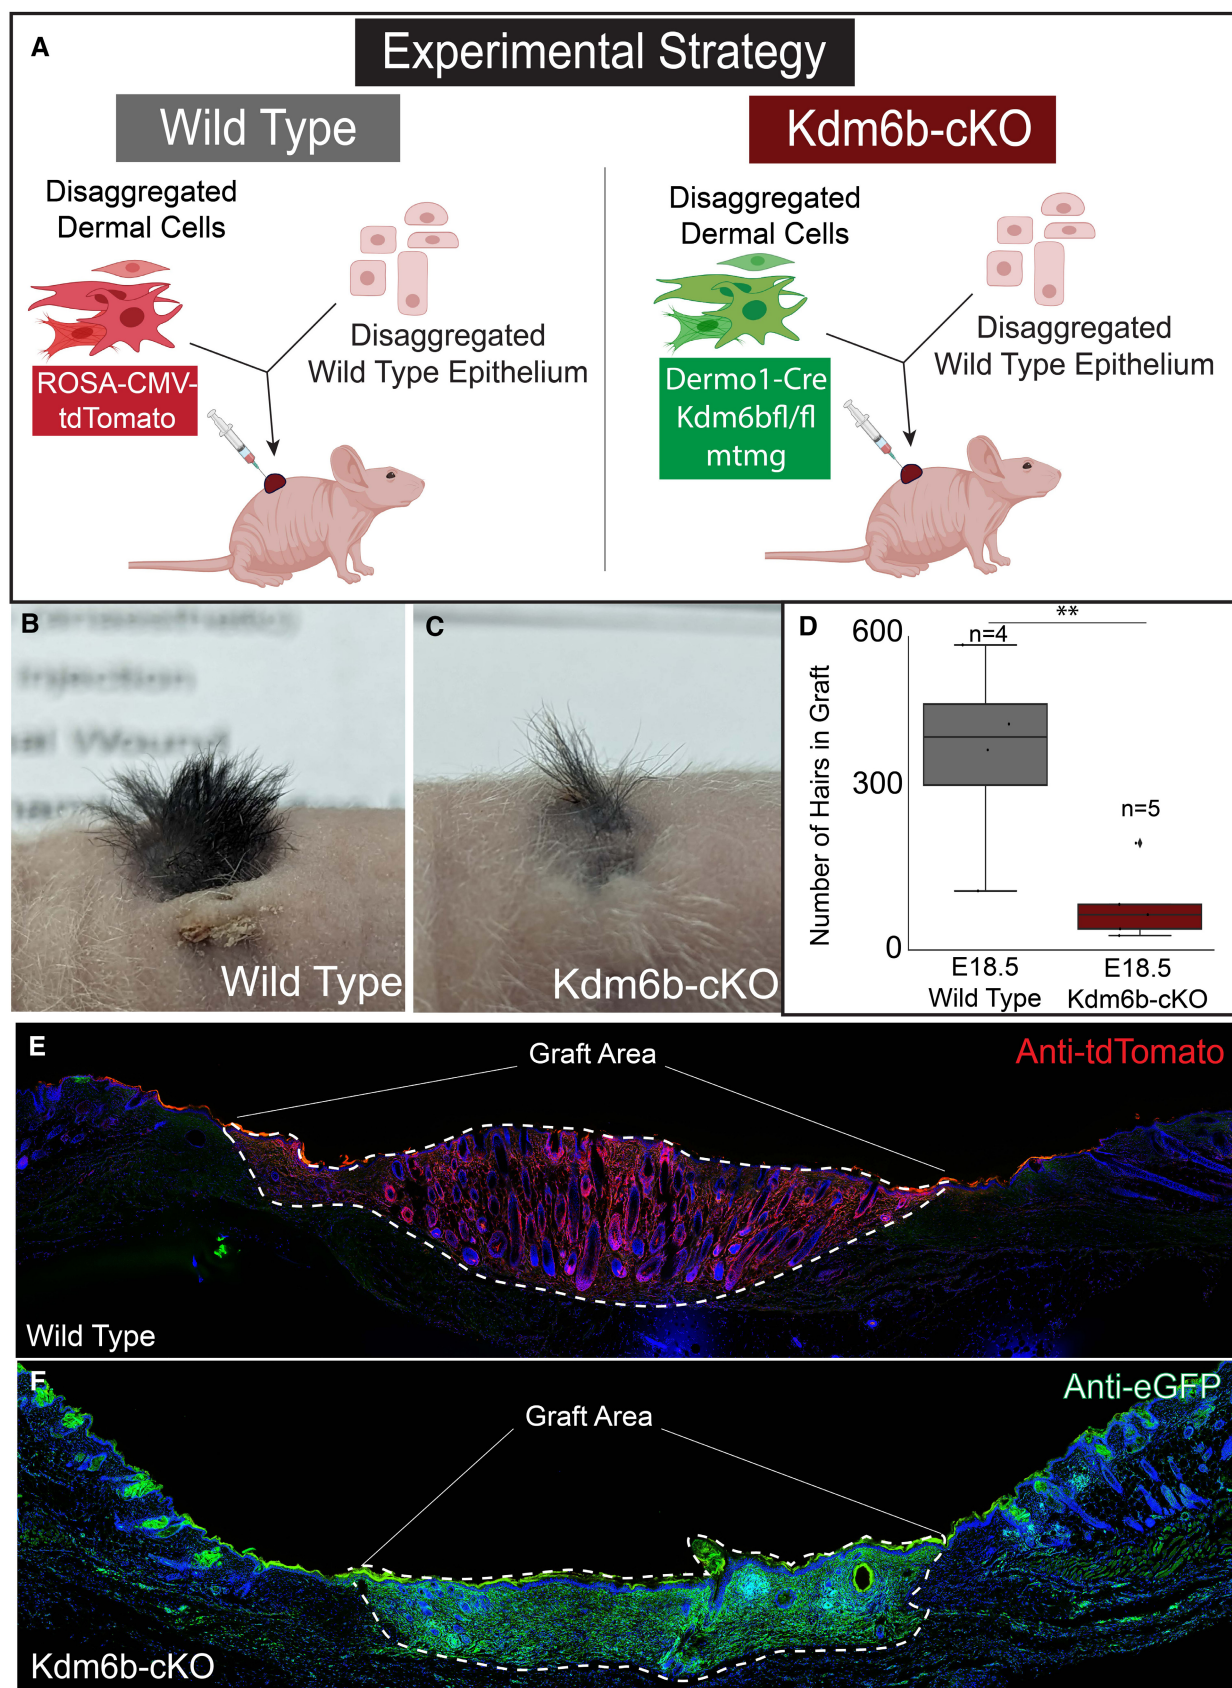

Figure 7.

**Figure 7. Kdm6b regulates DFP differentiation into fully functional Dermal Papilla.**

- A Experimental strategy for skin reconstitution assay (chamber grafting assay) to analyze the hair forming potential of E18.5 Fibroblast of WT and Kdm6b-cKO dermis.  
 B, C Images of hair follicle formations within grafted area comparing WT and Kdm6b-cKO Fibroblasts.  
 D Quantification of hair follicles reformed in chamber grafting assays.  
 E, F Immunofluorescence analysis of WT and Kdm6b-cKO grafted area to verify contribution to skin reconstitution.

Source data are available online for this figure.

*et al*, 2019). When comparing with the transcriptomic changes induced by Kdm6b ablation, we found an overlap of 38 genes between genes downregulated in Kdm6b-cKO scRNA-seq and increase in ChIP-seq data, with many of them have been shown to be important in the development of Dermal Papilla (Fig EV4E). Our results confirmed that genes associated with dermal papilla function are regulated by Kdm6b/Jmjd3 demethylase at the epigenetic level, while other epigenetic modulators could compensate for Jmjd3 function.

To assess the role of epigenetic regulation in Dermal Papilla functions, we hypothesized that the ablation of Kdm6b/Jmjd3 in DFPs will lead to inaccessibility of transcription factor binding sites that regulate fibroblast lineage functions. To address this hypothesis, we utilized the motif finder Homer to screen for binding motif enrichment in the significant peaks regulated by Kdm6b (Fig 6F; Heinz *et al*, 2010). The known Homer motifs revealed an enrichment of Ebf1, Tcf4/Tcf7l2-binding motifs in peaks that were increased in Kdm6b-cKO fibroblasts, while the *de novo* Homer motifs detected the significant enrichment of dermal adipocyte differentiation transcription factors Med1 and Zfp423 (Fig 6F; Gupta *et al*, 2010, 2012; Harms *et al*, 2015; Shao *et al*, 2016; Biferali *et al*, 2021). Interestingly, the expression of these transcription factors was not specific to just Dermal Papilla or Preadipocyte, but these were expressed throughout fibroblasts populations (Fig 6G). This result suggested that they might have distinct roles in both Adipogenesis and Dermal Papilla functions.

Since Kdm6b-cKO mice are neonatally lethal, we performed a chamber grafting assay to evaluate the postnatal potential of the mutant dermis to forming functional dermal papilla that support hair reformation. In order to confirm the contribution of mutant dermis within the grafting assay, we generated a triple transgenic mouse line that harbors the dermal-specific Kdm6b deletion with the mTmG mouse line (Fig 7A). Wild-type cell dermal populations were tracked utilizing the mTmG mouse line. Our analysis of the chamber grafting experiment after 28 days post surgery revealed that hair follicle reformation was robust when wild-type E18.5 dermis was used to seed the dermal component of the graft (Fig 7B and D). However, when E18.5 Kdm6b-cKO dermis was used to seed the chamber grafts (Fig 7C and D) hair follicle reformation was almost ablated despite significant contribution to the graft (Fig 7E and F). Overall, we concluded that DFPs differentiation into distinct cell fates and lineages was programmed by the establishment of unique open chromatin profiles, which is mediated by Kdm6b demethylase activity removing H3K27me3 markers as specific, functional genes loci.

## Discussion

### Defining the epigenetic state of a dermal fibroblast

Recent studies have demonstrated that stem cells require extensive chromatin accessibility priming prior to lineage commitment

(Buenrostro *et al*, 2018; Ranzoni *et al*, 2021). The accessible chromatin profiles of dermal fibroblasts and other cell types could reflect their potential to differentiate into a terminal fate (Li *et al*, 2017; Adam *et al*, 2018; Ma *et al*, 2020; Kim *et al*, 2022; Thompson *et al*, 2022). Here, we discovered that DFPs possess inaccessible chromatin profiles at differentiation specific genes required for lineage commitment. The inaccessible and unprogrammed chromatin profiles of E14.5 DFPs compared to the differentiating fibroblasts helped explain the inability of E14.5 dermis to support HF reformation in the chamber grafting assay (Figs 1 and 2D). Moreover, our scATAC-seq data confirmed the bifurcation of distinct fibroblast lineages during embryonic development (Sorrell & Caplan, 2004; Driskell *et al*, 2013). We found that Upper DFPs possessed the most stem-like chromatin profiles with the least number of accessible peaks. Papillary and Dermal Papilla are closely associated with each other, where significant differential peak analysis and integration with RNA velocity driver genes showed the large overlapping regions between them (Figs 2F and EV1D). In addition, our integrative RNA velocity and scATAC-seq analysis revealed a stepwise arrangement of accessible chromatin for DFP differentiation, where Dermal Papilla possess the most unique chromatin architecture, but genes specific for Papillary fibroblasts also remain accessible in the Dermal Papilla (Fig 2F). This result confirmed our previous finding of fibroblasts states and fates, with the Dermal Papilla and Preadipocytes being two defined terminal fates for DFP differentiation (Thompson *et al*, 2022).

Our investigation of the regulation of chromatin architecture by epigenetic histone modifications revealed that DFP differentiation occurs through specific derepression of chromatin to support fibroblast lineage function. We found that DFPs required a significant decrease in H3K27me3 levels in genes associated with differentiating fibroblasts functions such as Sox18, Alpl, Cebpa, and Pparg. Notably, during the differentiation process, we only observed a small increase in H3K27me3 markers (24 peaks) (Fig 3B–F). Our result suggested that the opening of chromatin accessibility profiles is correlated with the demethylation of H3K27me3 from E14.5 and during fibroblast lineage commitment. This finding confirms the epigenetic regulation of stem cell differentiation where the PRC2 complex is needed to trimethylate H3K27 and repress genes required for cellular differentiation (Boyer *et al*, 2006; Lee *et al*, 2006; Ezhkova *et al*, 2009; Wang *et al*, 2010; Thulabandu *et al*, 2018). Our model suggests that after Ezh2 establishes an epigenetic profile of early dermal fibroblast progenitors that requires Kdm6b/Jmjd3 activity to initiate chromatin derepression at differentiation genes.

### Mechanisms regulating adipogenesis and dermal papilla lineage commitment

Lineage tracing and single-cell studies have demonstrated the importance of fibroblast lineages commitment of DFPs in skin development

and homeostasis (Driskell & Watt, 2015; Griffin *et al*, 2020; Plikus *et al*, 2021). Genetic ablation of Jmdj3/Kmd6b in dermal fibroblasts revealed an inhibition of DFPs to differentiate into terminal fates such as functional Dermal Papilla and Adipocytes. Interestingly, the fibroblast states of papillary and reticular lineages appeared to be unaffected. We found that even though hair follicle morphogenesis was initiated and that Dermal Papilla were observed, Kdm6b-cKO hair follicles appeared stunted and underdeveloped (Fig 4C). Our single-cell RNA-seq experiment comparing WT and Kdm6b-cKO skin revealed a major decrease of Preadipocytes in Kdm6b-cKO but not Dermal Papilla (Fig 4I). It is possible that the existence of other epigenetic regulators and histone marks such as bivalency with H3K4me3, or the acetylation of H3K27me3, may regulate the formation but not the function of Dermal Papilla. Our scRNA-seq comparing WT and Kdm6b-cKO skin also detected the significant upregulation of Chromatin Modification GO process, indicating a compensation mechanism to remodel and program the chromatin profile bypassing H3K27me3 demethylation (Fig EV4D and E). Our H3K27me3 ChIP-seq evaluating E18.5 WT and Kdm6b-cKO fibroblasts validated the ablation of Kdm6b/Jmdj3 which led to the increase in H3K27me3 levels across the genome. Motif analysis of significantly increased H3K27me3 peaks in Kdm6b-cKO fibroblasts revealed an array of transcription factors that might possess dual-functions. These transcription factors such as Ebf1, Zfp423, Tcf7l2 are not distinctly expressed across fibroblast lineages, even though they have been shown to play important roles in adipogenesis and Dermal Papilla function (Fig EV5A–D; Gupta *et al*, 2010; Festa *et al*, 2011; Lien *et al*, 2014). After the integration of scATAC-seq data with our ChIP-seq data, we discovered that these transcription factors might regulate different sets of downstream genes in different cell types (Fig EV5B). Overall, our data suggested that the chromatin accessibility profiles can dictate the potential of fibroblast commitment to the terminal fates, and that Kdm6b/Jmdj3 demethylation regulates this process. The differential activity of Kdm6b/Jmdj3 in diverse fibroblast lineages acts as a mechanism to regulate the dual-function of non-unique transcription factors. Finally, we have also reconstructed a high-resolution molecular blueprint of dermal fibroblast differentiation processes across multiple modalities including transcriptomic, accessible chromatin profiles, and epigenetic markers to define DFPs and distinct fibroblast fates, freely accessible at [our webtool](#).

## scATAC-seq provides insights into the regulation of progenitor cell differentiation and adult tissue homeostasis

Recent studies have characterized the single-cell chromatin profiles of fibroblasts in murine skin wound healing. In regular scarring wounds, Foster *et al* (2021) found different populations of fibroblasts with distinct putative roles (Foster *et al*, 2021). While comparing large WIHN and small scarring wounds, another study defined the distinct chromatin landscapes of regenerative and scarring fibroblasts (Abbasi *et al*, 2020), although the competent regenerative fibroblasts might arise from the periphery regenerative fibroblasts (Phan *et al*, 2021). Biernaskie and colleagues have also discovered the inaccessible inflammatory regulome in reindeer fibroblasts which could lead to the regenerative states found in reindeer's velvet (Sinha *et al*, 2022). Altogether, these studies indicated that the dynamic cellular state of dermal fibroblasts is defined by accessible chromatin profiles, and that manipulation of distinct regulatory mechanisms to achieve a regenerative fibroblast state might hold the key to promoting scarless wound healing. Alternatively, there may not be an advantage for achieving a 'stem-like' fibroblast state but to utilize and achieve optimal populations of different committed fibroblast populations that arise from their distinct lineages. Our current study provides an in-depth analysis looking at the changes in chromatin architecture happening during embryonic development while establishing the ground state of accessible chromatin, transcriptomic, and epigenetic profiles for DFPs and differentiating fibroblasts.

In the context of aging, dermal fibroblasts have been shown to have lost their cellular identity at transcriptomic and epigenetic levels (López-Otín *et al*, 2013; Salzer *et al*, 2018; Yang *et al*, 2023). Future studies will require the identification of the homeostatic chromatin states in different fibroblast populations to activate fibroblasts to resist the effect of chronic aging. Our molecular blueprint will provide the reference points of differentiating fibroblasts in embryogenesis and postnatal dermis to help determine the chromatin profiles of how fibroblast heterogeneity was established.

## Materials and Methods

### Reagent Tools table

**Reagents and Tools table** (continued)

Reagents and Tools table (continued)

## Methods and Protocols

### Mouse models

All animal procedures in this study were in accordance with protocols approved by Washington State University Institutional Animal Care and Use Committee ASAF #6723, #6724, #6726. Mice were derived from C57BL/6 background. The following transgenic mouse lines were used in this study: Twist2-Cre (RRID:MGI:3840442), Kdm6b<sup>fl/fl</sup> (RRID:IMSR\_JAX:029615), ROSA26<sup>mT/mG</sup> (RRID:IMSR\_JAX:037456).

### Single-cell suspension digestion

Tissues were collected from embryonic E14.5, E18.5, and P5 mice skins. Cells isolation procedure described previously was followed to obtain single-cell suspension from tissues (Jensen *et al*, 2010).

### Histological analysis

Tissues were collected from mice back skins. For formalin-fixed paraffin-embedded, tissues were fixed with 4% paraformaldehyde in 1× PBS overnight. Hematoxylin and Eosin staining were done with 5 μm-thick sections. Colored images were taken with Nikon E600 and Nikon DS-Fi3 camera. Horizontal wholemount preparation

was done as previously published (Salz & Driskell, 2017). Immunofluorescent images were taken with Leica SP8 confocal microscope at 20× objective. Analysis and quantification of H&E images were given unique ID and scored by a blinded researcher.

### Chamber allografting assay

This procedure was performed as previously described (Jensen *et al*, 2010). A  $8 \times 10^6$  WT neonatal epidermal cells were combined with  $10^6$  dermal cells from different timepoints or from different transgenic lines. Combination of cells were injected into silicone chambers grafted on 6 mm circular dorsal wounds in Foxn1<sup>-/-</sup> mice. Collection of grafted areas were done 28 days post-surgery.

### Single-cell gene expression

Single-cell suspensions from E14.5, E18.5, P5 were processed separately for 10× Genomics Single Cell 3' Gene Expression (v2) PN-120237, targeting 10,000 cells per library. Libraries were sequenced on Illumina HiSeq 4000 (100 bp Paired-End). Fastq files were aligned to mm10 reference genome using Cell Ranger version 6.0.0.

Single-cell suspensions of E18.5 WT and Kdm6b-cKO dermal preparations were processed separately for 10× Genomics Single Cell 3' Gene Expression kit (V3.1) PN-1000128, targeting 10,000 cells per

library (3 mice each, pooled into 1 library for each condition). Libraries were sequenced on Illumina NovaSeq6000 (100 Paired-End). Fastq files were aligned to mm10 reference genome using CellRanger version 6.0.0. Loom files were generated from CellRanger alignment outputs via velocity packages for RNA velocity analysis (La Manno *et al*, 2018). Analysis of scRNA-seq data were done using Scanpy and Sevelo (Wolf *et al*, 2019; Bergen *et al*, 2020).

Low-quality and doublet cells were filtered by larger than 5,000 genes or less than 700 genes, less than 10 percent mitochondrial genes. Data were normalized to 10,000 reads per cells, log transformed, then scaled to maximum standard deviation 10. Integration and batch-correction by Time were done using Scanorama (Hie *et al*, 2019). Differential gene expression was calculated using Diffxpy (<https://github.com/theislab/diffxpy>).

Partition-based graph abstraction (PAGA) was used to infer the trajectory of continuous cell transitions while preserving the global topology of data (Wolf *et al*, 2019). RNA velocity analysis was done using dynamical model to retrieve latent time (Bergen *et al*, 2020).

For the time points scRNA-seq in Fig 1, we aimed to investigate the differentiation trajectories of dermal progenitor fibroblasts across three different time points that were sequenced separately. To establish the continuous transition states of fibroblasts among these development time points, Scanorama was used to integrate and correct for batch effect. We next utilized PAGA to provide.

All codes used to analyze this data is available on our github page.

#### Single-cell assay for transposase-accessible chromatin

Dermal cells were collected and digested into the single cell suspension from 3 individual mouse embryos pooled together for each sample. Nuclei isolation from single cell suspension were prepared targeting 10,000 nuclei per library. Isolated nuclei were processed using 10× Genomics Single Cell ATAC v2 (CG000496). Libraries were sequenced on Illumina NovaSeq 6000 (100 bp Paired-end). Fastq files were aligned to mm10 reference genome using Cellranger-atac version 2.1.0. Cellranger outputs including Peaks called, Fragments, and metadata were used for downstream analysis with Signac in R (Stuart *et al*, 2021). Basic filtering and preprocessing were done screening for Peak region fragment < 100,000 and Percent reads in peaks > 40%. Clustering analysis was done using latent semantic indexing (LSI) (Cusanovich *et al*, 2015), dimension reduction was carried out by UMAP (McInnes *et al*, 2018). scRNA-seq integration with scATAC-seq data for cell type classification was done by Signac Label Transferred methods using scRNA-seq fibroblasts object and scATAC-seq fibroblast object (Stuart *et al*, 2021). To improve the peaks calling sensitivity and accuracy, we performed Peak Call within Signac using MACS2 function (Zhang *et al*, 2008). Differential accessible peaks between clusters were calculated using FindMarkers() function within Signac. Motif binding sites analysis of specific cell type was done using Motif-MatchR (<https://greenleafab.github.io/motifmatchr/>).

To generate the peaks heatmap in Fig 2, we performed the differential peaks analysis to isolate the list of peaks associated with distinct fibroblast clusters in scATAC-seq data in Signac. Within each cluster, we filtered and retained the list of peaks that are associated with genes found in the velocity driver genes of the same cell type from scRNA-seq analysis.

Codes used to analyze this data is available on our github page.

#### Chromatin immunoprecipitation sequencing (ChIP-Seq)

Dermal preparation of E14.5, E18.5 WT; E18.5 WT and Kdm6b-cKO murine skins ( $n = 2$  for each sample) were expanded in culture to reach  $2 \times 10^7$  cells in AmnioMAX complete medium. ChIP assay was done using SimpleChIP Plus Enzymatic Chromatin IP kit (magnetic beads) #9005 from CellSignalling and H3K27me3 antibody (Active Motif RRID:AB\_2561020). ChIP samples were prepared with Kapa Hyper prep kit. Libraries were sequenced on Illumina NovaSeq 6000 (100 bp Paired-End). Fastq ChIP-seq files were aligned using bowtie2 and converted to sorted bam files and BED files. E18.5 WT and Kdm6b-cKO samples were subsampled to equivalent read depths as other samples ( $6 \times 10^7$  reads per sample). Peak called was done using MACS2 with --broad option and --broad-cutoff  $q$ -value = 0.01. Visualization of ChIP-seq data was done using ChIP-seeker for CoveragePlot (Wang *et al*, 2022), Eseq for Tracksplot (Lerdrup & Hansen, 2020). Differential ChIP-seq calculation was done using DiffBind (Ross-Innes *et al*, 2012; Stark & Brown, 2016).

Motif Analysis was done using HOMER findMotifs function (Heinz *et al*, 2010).

#### Flow cytometry

E18.5 single-cell suspension from WT and Kdm6b-cKO mice were stained with primary antibody and secondary antibody for 1 h each with 3× PBS washes in between and after. Flow sorting of cells were done on Sony SH800 Flow Sorter. Flow analysis were done on ThermoFisher Attune Flow Cytometer.

#### Statistical analysis

Histology data comparing two groups were tested for normality using Shapiro–Wilk, equal distribution using Levene, and  $t$ -test for independent samples if assumptions are met, otherwise we used Wilcoxon Rank Sum test. Single-cell RNA and ATAC data statistical tests were done using nonparametric Wilcoxon Rank Sum test.

## Data availability

We have uploaded the sequencing data to NCBI GEO-datasets. The files can be found according to the following GSE numbers: GSE227257 (<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227257>) – scRNA-seq of E14.5, E18.5, and P5 murine skin; GSE227262 (<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227262>) – H3K27me3 ChIP-seq of E14.5 and E18.5 murine dermis; GSE233161 (<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233161>) – scATAC-seq of E14.5 and E18.5 murine skin; GSE227256 (<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227256>) – scRNA-seq of E18.5 WT and Kdm6b-cKO murine skin; GSE227262 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227262>) – H3K27me3 ChIP-seq of E18.5 WT and Kdm6b-cKO murine skin.

**Expanded View** for this article is available [online](#).

#### Acknowledgements

This work was supported by NIH National Institute of Arthritis and Musculoskeletal and Skin Diseases (NIAMS) R01 AR078743. We would also like to acknowledge the Franceschi Microscopy & Imaging Center at Washington

State University; Center for Reproductive Biology (Melissa Oatley); Gene Editing Reagent Core at Washington State University (Lisette Maddison, Deqiang Miao); Washington State University Functional Genomics Initiative; This publication includes data generated at the UC San Diego IGM Genomics Center utilizing an Illumina NovaSeq 6000 that was purchased with funding from a National Institutes of Health SIG grant (#S10 OD026929); Genomics & Cell Characterization Core Facility (GC3F) at University of Oregon; Laboratory for Biotechnology and Bioanalysis at Washington State University (Derek Pouchnik, Mark Wildung, and Weiwei Du), QMP, JM was supported by a National Institute of General Medicine Sciences training grant (T32GM008336), QMP was supported by Poncin Fellowship.

How the deposited data were processed for this re-analysis (not part of the article)

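H3K27me3 ChIP-seq was analysed in 4 libraries of wild-type mouse dermal fibroblasts, 2 at E14.5 and 2 at E18.5, from a separate peak list for each library. The authors aligned the reads with bowtie2 and called broad peaks with MACS2 at a q-value threshold of 0.01, and the replicates were not pooled. The methods do not name the control used for the peak call, the read filters or the genome build of the ChIP-seq. In the lists the authors deposited, each peak has a fold enrichment, the ratio of its pileup to the local background averaged over the peak. Each peak also has a −log10 p-value and a −log10 q-value, as the authors' peak caller gave them. These values were used only to describe, rank or filter peaks within a list, apart from the comparison of −log10 p-values at equal fold enrichment reported with the other observations. The lists give no read counts, so the depth of each library could not be read from them and the precision of a single peak is unknown. For E18.5 wild-type and Kdm6b-cKO samples, the methods give subsampling to a stated number of reads per sample, equivalent to the depth of other samples. Whether it covers the E18.5 libraries analysed here is not clear. A peak that is absent from a list can lie just under its threshold, and the threshold adapts to each library. The lowest −log10 p-value was 3.95 and 4.15 in the E14.5 lists and 4.44 and 4.62 in the E18.5 lists.

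Peak positions were read in GRCm38. Genes came from the GENCODE release vM21 annotation of that build, with 55536 genes, 22028 of them protein-coding, and 132850 transcription start sites. Peaks of the 4 lists that overlapped by at least 1 bp were merged into regions. A region or a gene was scored by the presence of a peak, with a window of 3000 bp either side of a start site for genes. The intervals of a stage were the intersection of the peaks of its 2 replicates, and the overlap of the stages was set beside 100 random placements on the same chromosomes. The number of peaks and the covered length were compared by an exact permutation test, two-sided, with 3 splits. Regions and genes present at a single stage were set beside the other 2 ways of pairing the libraries. Gene families were fixed by symbol and tested by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 14 families, against the genes marked in both E14.5 libraries.

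The genes named by rule are Sox18, Alpl, Cebpa and Pparg with each library's peaks, the 19 other genes the paper shows in tracks, accessibility plots or modifier panels, and the genes at the 5 regions with the highest mean rank by fold enrichment among those present at a single stage. The Eya2, Stmn2 and Hes5 lengths, the family members, the Hox genes and the Speer genes were chosen for mention after their values were seen. To ask whether reads could come from repeated sequence, regions were divided into 100 bp pieces, which were mapped to the reference with minimap2 2.31-r1302, and a mapping quality of at least 30 was read as a match to 1 place. A peak on chromosome Y was counted as having a copy on X when at least 50% of its pieces matched X without a mismatch.

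The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. They were tested on simulated data. In 4 simulated lists with 6700 planted regions, those planted in all lists or in both lists of a single stage were recovered in number (100%). Only these totals were compared, and regions planted in a single list were not counted. In simulated sets of 6441 genes, the family test found the changed families in 99.5% of the cases and called 0.25% of the unchanged families. The changed families there were larger than the Sox, Fox and protocadherin families tested here (17, 29 and 15 marked genes). Their genes were also drawn independently, so these rates do not describe small families or neighbours that share peaks.

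The alternatives set before the data were examined were stricter thresholds on the −log10 q-value (3 and 5), a minimum peak width of 1000 bp, autosomes only, merging of peaks within 3000 bp, lists of equal number, other rules for overlap and for assigning peaks to genes, protein-coding genes only, means of the decreases within replicate numbers, and leaving out each library in turn. A −log10 p-value of at least 5, 6 and 8, lists of equal covered length, and further settings of the family test were added afterwards. Also added afterwards were combinations of the gene rules. In all, 12 combinations of window, gene body or nearest start site, of both or either replicate, and of all or protein-coding genes were run. Genes at E18.5 only are given for all 12, because some combinations were first tried while looking at the counts of Fig 3D. The input library, the differential binding analysis, the Gene Ontology analysis and the signal tracks of the paper were not repeated here, since they need reads or annotations beyond the peak lists.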

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

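The comparison of the X chromosome shares was set before the data were examined, and the search for X copies of the Y peaks was chosen after the result was seen. E14.5 replicate 2 had 1035 peaks on the X chromosome, against 179 in E14.5 replicate 1 and 69 and 58 in the E18.5 libraries. The paper does not report on the X chromosome. The X chromosome held 3.37% of the covered length in E14.5 replicate 2 and 0.699%, 0.60% and 0.643% in the other 3 libraries. Peaks near start sites marked 147 of 948 protein-coding X genes in that library, against 76, 36 and 36. On the other chromosomes it marked a smaller share of protein-coding genes (20.8%) than E14.5 replicate 1 (25.0%), so the excess is not a matter of a longer list.

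A candidate explanation is a different mix of female and male embryos between the libraries, since female cells carry an inactive X chromosome rich in H3K27me3 and no Y chromosome. Equal shares of covered length on X would have spoken against it, and the share was 3.37% in E14.5 replicate 2 alone. That share restates the excess of X peaks that raised the explanation, so it is not a separate test of it. Both Y peaks of E14.5 replicate 2 have a copy on X. The other libraries had 5, 19 and 12 Y peaks without such a copy, and 3 regions on Y had a peak in each of those libraries and not in E14.5 replicate 2. Many Y peaks lie in repeated sequence, with 8.33% to 29.5% of their pieces matching 1 place, which weakens this second comparison. E14.5 replicate 2 may thus hold mostly female cells and the other 3 libraries some male cells. The sex of the embryos is not given in the sample labels, so this stays a hypothesis, and a change of the X chromosome between the stages was not tested apart from it. The X shares do not bear on a swap of libraries between the stages, which was not tested. With autosomes only, the decrease was 53.0% in the number of peaks and 59.2% in covered length.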

How the results depend on the processing

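The lists of equal covered length, the −log10 p-value thresholds, 7 combinations of gene rules, and the autosomal and equal-number settings of the family test were chosen after the result was seen. The decrease in the number of peaks stayed between 44.8% and 61.2% over its 9 alternatives, less than 1 SD of the single-library comparisons (12.5) from its value. The decrease in covered length kept its direction too and moved beyond that spread only with an equal number of top peaks (44.5%). Across the 4 fits that each left out a library, the ranges were 45.3% to 62.7% for the number of peaks, 46.5% to 67.5% for covered length, 74.2% to 96.3% for the overlap of E18.5 intervals and 93.6% to 98.9% for the share of E18.5 genes. The counts ranged from 4345 to 14158 regions and 1764 to 4548 genes at E14.5 only, and from 169 to 1083 regions and 44 to 322 genes at E18.5 only. Fewer lists to match raise the counts of regions by construction. For genes, leaving out a library can only enlarge the set marked at its stage. Genes at that stage only can then not fall, and genes at the other stage only can not rise. For the size of these changes and for the other values, the cause was not tested.

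The regions present at E14.5 only fell to 1473 with a −log10 q-value of at least 5, 2429 with peaks of at least 1000 bp, 2485, 1552 and 1202 with a −log10 p-value of at least 5, 6 and 8, and 718 with an equal number of top peaks. The regions at E18.5 only were 83 and 23 with a −log10 q-value of at least 3 and 5, 48 with peaks of at least 1000 bp, 73 after merging within 3000 bp, 80 and 23 with a −log10 p-value of at least 6 and 8, and 351 with an equal number of top peaks. Genes at E18.5 only were 36, 10 and 32 with those q-value and width thresholds. The cause was not tested. With each of these thresholds and with merging, more regions were present at E14.5 only than at E18.5 only. So it was with an equal number of top peaks, but there it is in part built in, since those lists still cover more length at E14.5, and it was not read as support for the direction. In that setting, the overlap of the E18.5 intervals was 83.7%, the share of E18.5 genes 94.1%, and 1002 and 220 genes were marked at E14.5 and E18.5 only. With equal covered length, there were 51 and 1131 regions and 82 and 1336 genes at E14.5 and E18.5 only, an overlap of 45.2% and a share of genes of 57.8%. This setting says nothing about direction, because covered length itself fell between the stages. It leaves 1545 and 2413 peaks at E14.5, at a stricter q-value, against 4110 and 7107 at E18.5, and an excess at E18.5 follows from that.

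The gene counts moved with the rule that assigns peaks to genes. Genes at E14.5 only were 1625 for protein-coding genes, 3856 by the nearest start site, 6313 by the nearest start site in either replicate and 4259 by the gene body in either replicate. Genes at E18.5 only were 38 for protein-coding genes, 145 in either replicate, 343 by the nearest start site and 395 by that rule in either replicate. They were 163 and 165 by the nearest start site of protein-coding genes in both and in either replicate. By the gene body in both replicates, they were 85 for all genes and 46 for protein-coding genes. By the gene body in either replicate, they were 153 for all genes and 77 for protein-coding genes. With the window around start sites, they were 70 for protein-coding genes in either replicate. The share of E18.5 genes marked at E14.5 was 91.2% by the nearest start site, 93.8% by that rule in either replicate, and 94.0% and 95.9% for protein-coding genes in both and either replicate. Under the same rule, counts of protein-coding genes are a part of those of all genes and can not be higher. For the other differences, the cause was not tested.

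Of the 14 gene families, 2 passed the threshold with a window of 1000 bp and 0 with an equal number of top peaks, where 2 had an unadjusted p below 0.05. Over the 9 other settings, leaving out a library included, 9 families kept their direction against the other marked genes and 5 changed it in at least 1 setting. In the 5 settings with a test, 7 of 70 family results changed direction, all short of the threshold: Hox (19.0% lost), keratins (0%) and Zfp zinc fingers (4.76%) with an equal number of top peaks, Fgf (14.3%) and Zfp zinc fingers (15.8%) with a window of 1000 bp, Tbx (30%) for protein-coding genes and Fgf (35.3%) with the other definition of lost. A further 9 became weaker, 1 stronger, and 53 kept both direction and side of the threshold. With a library left out no test was made, and 15 of 56 shares moved by more than the spread of single-library comparisons, among them potassium channels without E14.5 replicate 2 (14.3%), Fox genes without E18.5 replicate 1 (6.90%) and Sox genes without E14.5 replicate 2 (5.56%) or without E18.5 replicate 1 (5.88%). Replicate numbers are shared by the stages, and nothing in the labels says that a number marks a shared litter or batch. The deviations of same-numbered libraries had a correlation of -0.0771 over 25870 regions. This cannot rule out a pairing, because many regions had a peak in a single library (10074 in E14.5 replicate 1) and deviate at a single stage. The libraries were treated as unpaired because the labels give no pairing. The mean of the decreases within replicate numbers (the replicate block) was 54.4% for the number of peaks and 58.7% for covered length.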

Differences from the paper's values

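The genes marked at E18.5 only numbered 74 here, against the paper's about 180 in Fig 3D, read by eye. A count was taken to differ only when it was off by more than 1 SD of the single-library comparisons (89.6 for this count) and by more than a set ratio. Otherwise it was said to fall within the paper's, which is a wide tolerance. Among the alternatives set before the data were examined, the count fell within the paper's without E18.5 replicate 1 (156 genes), with a peak in either replicate (145 genes) and with as many top peaks per library as the shortest list holds (220 genes). The other alternatives set before the data were examined gave between 10 and 85 genes or, without E18.5 replicate 2 and with each peak assigned to the nearest start site, 322 and 343 genes, and did not close the gap. The rules for genes were then combined in 12 ways, 7 of them chosen after seeing the values, and the count ranged from 38 to 395 genes. It fell within the paper's in 4 of the 12 combinations. These are the either-replicate rule above and, chosen after seeing the values, the gene body in either replicate (153 genes) and the nearest start site of protein-coding genes in both (163 genes) or either replicate (165 genes). In 3 of the 12 combinations, none of the counts of genes at E14.5 only, at both stages and at E18.5 only differed by this tolerance. They still ranged from 2156 to 3853 at E14.5 only, against about 3100 in Fig 3D. At both stages they ranged from 2571 to 5085, against about 3500, both read by eye. These counts are thus not close matches and do not single out a rule.

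For E18.5 wild-type fibroblasts in the comparison with Kdm6b-cKO, the paper's average is 26228 peaks (Fig 6C), against 8768 in the E18.5 libraries here. That average is also above the mean of 19060 peaks of the E14.5 libraries here. The number of peaks thus differed more between these sets of E18.5 libraries than between the stages, and the cause was not tested. The libraries of the comparison with Kdm6b-cKO were not analysed here. The paper calls both sets E18.5 wild type, but in its single-cell comparison with Kdm6b-cKO the wild type is Kdm6b^fl/fl. Whether the genotypes are the same is therefore not clear. None of the alternatives applies to libraries that were not analysed.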

Other observations

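The tests of sequencing depth, of a stricter threshold and of broken domains as explanations of the fewer E18.5 peaks were set before the data were examined, and so was the mapping test on chromosome 5, though the pattern there had been seen. The −log10 p-value thresholds for all lists, the ranking of narrow regions, the tests on the gene families, the Hox genes and the protocadherins were chosen after the result was seen, as were the lists of equal covered length, the fold enrichment range reported for the depth test, and the size a value had to reach in each test.

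The decrease in the number of peaks was weighed against 4 technical explanations. Domains broken into more pieces at E14.5 would disappear on merging, but with peaks within 3000 bp merged the decrease was 53.3%, and the covered length fell as well. A lower depth of both E18.5 libraries would lower the −log10 p-value of peaks of equal fold enrichment in both. For peaks of 500 to 2000 bp with a fold enrichment of 3.9 to 4.1, the median −log10 p-value was 8.18 and 6.99 in the E14.5 lists and 7.87 and 6.63 in the E18.5 lists. The stages differed by 0.334, less than the replicates of a stage (1.19 and 1.24), and E18.5 replicate 1 was above E14.5 replicate 2, although it had 37.1% fewer peaks. Within each replicate number, the E18.5 value was the lower, 7.87 against 8.18 and 6.63 against 6.99. If the numbers paired the libraries, the difference between replicates would not be the spread to set this against. In this range, 90% of the peaks of E18.5 replicate 2 lay above 6.41, well clear of the lowest value of that list. The order was the same at fold enrichments of 3.5 to 3.7 and 4.4 to 4.6, with stage differences of 0.256 and 0.487. A range of 3.2 to 3.4 (0.155) does not count, since its peaks in E18.5 replicate 2 lie at the lowest value of that list. With the libraries taken as unpaired, this argues against depth as the whole cause, and a lower depth as a part of it stays open. A stricter p-value threshold of the E18.5 lists is not the whole cause either, since with a −log10 p-value of at least 5, 6 and 8 in all 4 lists the decrease was 44.8%, 45.9% and 57.0%, and with a −log10 q-value of at least 3 and 5 it was 56.9% and 61.2%. The last explanation is a stricter effective threshold on the same ranking of regions, which would drop the weakest E14.5 regions first. A region with an E18.5 peak ranked above a region without in 83.6% of the pairs of E14.5 regions. Kept regions were also wider, with a median of 4088.5 bp against 1705 bp, and a wide region is touched by an E18.5 peak more easily. Among the 3100 regions of 500 to 2000 bp, 862 had an E18.5 peak, and the share of pairs was 66.4%. Strength and width as the reason for the order cannot be told apart, because about as much of the excess over 50% went with width as stayed, and the kept narrow regions were still wider (1492 against 1267 bp).

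A weaker enrichment at E18.5, whether from the immunoprecipitation or from a decrease of the mark across the genome, would act as such a threshold. The 83.6% of pairs does not separate the immunoprecipitation from a biological decrease, and the lists hold no external standard that would. A region counts as kept if any E18.5 peak overlaps it by 1 bp, so presence in wide strong domains says little about loss within them. A biological decrease of the mark between the stages stays open.

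Of the 139 regions present at E18.5 only, 61 lay on chromosome 5, most of them in the stretch with Speer genes. Of the 100 bp pieces of these regions, 45.2% matched 1 place in the reference, against 94.0% for the regions gained on other autosomes and 96.0% for 500 regions present at E14.5 only. Reads there can therefore come from another copy. The reference is the same for both stages, so the mapping test cannot say why there were more peaks at E18.5. Shared reads and a change in the mark cannot be told apart, because the lists hold no reads, and a difference in copy number between the mice of the stages was not tested.

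Among 14 gene families, 12 lost a number of genes within the central 95% of 10000 random gene sets of the same E14.5 fold enrichment rank. Where that range starts at 0, as for Fox and Sox genes, no lower number could have been found. For the families in which few genes lost the mark, the rank alone gave 0.683 Fox genes, 0.798 Sox genes and 8.79 potassium channels, against 0, 0 and 5 observed. Their low loss may therefore follow from strong peaks at E14.5, under the explanation of a stricter effective threshold. The wider domains that go with strong peaks were not tested apart from this. Hox genes and protocadherins lay outside the central 95%. Of the Hox genes, 8 lost the mark, where the central 95% of random sets lost 0 to 4, or 1 to 7 when ranked in the list of E14.5 replicate 2 alone, and 0% and 1.06% of the sets lost as many. Of the protocadherins, 9 lost it, where the central 95% of random sets lost 2 to 8 under both rankings, and 0.49% and 0.64% of the sets lost as many. For these families, a stricter threshold and a local change cannot be told apart, because neighbouring genes share peaks while the random sets treat genes as independent. The fold enrichment of a wide domain is also averaged over its whole width, up to 136545 bp in E14.5 replicate 1. The start sites of the 8 lost Hox genes rest on 9 and 19 peaks in the E14.5 lists, and those of the 9 lost protocadherins on 8 and 11. These counts do not show how many of the genes share a peak.

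In the Hoxc cluster on chromosome 15, Hoxc4, Hoxc6 and Hoxc8 had a peak near a start site in both E14.5 libraries and neither E18.5 library, while Hoxc9 to Hoxc13 had a peak in all 4. Hoxc5 also had one in all 4, at a start site beside Hoxc10. In the Hoxd cluster on chromosome 2, Hoxd3, Hoxd4 and Hoxd8 lost the mark, while Hoxd1 and Hoxd9 to Hoxd13 had a peak in all 4 libraries. The noncoding genes Hoxb3os and Hoxd3os1 make up the 8. Every protein-coding Hoxa gene had a peak in all 4 libraries. So did Hoxb1, Hoxb3, Hoxb5 to Hoxb9 and Hoxb13. Hoxb4 lacked a peak in E18.5 replicate 1, and Hoxb2 had one in E14.5 replicate 1 only. Skin from another position along the body at E18.5 is a possible explanation besides a stricter effective threshold on the same ranking of regions, under which the 8 Hox genes that lost the mark lie above the central 95% of random sets. It was not tested, since the labels give no body position.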
